# Reinstating plasticity and memory in a tauopathy mouse model with an acetyltransferase activator

**DOI:** 10.15252/emmm.201708587

**Published:** 2018-10-01

**Authors:** Snehajyoti Chatterjee, Raphaelle Cassel, Anne Schneider‐Anthony, Karine Merienne, Brigitte Cosquer, Laura Tzeplaeff, Sarmistha Halder Sinha, Manoj Kumar, Piyush Chaturbedy, Muthusamy Eswaramoorthy, Stéphanie Le Gras, Céline Keime, Olivier Bousiges, Patrick Dutar, Petnoi Petsophonsakul, Claire Rampon, Jean‐Christophe Cassel, Luc Buée, David Blum, Tapas K Kundu, Anne‐Laurence Boutillier

**Keywords:** acetylation, Alzheimer's disease, CREB‐binding protein, learning, transcription, Neuroscience, Pharmacology & Drug Discovery

## Abstract

Chromatin acetylation, a critical regulator of synaptic plasticity and memory processes, is thought to be altered in neurodegenerative diseases. Here, we demonstrate that spatial memory and plasticity (LTD, dendritic spine formation) deficits can be restored in a mouse model of tauopathy following treatment with CSP‐TTK21, a small‐molecule activator of CBP/p300 histone acetyltransferases (HAT). At the transcriptional level, CSP‐TTK21 re‐established half of the hippocampal transcriptome in learning mice, likely through increased expression of neuronal activity genes and memory enhancers. At the epigenomic level, the hippocampus of tauopathic mice showed a significant decrease in H2B but not H3K27 acetylation levels, both marks co‐localizing at TSS and CBP enhancers. Importantly, CSP‐TTK21 treatment increased H2B acetylation levels at decreased peaks, CBP enhancers, and TSS, including genes associated with plasticity and neuronal functions, overall providing a 95% rescue of the H2B acetylome in tauopathic mice. This study is the first to provide *in vivo* proof‐of‐concept evidence that CBP/p300 HAT activation efficiently reverses epigenetic, transcriptional, synaptic plasticity, and behavioral deficits associated with Alzheimer's disease lesions in mice.

## Introduction

Alzheimer's disease (AD) is characterized by the accumulation of amyloid beta peptides and abnormally phosphorylated Tau proteins, and a progressive impairment of plasticity and memory functions, ending in massive neuronal loss and dementia (Serrano‐Pozo *et al*, 2011). Available treatments have minimal or no effect on the course of the disease, and most advanced strategies targeting the pathological hallmarks of AD (e.g., Aβ immunotherapies) have been recently proven unsuccessful (Abbott & Dolgin, 2016; The Lancet, 2017). Alternative strategies aim to restore neural circuits and plasticity (Canter *et al*, 2016). Epigenetic changes have emerged as important contributors of neurodegenerative diseases (Schneider *et al*, 2013; Coppede, 2014; Francelle *et al*, 2017), including AD (Fischer, 2014; Bennett *et al*, 2015). Histone acetylation has been particularly studied since it is an important regulator of plasticity and memory formation (Peixoto & Abel, 2013; Zovkic *et al*, 2013). Altered acetylation regulations are thus presumably involved in cognitive deficits. For instance, increased histone deacetylase 2 (HDAC2) levels leading to decreased histone acetylation have been observed at genes that are important for learning and memory, both in mouse models of AD and in post‐mortem brains from patients with early‐stage AD (Graff *et al*, 2012). Hence, several histone deacetylase (HDAC) inhibitors have been tested in different AD mouse models and some showed significant improvement in plasticity and memory functions (reviewed in Fischer, 2014; Graff & Tsai, 2013). Yet, few genome‐wide‐scale approaches have been performed using brain tissues from animal models or patients affected by neurodegenerative diseases, with pioneering work coming from studies of Huntington's disease (e.g., Vashishtha *et al*, 2013; Achour *et al*, 2015; Bai *et al*, 2015; Guiretti *et al*, 2016), and only two studies in AD models (Benito *et al*, 2015; Gjoneska *et al*, 2015). Tsai *et al* performed a profiling of transcriptional and epigenomic changes in the hippocampus of a mouse model of AD and showed reduction in H3K27 acetylation (H3K27ac) at downregulated genes which were enriched in synaptic plasticity genes, as well as increased H3K27ac at immune response‐enriched upregulated genes (Gjoneska *et al*, 2015). Fischer *et al* tested the effects of the HDAC inhibitor suberoylanilide hydroxamic acid (SAHA) and showed it could reinstate physiological exon usage associated with H4K12 acetylation and plasticity gene expression in aged neurons, but this was not found in AD neurons, where the beneficial effect of SAHA was only partial (Benito *et al*, 2015). Thus, mechanisms underlying epigenetic changes in AD remain cryptic and the mode of action of potential epigenetic drugs and their consequences in AD remain to be established.

Herein, using genome‐wide‐scale approaches (ChIP‐seq/RNA‐seq studies), we have investigated the molecular mechanisms associated with plasticity dysfunctions in the hippocampus of a mouse model with AD‐like Tau pathology (THY‐Tau22). This mouse strain exhibits neurofibrillary tangles (NFTs), neuroinflammation (Laurent *et al*, 2017), spatial memory deficits (Schindowski *et al*, 2006), impaired long‐term depression (LTD; Van der Jeugd *et al*, 2011; Ahmed *et al*, 2015), and altered dendritic spine formation in the hippocampus (Burlot *et al*, 2015). In parallel, we have tested the potential therapeutic application of a newly developed CBP/p300 histone acetyltransferases (HAT) activator molecule (CSP‐TTK21), as we recently showed that this molecule was able to acetylate nuclear chromatin in the mouse brain (Chatterjee *et al*, 2013). Indeed, as an alternative to HDAC inhibitors, targeting CBP/p300 HATs has been proposed as an innovative therapeutic strategy for disorders affecting memory (Schneider *et al*, 2013; Valor *et al*, 2013). Indeed, CBP loss of function has been reported during neurodegeneration (Rouaux *et al*, 2003, 2004) and CBP/p300 HATs play important roles in neuronal plasticity and cognition, including hippocampal long‐term potentiation (LTP) and long‐term memory (Alarcon *et al*, 2004; Vecsey *et al*, 2007; Barrett *et al*, 2011; Valor *et al*, 2011; West & Greenberg, 2011).

In this study, we found that treatment of 8‐month‐old THY‐Tau22 mice with CSP‐TTK21 restored spatial memory and plasticity functions. At this age, the hippocampal transcriptome induced by spatial learning was severely impaired and CSP‐TTK21 treatment re‐established the expression of genes involved in neuronal plasticity (immediate early genes, IEGs) and of cognitive enhancers (e.g., Neurotensin, Klotho). Further, we found a specific decrease in H2B (H2Bac)—but not H3K27 (H3K27ac)—acetylation levels in the hippocampus of THY‐Tau22 mice, and CBP/p300 activation with CSP‐TTK21 significantly restored this signature, notably by a wide re‐acetylation of H2B at transcription start sites (TSS) and CBP enhancers. Together, these data indicate that CBP/p300 HAT activation restores an epigenetic landscape that permits, either directly or indirectly, the upregulation of genes involved in neuronal plasticity (IEGs) and memory during learning, thus representing a promising therapeutic option for plasticity and memory enhancement.

## Results

### The CBP pathway is a potential therapeutic target in a mouse model of tauopathy

In the THY‐Tau22 mouse model, the tauopathy rapidly progresses once inflammation processes have started, around 7 months of age. Twelve‐month‐old THY‐Tau22 mice exhibit strong tauopathy, with massive accumulation of abnormal Tau conformation and phosphorylation notably in the CA1 region of dorsal hippocampus (Schindowski *et al*, 2006). We found that neurons exhibiting pathological Tau hallmarks (AT100‐positive neurons) showed depleted CBP protein levels (Fig 1A). Overall, we measured a global CBP reduction while neuronal marker NeuN levels remained unchanged, but this was associated with an increase in astrogliosis as expected at this age (Fig 1B). Several histone acetylation targets were evaluated by Western blot analyses, and we measured a decrease in H2B tetra‐acetylation (H2BK5K12K15K20ac), whereas the global level of the other modifications tested was unchanged (Fig EV1A). In order to test the potential effect of our new drug, we carried out the study at 8 months of age, an earlier symptomatic age where mice already show memory deficits and inflammatory processes while pathology still progresses (Schindowski *et al*, 2006). 

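RNA-seq was performed on the dorsal hippocampus of 5 untrained male mice aged 8 months, 3 WT and 2 THY-Tau22, with 1 library per mouse. THY-Tau22 mice express a mutated human Tau protein in neurons under a Thy1 promoter and develop Tau pathology in the hippocampus. The legend of Fig 1C gives these group sizes, whereas the methods give n = 3 per group. The authors made poly-A libraries, aligned single-end reads to the mm9 mouse genome with TopHat, and counted the uniquely aligned reads on each Ensembl gene with HTSeq. They deposited these counts beside normalized counts, in which the counts of each library are divided by a single factor. The WT libraries held 37681155, 35372272 and 31348179 counts on genes, and the THY-Tau22 libraries 32880599 and 28639121. The raw counts were scaled with edgeR's TMM factors and are given as CPM, the count relative to the library total. After edgeR's filter on low counts, 16324 genes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was taken as differentially expressed at an adjusted p under 0.05 with an absolute log2 fold change above 0.2, the limits of the paper. The number of mice limits the precision. In counts simulated from these libraries with 200 genes changed by known amounts, the same test found 90% of the genes changed by 1 on the log2 scale and 7% of those changed by 0.5, and DESeq2 found 92.5% and 32%. The libraries also differed in how their counts depended on GC content. Across genes, which are not independent replicates, Spearman's rho between GC content and the log2 ratio of a library to the mean of all libraries was 0.48 and -0.60 in the THY-Tau22 libraries, and from 0.067 to 0.32 in the WT libraries.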

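In THY-Tau22 mice compared with WT mice, 4 genes were differentially expressed, with Thy1 higher and Nr4a1, Arc and Mvd lower, and 803 genes had an unadjusted p under 0.05. The count depended most on the low-count filter, since 125 genes were differentially expressed when every gene with at least 1 count was tested. DESeq2 gave 41 genes, 27 higher and 14 lower. A single WT library moved the edgeR count as well, to 5, 2 and 1 genes without WT replicates 1, 2 and 3, and none of the original 4 genes was among the 2 found without WT replicate 2. The inflammatory genes named in Fig 1C (Gfap, C4b, Irf8, Ccl6, Cd74, Ccl9, Ccl4 and Itgax) were all higher in both THY-Tau22 libraries than in each of the 3 WT libraries, where chance would set the libraries of 20% of genes apart in either direction. Their unadjusted p lay between 0.000175 and 0.00273. After adjustment over all genes, 0 of the 8 passed the limit in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When adjusted over the list alone 8 of 8 did so, which is not independent evidence because the genes were chosen in these samples. DESeq2 called 4 of the 8. As a set, their median log2 fold change was 1.07 (adjusted p = 0.032 in the rotation test fry, and 0.050 in the competitive test camera). The set test has the same limit, because the genes were chosen in these samples. Gfap (ENSMUSG00000020932, chromosome 11 of mm9 from 102748650 to 102762226, the astrocyte intermediate filament) had 985 ± 144 CPM (SD, n = 2) in THY-Tau22 mice and 626 ± 52.4 CPM (SD, n = 3) in WT mice, a log2 fold change of 0.66 (standard error 0.14, adjusted p = 0.28 from edgeR and 0.0013 from DESeq2, and between 0.0013 and 0.78 over its 9 alternatives). C4b (ENSMUSG00000073418, chromosome 17 from 34865325 to 34880827) had 102 ± 15.0 CPM (SD, n = 2) against 54.9 ± 10.1 CPM (SD, n = 3), a log2 fold change of 0.90. This value is uncertain, since reads common to C4b and its paralog C4a would be left out when only uniquely aligned reads are counted, which was not tested. Itgax (ENSMUSG00000030789, chromosome 7 from 135273061 to 135294171, a marker of reactive microglia) had a log2 fold change of 2.12 (standard error 0.43), and its adjusted p ranged from 0.020 to 0.46 over 9 alternatives.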

Transcriptomic analyses performed in the dorsal hippocampus revealed moderate changes (51 dysregulated genes), but confirmed the presence of the inflammatory response signature (Fig 1C). In addition, a series of immediate early genes (IEGs) were downregulated, suggesting reduced basal neuronal activity in the hippocampus of THY‐Tau22 vs. WT mice (Fig 1C). 

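Each of the 6 IEGs of the list (Arc, Nr4a1, Fos, Egr1, Junb and Dusp1) was lower in both THY-Tau22 libraries than in the 3 WT libraries. Arc (ENSMUSG00000022602, mm9 chromosome 15 from 74499513 to 74503000) fell from 238 ± 52.5 CPM (SD, n = 3) to 71.2 ± 13.5 CPM (SD, n = 2), a log2 fold change of -1.74 (standard error 0.20, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101097277 to 101105223) fell from 86.3 ± 1.91 CPM (SD, n = 3) to 38.8 ± 0.876 CPM (SD, n = 2), a log2 fold change of -1.15 (standard error 0.11, adjusted p = 0.016). Both calls rested on single WT libraries. Without WT replicate 2 the adjusted p was 0.107 for Arc and 0.0731 for Nr4a1, and without WT replicate 3 it was 0.0517 for Nr4a1. Over 9 alternatives the adjusted p ran from 3.8e-18 to 0.107 for Arc and from 3.3e-16 to 0.0731 for Nr4a1. Fos (ENSMUSG00000021250, chromosome 12 from 86814840 to 86818223) had 8.61 ± 1.82 CPM (SD, n = 2) against 20.0 ± 3.23 CPM (SD, n = 3), a log2 fold change of -1.22 with an adjusted p of 0.10. Egr1 (ENSMUSG00000038418, chromosome 18 from 35020861 to 35024638) had 115 ± 13.8 CPM (SD, n = 2) against 214 ± 14.9 CPM (SD, n = 3), with an adjusted p of 0.095. The calls depended on the tool and the model. DESeq2 placed all 6 past the limit (adjusted p = 2.2e-06 for Fos and 7.0e-08 for Egr1), while edgeR placed 2 of 6 past it when adjusted over all genes and 6 of 6 when adjusted over the list alone. With the replicate number in the design edgeR also called Fos, Egr1 and Junb, and with a correction for GC content and gene length, added after the data were seen, Egr1 and Junb. The study chose the list in these samples, so the latter is not independent evidence. Over 9 alternatives the adjusted p ran from 2.2e-06 to 0.21 for Fos, from 7.0e-08 to 0.21 for Egr1 and from 1.2e-05 to 0.24 for Junb. The median log2 fold change of the 6 genes was -1.08 (adjusted p = 0.0095 from fry and 0.028 from camera). This set test is not independent evidence either, since the study chose the list in these samples. From the lower expression of the IEGs, the paper proposes that basal neuronal activity is reduced in the hippocampus of THY-Tau22 mice.

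**Figure D1:**
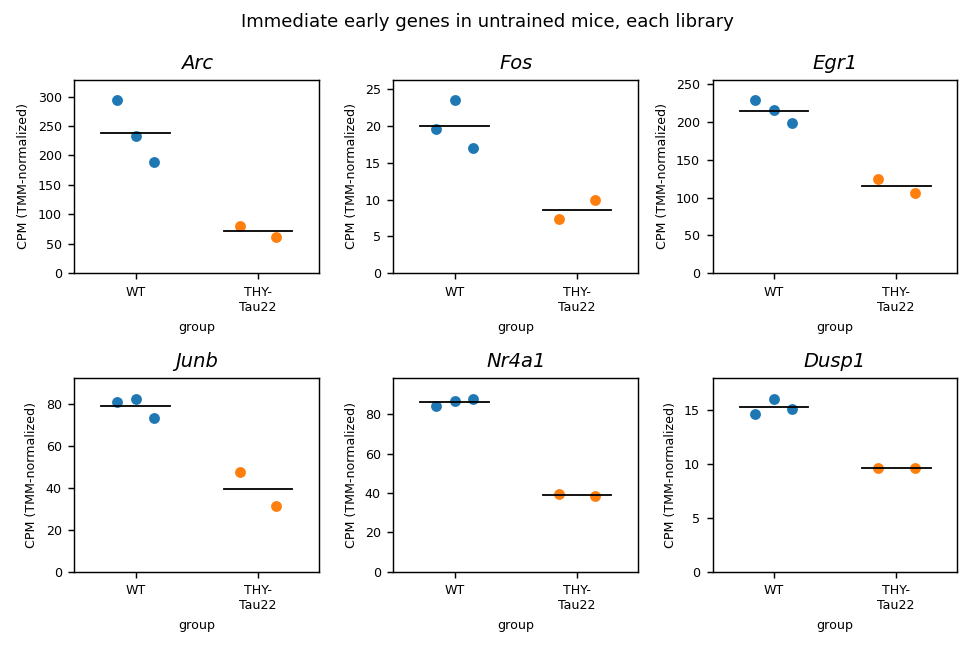
CPM of the 6 IEGs in each library of untrained WT mice (n = 3) and THY-Tau22 mice (n = 2), with 1 panel per gene. Points are single libraries and lines are group means, and in each panel both THY-Tau22 points lie under the 3 WT points.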

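The promoters of the genes lower in THY-Tau22 mice were searched for binding site strings in the mm9 sequence, among the 1000 bases upstream of each annotated gene start. The search matched strings only, and it differs from the GREAT annotation of the paper, which was not repeated here. The strings were chosen after the expression values were seen. The genes were the 14 that DESeq2 found lower, set against the 16293 genes tested with a sequence. The cAMP response element TGACGTCA, to which CREB1 and ATF proteins bind, occurred upstream of 2 of the 14 genes and of 3.10% of the genes tested (2-sided Fisher's exact test, p = 0.068, adjusted p = 0.20 over 12 tests). The shortened element TGACG was found for 9 of the 14 genes, against 44.6% of the genes tested (adjusted p = 0.31). The CArG box, which serum response factor binds, occurred upstream of 4 of the 14 genes against 5.35% (Fisher's exact test, p = 0.0053, adjusted p = 0.032), and within 500 bases of 3 of the 14 genes against 2.41% (adjusted p = 0.032). With the 3 genes that edgeR found lower, the cAMP response element occurred for 0, TGACG for 2 and the CArG box for 1 (adjusted p = 0.30 for the CArG box). The element lay 96 bases upstream of Dusp1, on chromosome 17 from 26645553 to 26645560. Upstream of Fos, the CArG box CCATATTAGG lay at 309 bases (chromosome 12 from 86814531 to 86814540), and upstream of Arc, CCTTATATGG lay at 933 bases (chromosome 15 from 74503924 to 74503933). Egr1 had 5 CArG boxes, of which the nearest, CCATATATGG, lay 83 bases upstream (chromosome 18 from 35020778 to 35020787).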

Lastly, predicted promoter motifs associated with the 15 downregulated genes were associated with cAMP pathway (ATF2/6 and CREB1; Fig 1C), which is a major regulator of IEGs. Thus, we aimed to test CSP‐TTK21 molecule treatment as therapeutic intervention in these mice.

**Figure 1:**
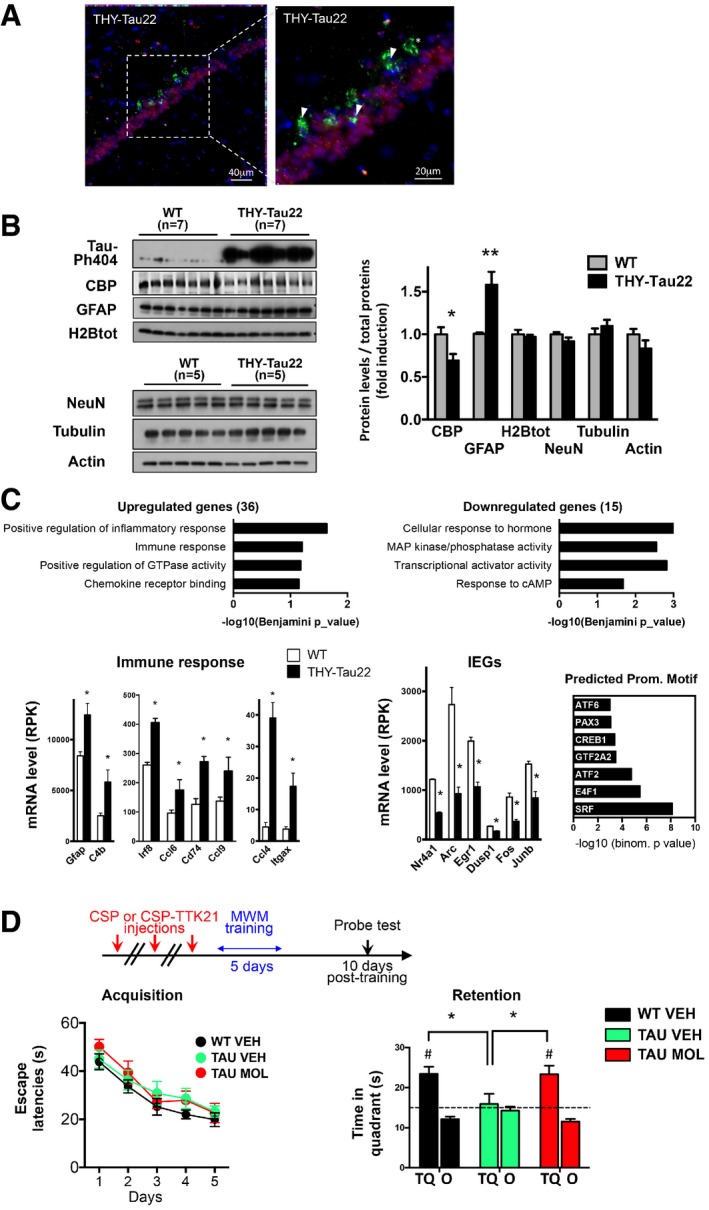
Targeting the CBP/p300 pathway restores long‐term spatial memory retention in THY‐Tau22 mice AImmunohistochemistry performed on 12‐month‐old THY‐Tau22 mice showing AT100‐positive neurons (green), CBP‐positive nuclei (red), and DAPI‐stained nuclei (blue) in the CA1 region of the dorsal hippocampus. A representative image is shown with a focus. Scale bars: 40 and 20 μm as noted (*n* = 5 mice). Arrows depict neurons bearing neurofibrillary tangles and do not display CBP immunostaining. The star depicts a ghost tangle (AT100‐positive neuron and no nucleus).BWestern blot analyses performed in the dorsal hippocampus of 12‐month‐old THY‐Tau22 mice compared to age‐matched controls. NeuN, actin, tubulin, and total H2B levels are not changed. Phosphorylated Tau on serine 404 (Tau‐Ph404) attests to samples from tauopathic mice. Quantification represents the ratio of the protein level detected on the total amount of proteins on the membranes, with WT arbitrarily set at 1 (fold induction). Bar graphs are mean ± SEM. *n* = 5–7/group as noted, multiple *t*‐tests, and CBP *P = 0.003 and GFAP **P = 0.0001 for THY‐Tau vs. WT mice.CRNA‐sequencing data performed in the hippocampus of 8‐month‐old mice. Functional analyses (DAVID GOTERM) performed on significantly deregulated genes in THY‐Tau22 mice compared to WT mice. Representative genes are presented below. |log2 Fold Change| > 0.2; * indicates FDR < 0.05. IEG, immediate early genes. Predicted promoter motif (right) analyses performed with GREAT. Groups: WT mice (*n* = 3); THY‐Tau22 mice (*n* = 2). Graphs are mean ± SEM.DLong‐term spatial memory testing: Mice were injected three times (1 per week) with vehicle (WT mice saline, WT VEH, *n* = 17), vehicle (THY‐Tau22 mice CSP, 500 μg/mouse, TAU VEH, *n* = 10), or molecule (THY‐Tau22 mice CSP‐TTK21, 500 μg/mice TAU MOL, *n* = 13) before training of spatial memory in the Morris water maze (MWM); retention (Probe test) was tested 10 days after the last training session. Acquisition (escape latencies, seconds) and retention performances (time in target quadrant, seconds) are shown for the three groups of mice. All groups of mice displayed significant acquisition of the platform location [Day effect, *F*(4,148) = 26.45, *P* < 0.001; Group and Group × Day effects, ns], but only TAU VEH exhibited impaired retention. CSP‐TTK21 treatment fully restored the ability of THY‐Tau22 mice to remember the platform location. Bar graphs are mean ± SEM. Student's *t*‐test to a constant value, # when compared to random (dotted line, 15 s) WT VEH, *t*(16) = 4.6323, #*P* = 0.0002; TAU VEH, *t*(9) = 0.3606, *P* = 0.7267; TAU MOL, *t*(12) = 3.945, #*P* = 0.0019. One‐way ANOVA; *F*(2,37) = 3.55; *P* = 0.03; * in the different comparisons: TAU MOL vs. TAU VEH, *P = 0.0166; WT VEH vs. TAU VEH, *P = 0.040; TAU MOL vs. WT VEH, non‐significant *P* = 0.437). TQ, target quadrant; O, other corresponds to the mean of the three other quadrants.

**Figure EV1:**
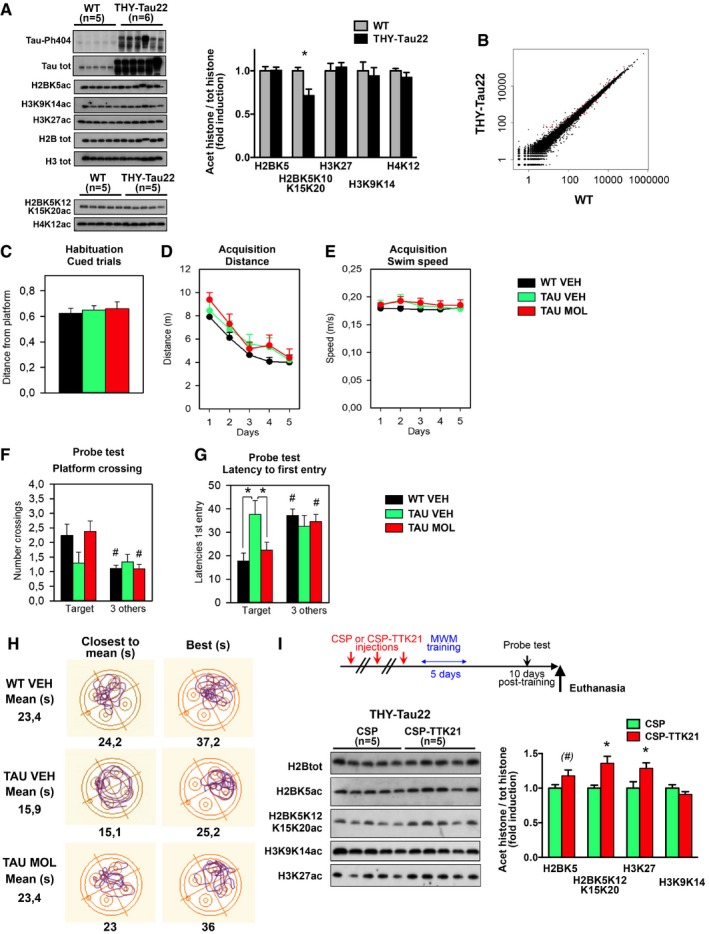
CSP‐TTK21 treatment of THY‐Tau22 mice improves long‐term spatial memory retention and induces some histone acetylation in the hippocampus AWestern blot analyses of dorsal hippocampal extracts from 12‐month‐old THY‐Tau22 vs. aged‐matched WT controls. Levels of different histone modifications were tested. Only the tetra‐acetylated form of H2B (K5K10K15K20) shows a significant decrease in tauopathic mice. Normalization was performed on the total amount of proteins transferred onto the membranes, and data are presented as fold induction of the acetylated histone/total H2B histone ratio. *n* = 5–6/group as noted. Multiple *t*‐tests, and H2BK5K10K15K20, *P = 0.0047 for THY‐Tau22 vs. WT mice.BScatter plot presenting RNA‐seq data comparison between THY‐Tau22 vs. WT mice. The log_2_(Fold‐Change) was estimated by DESeq2. Red dots correspond to genes with adjusted *P*‐value < 0.05.CHabituation consisted of one trial to the visible platform. No statistical difference was observed in the distance from the habituation platform depending on the Group (*F*(1,37) = 0.17, *P* = 0.84).DDistance to reach the platform (in meters) during the acquisition period. All groups of mice displayed significant and similar decreased of the distance traveled to reach the platform depending on the day [Day effect, *F*(4,148) = 26.47, *P* < 0.001; Group and Group × Day effects, ns]. Two‐way ANOVA followed by a multiple‐comparisons test (Newman–Keuls).EThe swim speed during the acquisition was the same for all groups [Day effect, (*F*(4,148) = 0.95, *P* = 0.46) and Group effect (*F*(2.37) = 1.06, *P* = 0.35)]. Two‐way ANOVA followed by a multiple‐comparisons test (Newman–Keuls).FThe number of visit to the previous platform location showed a significant difference in the number of crossing performed into it, and the three others for WT VEH mice (*t*(17) = 2.62, *P* < 0.05) and TAU MOL (*t*(13) = 2.70, *P* < 0.05) while there was no difference for the TAU VEH (*t*(10) = 0.21, *P* = 0.83). One‐way ANOVA, Student's *t*‐test, # *P* < 0.05 vs. mean of three others.GThe latency to first visit to the target platform compared to the mean latencies to the first visit to three others platform locations during the probe trial highlighted a global difference [Group Effect (*F*(2.37) = 5.87, *P* = 0.008) due to TAU VEH mice that significantly differed from the two others groups (TAU VEH vs. WT VEH (*P* = 0.004) and vs. TAU MOL (*P* = 0.012)]. There was a significant difference between the latencies to the first visit to the target platform with the three others for WT mice (*t*(17) = 6.90, *P* < 0.001) and TAU MOL (*t*(13) = 2.30, *P* < 0.05) while there was no difference for the TAU MOL (*t*(10) = 0.82, *P* = 0.42). One‐way ANOVA, *post hoc* analyses *P < 0.05 vs. TAU VEH and Student's *t*‐test, #*P* < 0.05 vs. mean of three others.HTracks representing the platform search during retention is shown for one mouse from each group that was either closest to the mean track or best of the group. The result of the probe test is noted below (in seconds).IWestern blot analyses were performed 22 days post‐injection from experiment shown in Fig 1D, on *n* = 5 mice/group. Levels of the different histone modifications were tested. Normalization was performed on the total amount of proteins transferred onto the membranes and data are presented as fold induction of the acetylated histone/total H2B histone ratio. Multiple *t*‐tests, and H2BK5K10K15K20ac, *P = 0.0006 and H3K27ac, *P = 0.0054 for CSP vs. CSP‐TTK21, (#) indicates a tendency (*P* = 0.0736).Data information: Graphs are mean ± SEM. (C–G) Analyses of different parameters on the mice used in the Morris water maze experiment described in Fig 1 (WT VEH, *n* = 17, TAU VEH, *n* = 10 and TAU MOL, *n* = 13).

Spatial reference memory tested in the Morris water maze (MWM) is a hippocampus‐dependent memory task, in which 8‐month‐old THY‐Tau22 mice fail when the retention test is delayed (Fig 1D). We injected mice three times with CSP‐TTK21 (TAU MOL) or the control vehicle (TAU VEH) prior to spatial training (5‐day acquisition) and tested mice at a 10‐day post‐training delay. WT littermates injected with saline vehicle (WT VEH) served as learning control. All mice showed similar acquisition performances in escape latencies (Fig 1D) or distance to the platform (Fig EV1D). Other parameters were also identical (habituation cued trial, swim speed; Fig EV1C and E). However, TAU VEH mice showed a clear retention deficit in the probe test (WT VEH: 23.4 vs. TAU VEH: 15.9 s in the target quadrant), which was prevented when the THY‐Tau22 mice received CSP‐TTK21 treatment before training (TAU MOL: 23.4 vs. TAU VEH: 15.9 s in the target quadrant; Fig 1D). CSP‐TTK21‐treated THY‐Tau22 mice were also more precise when assessing the latency to first visit to the target quadrant (Fig EV1F) and the search strategy (see Closest to mean and Best tracks Fig EV1H). Only a tendency was measured when assessing platform crossing (Fig EV1G). Thus, CSP‐TTK21 treatment fully restored the ability to form long‐term memory in the THY‐Tau22 mice. Lastly, H2BK5K12K15K20ac and H3K27ac were still more elevated in TAU MOL vs. TAU VEH in the hippocampus of mice euthanized 1 week after the probe test (22 days post‐injection, Fig EV1I).

### Activation of the CBP/p300 HAT pathway restores synaptic plasticity in the hippocampus of THY‐Tau22 mice

We next determined whether CSP‐TTK21 treatment could affect structural plasticity such as dendritic spine formation. Spines can be identified based on their morphological appearance. Spines with no head such as filopodia are considered immature. Stubby spines show a protrusion but no head or neck and are less mature than headed spines (thins and mushrooms) according to Harris *et al* (1992). Mushroom spines are thought to be stabilized by learning processes to form new synapses (Restivo *et al*, 2009; Caroni *et al*, 2014). We first tested the effect of CSP‐TTK21 injections in the absence of learning, in the CA1 regions of THY‐Tau22 mice, that shows diminished levels of total spines (Burlot *et al*, 2015): A single CSP‐TTK21 injection was able to increase the density of total spines, with a significant impact on the stubby and filopodia sub‐types (immature spines, Fig 2A). We next tested the effect of CSP‐TTK21 injections in response to spatial training. Learning requires the stabilization, strengthening, and elimination of emerging synapses in a time‐specific manner, and synaptic rearrangements necessary for the long‐term consolidation of a memory task require 1–4 days (Caroni *et al*, 2014). Therefore, mice were treated with CSP‐TTK21, trained for 4 days, and mushroom‐shaped (i.e., mature) spines were counted 4 days later. An increase in mushroom spines was observed in the WT mice, but not in THY‐Tau22 mice. CSP‐TTK21 fully restored the learning‐induced spine production and maturation in CA1 pyramidal neurons in tauopathic mice (Fig 2B). Lastly, we tested the effect of CSP‐TTK21 on long‐term depression (LTD), which is altered in THY‐Tau22 mice (Van der Jeugd *et al*, 2011; Ahmed *et al*, 2015). CSP‐TTK21 treatment rescued LTD maintenance in hippocampal slices (Fig 2C).

**Figure 2:**
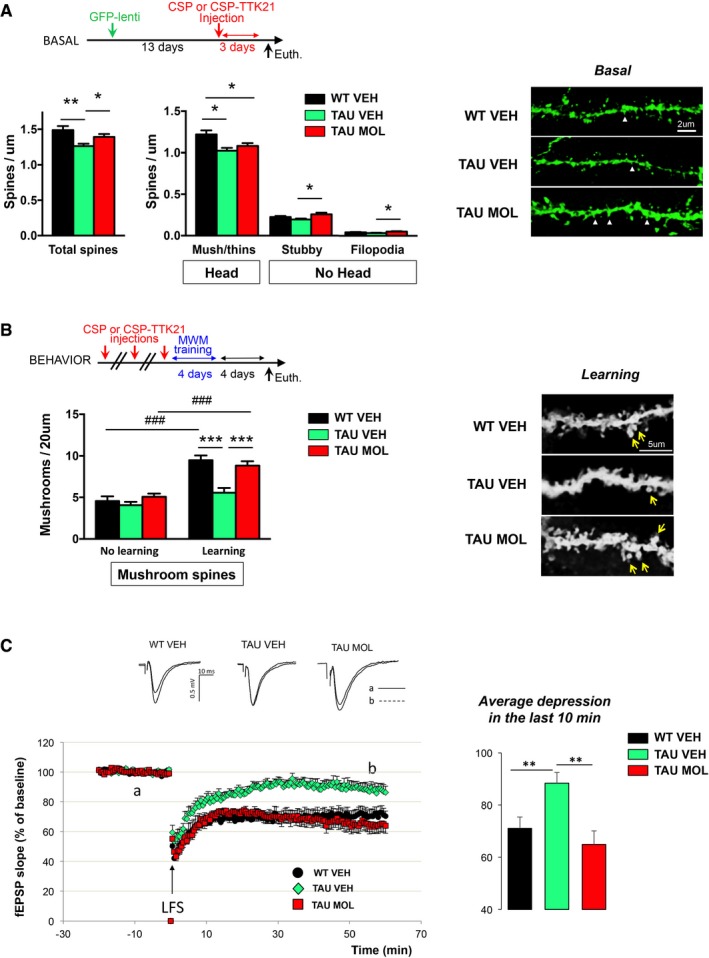
HAT activation with CSP‐TTK21 treatment restores plasticity in the hippocampus of 8‐month‐old tauopathic mice AThe timeline of GFP‐lentivirus and CSP or CSP‐TTK21 (one injection, 500 μg/mouse) injection is shown. (Left) The total number of spines was significantly decreased in TAU VEH compared to WT VEH mice. TAU MOL hippocampi showed a significant increase in the total number of spines compared to TAU VEH (one‐way ANOVA *P* = 0.0011, *post hoc* Holm–Sidak multiple‐comparisons test *F*(2,243) = 7.03; WT VEH vs. TAU VEH, **P < 0.0009; TAU MOL vs. TAU VEH, *P = 0.0455). (Middle) Based on spine type, the number of head spines (mushrooms, thins) was significantly lower in both TAU VEH and TAU MOL than in WT VEH controls (one‐way ANOVA *P* = 0.0018, *post hoc* Holm–Sidak multiple‐comparisons test *F*(2,243) = 6.467; WT VEH vs. TAU VEH, *P = 0.0013; WT VEH vs. TAU MOL, *P = 0.0272. Stubby spine density was significantly increased in TAU MOL compared to TAU VEH mice (one‐way ANOVA *F*(2,243) = 4.311, *P* = 0.0145, *post hoc* Holm–Sidak multiple‐comparisons test: TAU MOL vs. TAU VEH, *P = 0.0109), as the number of filopodia (one‐way ANOVA *F*(2,243) = 3.845, *P* = 0.0227, *post hoc* Holm–Sidak multiple‐comparisons test TAU MOL vs. TAU VEH, *P = 0.0179). (Right) Typical images are presented showing a dendrite fragment for each condition. White arrowhead depicts stubby spines. Scale bar, 2 μm. Number of dendritic segments: WT VEH, *n* = 67; TAU VEH, *n* = 93, TAU MOL, *n* = 87; number of neurons: WT VEH, *n* = 20; TAU VEH, *n* = 28, TAU MOL, *n* = 16; number of mice: WT VEH, *n* = 2; TAU VEH, *n* = 3, TAU MOL, *n* = 3.BCSP‐TTK21 injection into THY‐Tau22 mice rescues mature dendritic spines formation in response to learning. (Top left) The timeline of injections is shown: Mice were injected three times (1 per week) with vehicle (WT mice, WT VEH, NaCl 0.9%), vehicle [THY‐Tau22 mice (TAU VEH), CSP 500 μg/mouse], or molecule [THY‐Tau22 mice (TAU MOL), 500 μg/mice] and either trained over a 4‐day acquisition period in the MWM (“learning” group) or left in their home cage (“basal” group). Mushroom‐shaped spines were counted in dorsal CA1, 4 days post‐training. (Bottom left) The number of mature spines was significantly increased by learning in WT VEH and TAU MOL mice. Two‐way ANOVA; learning effect, *F*(1,139) = 54.18; *P* < 0.0001; ### *post hoc* Holm–Sidak multiple‐comparisons test: learning vs. basal in WT VEH (*P* = 0.0001) and in TAU MOL mice (*P* = 0.0001). After learning, WT VEH and TAU MOL mice displayed significantly higher number of mature spines than TAU VEH mice (Genotype X Treatment effect, *F*(2,139) = 9.704; *P* = 0.0001; *** *post hoc* Holm–Sidak multiple‐comparisons test: TAU MOL vs. TAU VEH (*P* = 0.0001), WT VEH vs. TAU VEH (*P* = 0.0001). (Right) Typical examples of a dendritic fragment bearing mushroom spines (arrows) are shown for each sub‐group in response to learning. Number of dendritic segments: *Learning*: WT VEH, *n* = 27; TAU VEH, *n* = 27, TAU MOL, *n* = 30; WT VEH_HC, *n* = 27; number of mice: WT VEH, *n* = 3; TAU VEH, *n* = 3, TAU MOL, *n* = 3. *Basal*: WT VEH, *n* = 27; TAU VEH, *n* = 7, TAU MOL, *n* = 15; number of mice: WT VEH, *n* = 3; TAU VEH, *n* = 3, TAU MOL, *n* = 2.CMice were injected three times (1 per week) with saline (WT VEH), CSP (vehicle, VEH), or CSP‐TTK21 (molecule, MOL) (500 μg/mice; THY‐Tau22 mice (TAU) before euthanasia. Long‐term depression measurements were performed on hippocampal slices. (Top left) Examples of analog traces recorded 10 min before (*a*) and 55 min after LTD induction (*b*; dotted line) in the three groups of mice. (Bottom left) Time course of LTD; LTD is expressed as a percent change in fEPSP (field excitatory postsynaptic potentials) slope over time. After the 20‐min baseline recording, a low‐frequency stimulation (LFS, 2 Hz for 10 min) was applied (arrow). Recording was stopped during the 10‐min conditioning stimulation and resumed after completion of LFS. LFS induced a strong depression of the fEPSP slope, which recovered partially to reach a stable level of depression about 20 min after stimulation. (Right) Average depression measured in the last 10 min of LTD. LTD was significantly different in TAU VEH (88.4 ± 4.1% of the baseline, *n* = 10) compared to controls (WT VEH, 71.1 ± 4.4%, *n* = 9; *F*(1,17) = 8.8, **P = 0.008). CSP‐TTK21 treatment restored LTD to control levels (64.9 ± 5.2%, *n* = 10; WT VEH vs. TAU MOL: *F*(1,17) = 0.83, *P* = 0.37, ns; TAU VEH vs. TAU MOL: *F*(1,18) = 13.2. **P = 0.0019). Multivariate analyses of variance followed by *post hoc* test (Statview software).Data information: Graphs are mean ± SEM.

### Transcriptomic effects of CSP‐TTK21 in learning THY‐Tau22 mice

We further checked the effect of CSP‐TTK21 on gene expression. As RNA‐seq performed on tauopathic mice in basal conditions showed a limited number of differentially expressed genes (Fig 1C), we generated RNA‐seq data in CSP and CSP‐TTK21‐treated THY‐Tau22 mice (respectively, TAU VEH and TAU MOL) subjected to spatial learning; WT mice being the controls (Fig 3A). 

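The learning experiment holds 9 libraries of dorsal hippocampus from male mice aged 8 months. TAU VEH (n = 2) are THY-Tau22 mice injected with CSP, the carbon nanospheres that carry the molecule, and TAU MOL (n = 2) are THY-Tau22 mice injected with CSP-TTK21, in which the nanospheres carry the activator of the acetyltransferases CBP and p300. WT VEH (n = 2) and WT VEH_HC (n = 3) are WT mice injected with saline. Genotype and the injected nanospheres therefore go together wherever a THY-Tau22 group is compared with WT VEH. Mice received 3 injections, 1 per week, with 500 µg of CSP or CSP-TTK21 in the THY-Tau22 groups. All groups except the home cage group WT VEH_HC were trained for 3 days in the Morris water maze, a spatial memory test, and killed 1 h after the last trial. The paper gives the group sizes in several ways, as n = 3 per group in the methods, n = 5 per group in Fig 3A, and these numbers in the legend of Fig 3C. The authors processed the reads as for the basal experiment and deposited the count of uniquely aligned reads per gene, beside counts divided by a median-of-ratios factor per library. The totals were 42801532 and 39319097 counts in WT VEH, 40615199, 52180305 and 49420557 in WT VEH_HC, 47735120 and 24693713 in TAU VEH, and 42615029 and 38528559 in TAU MOL. The filter on low counts kept 16820 genes, and a single fit over the 9 libraries served all comparisons, so that the groups shared 1 estimate of the spread. Scaling matters in this experiment. With library size alone in place of TMM, the median log2 fold change of all genes moved by 0.15 between TAU VEH and WT VEH and by 0.12 between TAU MOL and WT VEH. In simulated counts with 200 changed genes, the test found 48% of the genes changed by 0.5 on the log2 scale between TAU MOL and TAU VEH and 88.5% of those changed by 1, with 5 and 13 false calls, and DESeq2 found 58.5% and 88.5% with 26 and 19 false calls.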

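Between TAU VEH and WT VEH, 2423 of 16820 genes were differentially expressed, 608 higher and 1815 lower in TAU VEH. With the mean log2 CPM of 14 choroid plexus markers in each library as a covariate, the alternative that moved the count most, 0 genes passed the limit and 2517 had an unadjusted p under 0.05. The median log2 fold change of the 6 IEGs was -0.67 with the covariate and -0.60 without it. That of the 8 inflammatory genes was 0.84 and 0.67, while that of Kl and Nts shrank from -1.205 to -0.41. The count of 0 therefore does not show that choroid plexus content accounts for all differences. A correction for GC content and gene length in each library, like the covariate chosen after the data were seen, left 556 genes (106 higher, 450 lower), 483 of them among the 2423. DESeq2 gave 2479 genes, 2225 of them shared. The direction depended on the scaling, with 74.9% of the differentially expressed genes lower under TMM and 28.4% lower when library size alone was used (2578 higher, 1020 lower). Across genes, Spearman's rho between GC content and the log2 fold change was -0.52, and the genes called lower had a median GC content of 57.1%, against 44.0% for those called higher and 50.0% for all genes. In single libraries rho was 0.085 and 0.28 in WT VEH, 0.45, 0.41 and 0.46 in WT VEH_HC, -0.62 and -0.41 in TAU VEH, and -0.40 and -0.47 in TAU MOL. Among genes with a mean of at least 100 normalized counts and libraries that did not overlap, the largest increases were those of Lyz2 and Thy1 and the largest decreases those of Mfrp and Ttr. Lyz2 (ENSMUSG00000069516, mm9 chromosome 10 from 116714390 to 116719377, a lysozyme of microglia and macrophages) rose from 3.13 ± 0.0477 to 7.37 ± 1.54 CPM (SD, n = 2 each), a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mfrp (ENSMUSG00000034739, chromosome 9 from 43909821 to 43917270) fell from 37.8 ± 15.7 to 3.76 ± 0.398 CPM (SD, n = 2 each), a log2 fold change of -3.35, and lies within the annotated span of Rnf26, so its reads are uncertain. Ttr (ENSMUSG00000061808, chromosome 18 from 20823751 to 20832825, the transthyretin gene) fell from 1735 ± 542 to 188 ± 23.5 CPM (SD, n = 2 each), a log2 fold change of -3.21 (standard error 0.63, adjusted p = 0.0056). Ttr is 1 of the 14 markers of the choroid plexus, the tissue that lines the ventricles, all of which were lower in TAU VEH than in WT VEH.

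**Figure D2:**
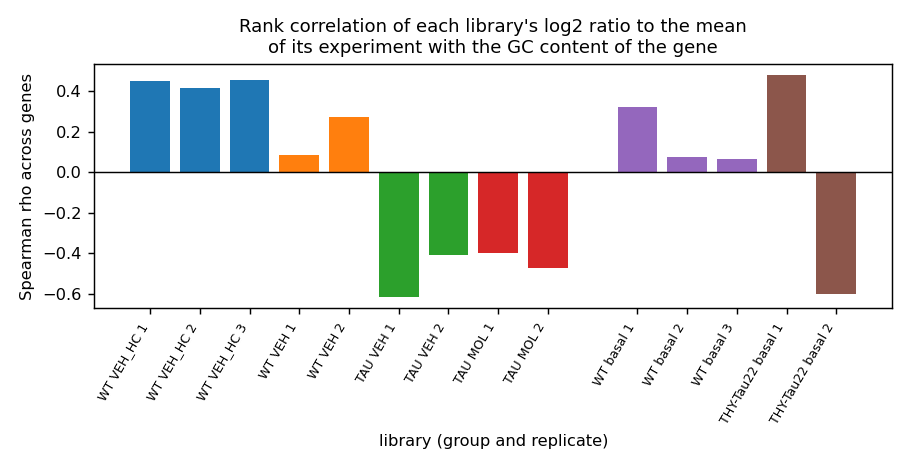
Spearman's rho across genes between GC content and the log2 ratio of each library to the mean of its experiment, with 1 bar per library. In the learning experiment the bars of WT VEH and WT VEH_HC lie above 0 and those of TAU VEH and TAU MOL below 0.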

In response to learning, we found that 2,756 genes were differentially regulated in TAU VEH vs. WT VEH mice (Fig 3B). Expression level of these genes assessed in the different experimental groups showed that the molecule treatment of THY‐Tau22 mice (TAU MOL) tended to normalize gene expression toward the WT WEH group (Fig 3C). 

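The heatmap of Fig 3C was followed with the mean z score of each gene in each group over the 2423 genes that differed between TAU VEH and WT VEH. Averaged over these genes, the z score was -0.573 in TAU VEH, -0.299 in TAU MOL, 0.408 in WT VEH and 0.310 in WT VEH_HC. Across genes, Pearson's r between the profiles of TAU VEH and WT VEH was -0.791, and between TAU MOL and WT VEH it was -0.495. The TAU MOL profile had an r of 0.706 with TAU VEH and of -0.870 with WT VEH_HC, and WT VEH had an r of 0.304 with WT VEH_HC. These values describe the libraries at hand, because genes are not independent replicates and z scores taken over the same 9 libraries push the profiles of different groups apart. No test was made of them. With 2476 of the 2479 genes found by DESeq2, a set added after the data were seen, r between TAU MOL and WT VEH was -0.521 and between TAU MOL and TAU VEH 0.715.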

In fact, only 1,716 genes were still deregulated in TAU MOL vs. WT VEH over the 2,756 ones in TAU VEH vs. WT VEH (Fig 3D), which corresponds to almost 50% rescue of the transcriptome of TAU mice during learning before and after treatment (Fig 3E). 

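In TAU MOL compared with WT VEH, 947 genes were differentially expressed, 103 higher and 844 lower (89.1% lower, and 30.1% lower with library size alone). DESeq2 found 1324 genes, 877 of them shared. The count was 35 with the correction for GC content and gene length and lowest, at 2, with the choroid plexus covariate. The largest increases were again those of Thy1 and Lyz2, and the largest decreases those of Kcne2 and Gm13341. Kcne2 (ENSMUSG00000039672, mm9 chromosome 16 from 92292634 to 92298374), also a choroid plexus marker, had a log2 fold change of -1.64 (adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0646 with the GC and length correction and between 0.0019 and 0.0646 over 8 alternatives). Gm13341, whose name marks a predicted gene and whose reads are uncertain where a near-identical copy exists, had 3.29 ± 0.464 CPM in TAU MOL and 10.0 ± 1.60 CPM in WT VEH (SD, n = 2 each), with an adjusted p of 0.012 that was 0.0606 after the same correction, the highest of 8 alternatives, of which the lowest was 0.0010. Of the 2423 genes that differed between TAU VEH and WT VEH, 1534 (63.3%, 95% Wilson interval 61.4 to 65.2) were not differentially expressed between TAU MOL and WT VEH. With DESeq2 the share was 52.4% (1298 of 2479), and with the GC and length correction, which moved it most among the alternatives that gave a share, 93.9%. Genes can lose their call by chance at 2 libraries per group. In counts simulated with TAU MOL given the TAU VEH means, so that the treatment had no effect, the share was 27.1% (25.5 to 28.6 over 10 draws), and with both TAU groups given their common mean it was 31.2% (29.6 to 32.6). In the reverse direction, 58 of the 947 genes (6.12%) that differed between TAU MOL and WT VEH did not differ between TAU VEH and WT VEH, against 28.8% (27.3 to 31.2) in the simulation without a treatment effect. That simulation gave 3146.1 genes on average between TAU VEH and WT VEH and 3217.9 between TAU MOL and WT VEH, against 2423 and 947 observed. It drew each gene on its own, without spread that genes of a library share. Its loss of calls in TAU MOL may therefore be too low.

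**Figure D3:**
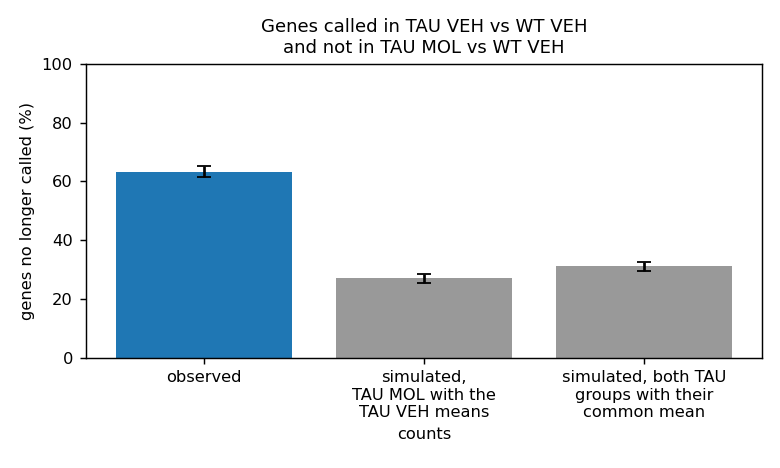
Percent of differentially expressed genes that lose their call in the other comparison, observed and in counts simulated without a treatment effect. Error bars are the 95% Wilson interval for observed values and the lowest and highest of the draws for simulated ones, and the observed share of genes that lose their call in TAU MOL lies at 63.3% against 27.1% simulated.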

Interestingly, 180 genes were directly modulated by the CSP‐TTK21 molecule in TAU mice (Fig 3F). These results suggest that CSP‐TTK21 induced direct and indirect mechanisms that act on the transcriptome. 

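Between TAU MOL and TAU VEH, 0 genes were differentially expressed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.213, and 1064 genes had an unadjusted p under 0.05 (643 higher and 421 lower in TAU MOL). The count depended on the filter, the tool and the libraries in the fit. Without the filter on low counts it was 233 (143 higher, 90 lower), the largest change among the alternatives. DESeq2 found 54 genes (32 higher, 22 lower), the fit on only the 4 libraries compared found 60 (41 higher, 19 lower), and edgeR's likelihood ratio test, added after the data were seen, found 73. Leaving out WT VEH_HC replicate 2, which takes part only in the estimate of the spread, gave 15 genes (11 higher, 4 lower), whereas leaving out replicate 1 or 3 gave 0 and 1. In counts simulated without a treatment effect, edgeR found 0.6 genes on average (0 to 2 over 10 draws) and DESeq2 3.8 (0 to 8 over 5 draws).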

Lastly, learning itself induced the differential regulation of 1,663 genes in WT mice (Fig 3G). 

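Between WT VEH and WT VEH_HC, 1413 genes were differentially expressed, 900 higher and 513 lower after training. The share of lower genes was 36.3%, and 25.3% with library size alone. The fit on only the 5 libraries compared gave 310 genes, the replicate number in the design 3000, and DESeq2 1845, 1299 of them shared. Single home cage libraries weighed on the count, which was 614 without replicate 1, 952 without replicate 2 and 2798 without replicate 3. The largest increases were those of Kcne2, from 0.30 ± 0.247 (SD, n = 3) to 8.76 ± 2.62 CPM (SD, n = 2), and Ttr, from 78.3 ± 76.1 CPM in WT VEH_HC (SD, n = 3), with log2 fold changes of 4.84 (standard error 0.38, adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.47 (standard error 0.56, adjusted p = 0.0015). Both belong to the 14 choroid plexus markers, and all 14 were higher in WT VEH (median log2 fold change 3.50, adjusted p = 0.0051 from fry and 0.037 from camera). With the choroid plexus score of each library as a covariate 0 genes passed the limit and 792 had an unadjusted p under 0.05. The median log2 fold change of the 6 IEGs was 1.25 with it and 1.20 without it, while that of Kl and Nts went from 1.10 to -0.09. The largest decreases were those of Heyl (mm9 chromosome 4 from 122910799 to 122927118), from 6.31 ± 1.69 (SD, n = 3) to 2.73 ± 0.146 CPM (SD, n = 2, log2 fold change -1.21), and Krt2 (chromosome 15 from 101641120 to 101648600), from 9.71 ± 2.39 (SD, n = 3) to 4.48 ± 0.290 CPM (SD, n = 2, log2 fold change -1.12).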

When up‐ and downregulated genes were analyzed separately in TAU vs. WT mice (1,966 genes DOWN and 790 genes UP), fold changes observed tended toward normalization after treatment (all the genes, Fig 3H; see the 300 most deregulated genes, Fig EV2A). 

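Among the 608 genes higher in TAU VEH than in WT VEH, the median log2 fold change was 0.34 in TAU VEH and 0.23 in TAU MOL, each against WT VEH, and 573 of the 608 genes had the smaller fold change in TAU MOL. Among the 1815 lower genes, the median went from -0.44 to -0.31, and 1701 genes had the smaller fold change. The median ratio of the TAU MOL to the TAU VEH fold change was 0.702 over all 2423 genes, 0.671 over the higher and 0.712 over the lower genes. Over the 300 genes with the largest fold changes it was 0.601, and 282 of the 300 had the smaller fold change in TAU MOL. Genes selected for a difference in TAU VEH are expected to return part of the way without any treatment, and in counts simulated without a treatment effect the median ratio was 0.915 (0.904 to 0.930 over 10 draws). Each TAU MOL library taken alone gave a ratio of 0.713 and 0.685. The ratio was 0.671 with the GC and length correction. Across all tested genes, Pearson's r between the TAU MOL against TAU VEH and the TAU VEH against WT VEH fold changes was -0.554. Both comparisons use the TAU VEH libraries, and the simulation gave -0.284 (-0.313 to -0.248) where TAU MOL was given the TAU VEH means, and -0.510 (-0.524 to -0.499) where all groups were given the same mean.

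**Figure D4:**
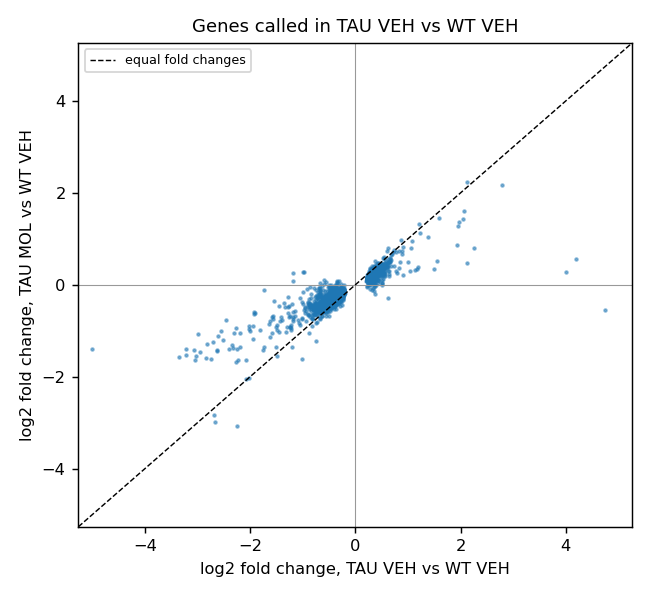
Log2 fold change against WT VEH in TAU MOL (vertical axis) and TAU VEH (horizontal axis) for the genes that differed between TAU VEH and WT VEH, with 1 point per gene. The dashed line marks equal fold changes, and most points lie between it and 0.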

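Gene families defined by their symbols before the data were examined were set against the genes that differed between TAU VEH and WT VEH. They are not the DAVID terms of the paper. Ion channel genes made up 28 of 131 among the lower genes (21.4%, against 10.8% of all genes tested, Fisher's exact test, adjusted p = 0.0047 over all families, comparisons and directions), and ion transporter genes 15 of 52 (28.8%, adjusted p = 0.0043). DESeq2's calls held 13 of 60 synaptic vesicle genes among the lower genes (21.7%, adjusted p = 0.0014), but edgeR's held 11 of 56 (adjusted p = 0.35). Zinc finger genes, which stand in for transcription factors, were not enriched among the lower genes (26 of 329, 7.90%, adjusted p = 0.68). Among the higher genes, ubiquitination genes made up 19 of 192 (9.90%, against 3.61% of all genes, adjusted p = 0.0019) and glutamate receptor genes 6 of 26 (23.1%, adjusted p = 0.0043), while vesicle transport genes made up 6 of 137 and proteasome genes 1 of 46 (adjusted p = 1.0 for both). Mitochondrially encoded genes were enriched among the lower genes (12 of 36, adjusted p = 0.0043). The rotation test fry, which uses all members of a family, gave a median log2 fold change of -0.09 for ion channels (adjusted p = 0.00021) and -0.12 for ion transporters (adjusted p = 0.0022), and 0.06 for ubiquitination genes (adjusted p = 0.45). Camera gave no family an adjusted p under 0.05 in this comparison, the lowest being 0.334. With library size alone, which set the median of all genes at 0.15, the medians of ion channels and ion transporters flipped to 0.06 (adjusted p = 0.10) and 0.03 (adjusted p = 0.61), which is still below that of all genes. Ubiquitination genes at 0.21 (adjusted p = 0.0017) and glutamate receptor genes at 0.30 stayed above it, and mitochondrially encoded genes at -0.28 below it. For synaptic vesicle genes fry gave lower with TMM and higher with library size alone, at medians of 0.02 and 0.16 that lay near that of all genes. The GC and length correction removed the enrichment of ion channel and ubiquitination genes.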

Functional Biological Process annotation showed that downregulated genes in tauopathy were associated with ion transport, transcription, and synaptic plasticity, whereas upregulated ones were associated with protein catabolism (e.g. transport, ubiquitination). The treatment dramatically lowered the significance of each of these pathways (Fig 3H). However, CSP‐TTK21 had no effect on inflammatory processes (Fig EV2B and C) and did not affect the transgene expression (Fig EV2D).

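None of the 11 families passed an adjusted p of 0.05 among the genes edgeR called between TAU MOL and WT VEH. Ion channel genes made up 12 of 131 among the lower genes (9.16%, against 5.02% of all genes, Fisher's exact test, adjusted p = 0.32), ion transporter genes 7 of 52 (adjusted p = 0.13), and ubiquitination genes 4 of 192 among the higher genes (adjusted p = 0.26). With DESeq2's calls, ion channels (15 of 146, adjusted p = 0.0071) and ion transporters (9 of 56, adjusted p = 0.0035) passed among the lower genes and ubiquitination genes (8 of 208, adjusted p = 0.0089) among the higher genes. In the rotation test with TMM, ion channel genes had a median log2 fold change of -0.02 (adjusted p = 0.0024) and ion transporter genes one of -0.11 (adjusted p = 0.0064), both in the lower direction. With library size alone both directions turned, to a median log2 fold change of 0.10 for ion channels (adjusted p = 0.024) and of 0.01 for ion transporters (adjusted p = 0.40). The median of all genes was 0.12 there, so both families were above 0 and below all genes. The counts behind these tests differ, because fewer genes were differentially expressed in TAU MOL, and the difference in enrichment between both comparisons was not itself tested.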

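The 8 inflammatory genes were higher in TAU VEH than in WT VEH, with a median log2 fold change of 0.67 (adjusted p = 0.0048 from fry and 0.0504 from camera), and in TAU MOL the median against WT VEH was 0.58 (adjusted p = 0.0095 from fry), with 7 genes higher and 1 lower. Ccl6 and Ccl9 were at the WT VEH level in TAU MOL, Ccl6 with 1.58 and 1.45 CPM against 1.43 and 1.70 CPM and Ccl9 with both libraries between those of WT VEH (0.943 and 1.32 CPM). The median between TAU MOL and TAU VEH was -0.05 (adjusted p = 0.44 from fry), with 3 genes higher and 5 lower. After adjustment over all genes 4 of 8 were differentially expressed between TAU VEH and WT VEH (5 of 8 adjusted over the list alone), 4 of 8 between TAU MOL and WT VEH (4 of 8 over the list alone), and 0 of 8 between TAU MOL and TAU VEH (0 over the list alone, and 1 at an unadjusted p under 0.05). Gfap had 709 ± 77.6 CPM in TAU VEH, 700 ± 50.6 CPM in TAU MOL and 437 ± 20.0 CPM in WT VEH (SD, n = 2 each), and the log2 fold change between TAU MOL and TAU VEH was -0.02 (standard error 0.099). Itgax had 1.73 ± 0.260 CPM in TAU VEH, 1.90 ± 0.396 CPM in TAU MOL and 0.400 ± 0.153 CPM in WT VEH (SD, n = 2 each). C4b, uncertain because of its paralog C4a, had log2 fold changes of 0.74 in TAU VEH and 0.75 in TAU MOL, each against WT VEH (adjusted p = 0.0021 and 0.010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of human Tau were not counted as a gene of their own. The mouse Tau gene Mapt (chromosome 11 of mm9 from 104092704 to 104193404) had a log2 fold change of 0.07 in TAU VEH against WT VEH (adjusted p = 0.59) and of 0.03 between TAU MOL and TAU VEH (adjusted p = 1.0). Thy1 (ENSMUSG00000032011, chromosome 9 from 43851467 to 43856662), whose promoter drives the transgene, had 1901 ± 137 CPM in TAU VEH, 2054 ± 77.3 CPM in TAU MOL and 820 ± 48.2 CPM in WT VEH (SD, n = 2 each), log2 fold changes of 1.21 and 1.32 against WT VEH (adjusted p = 3.4e-05 and 1.3e-05), and of 0.11 between TAU MOL and TAU VEH (adjusted p = 0.89). Reads of the transgene's own Thy1 sequence would be counted on this gene.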

**Figure 3:**
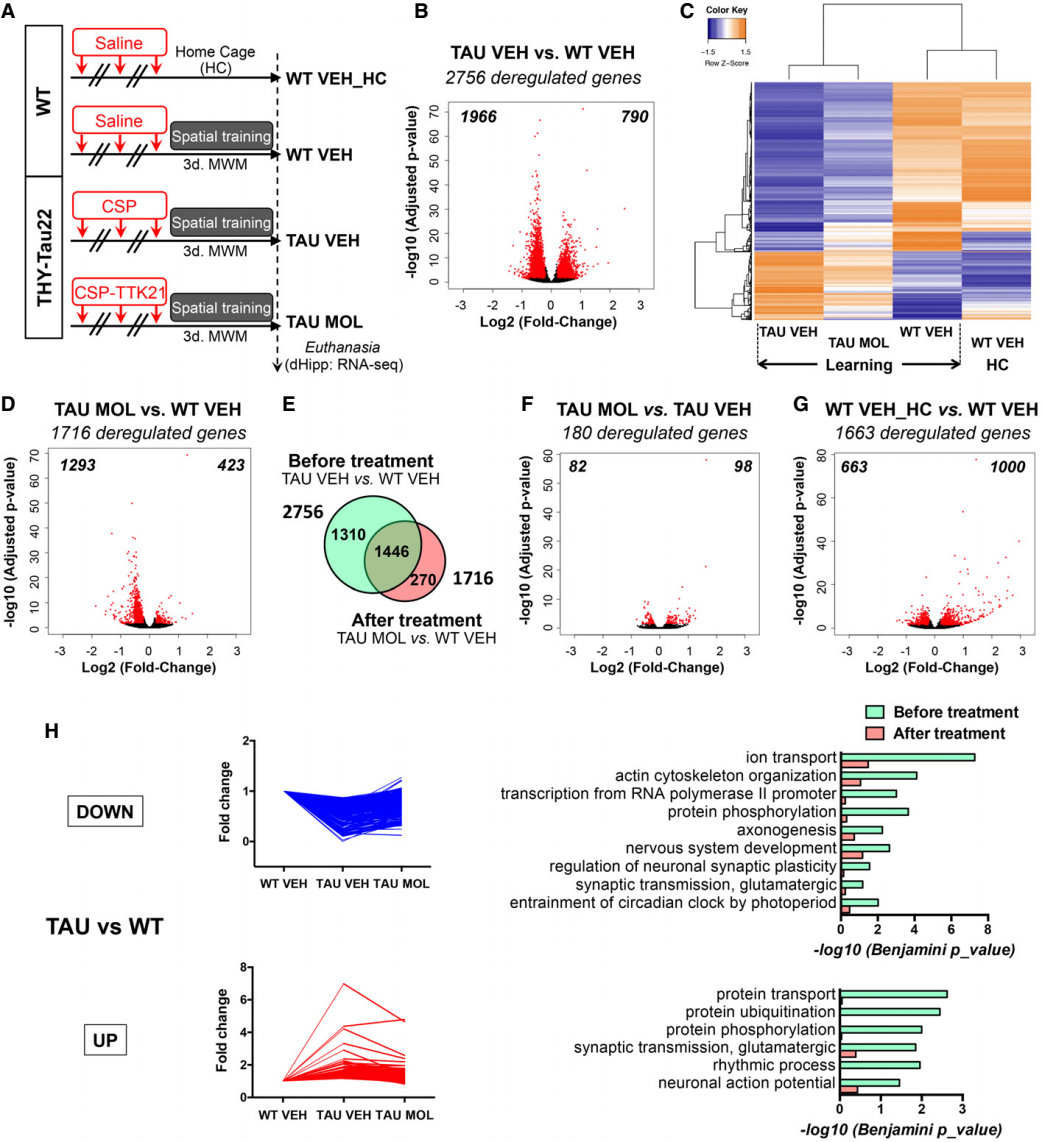
CSP‐TTK21 injections of Tauopathic mice prior to learning and memory re‐established part of the deregulated transcriptome ATimeline of the experiment and experimental groups: Eight‐month‐old mice were injected three times (1 per week) with vehicle (WT mice, WT VEH, saline), vehicle [THY‐Tau22 mice (TAU VEH), CSP 500 μg/mouse], or molecule [THY‐Tau22 mice (TAU MOL), CSP‐TTK21 500 μg/mice]. One sub‐group of WT mice was left in their home cage (WT VEH_HC), and the other groups of mice (WT and THY‐Tau22) were subjected to a 3‐day spatial training (Learning). RNA extracts were isolated from the dorsal hippocampus, 1 h after the last training (*n* = 5/group).BVolcano plot showing that 2,756 genes are differentially regulated between THY‐Tau22 and WT mice during learning. The log_2_(Fold‐Change) was estimated by DESeq2. FDR < 0.05 and |log2 Fold Change| > 0.2. Red dots correspond to genes with adjusted *P*‐value < 0.05. Numbers in the corners represent the number of downregulated (left) and upregulated (right) genes.CHeatmap representing expression of *z*‐score of the 2,756 deregulated genes in all experimental conditions. Color coding was performed according to the *z*‐score of the normalized reads counts divided by gene length. Clustering was performed using the unweighted pair group method with arithmetic mean method and Pearson's distance. Groups: WT VEH_HC (*n* = 3), WT VEH (*n* = 2); TAU VEH (*n* = 2); TAU MOL (*n* = 2).DVolcano plot showing that 1,756 genes are differentially regulated between treated THY‐Tau22 and WT mice during learning. Same parameters as in (B).EVenn diagram showing the rescue of the transcriptome in learning mice, by comparing differentially regulated genes before (TAU VEH vs. WT VEH) and after (TAU MOL vs. TAU VEH) the treatment for all genes with an adjusted *P*‐value < 0.05.F, GVolcano plots showing differentially regulated genes by the molecule in THY‐Tau22 mice (F) and by learning in WT mice (G). Same parameters as in (B).HFold changes for every significant pathology‐regulated gene (TAU VEH vs. WT VEH) condition are plotted for downregulations (top) and upregulations (bottom) separately (Adjusted *P*‐value < 0.05). Functional annotation performed with DAVID for GOTERM_Biological Process and their significance are shown on the right before (green) and after (red) treatment. Significantly regulated pathways with −log10(Benjamini *P*_value) < 0.05 are given.

**Figure EV2:**
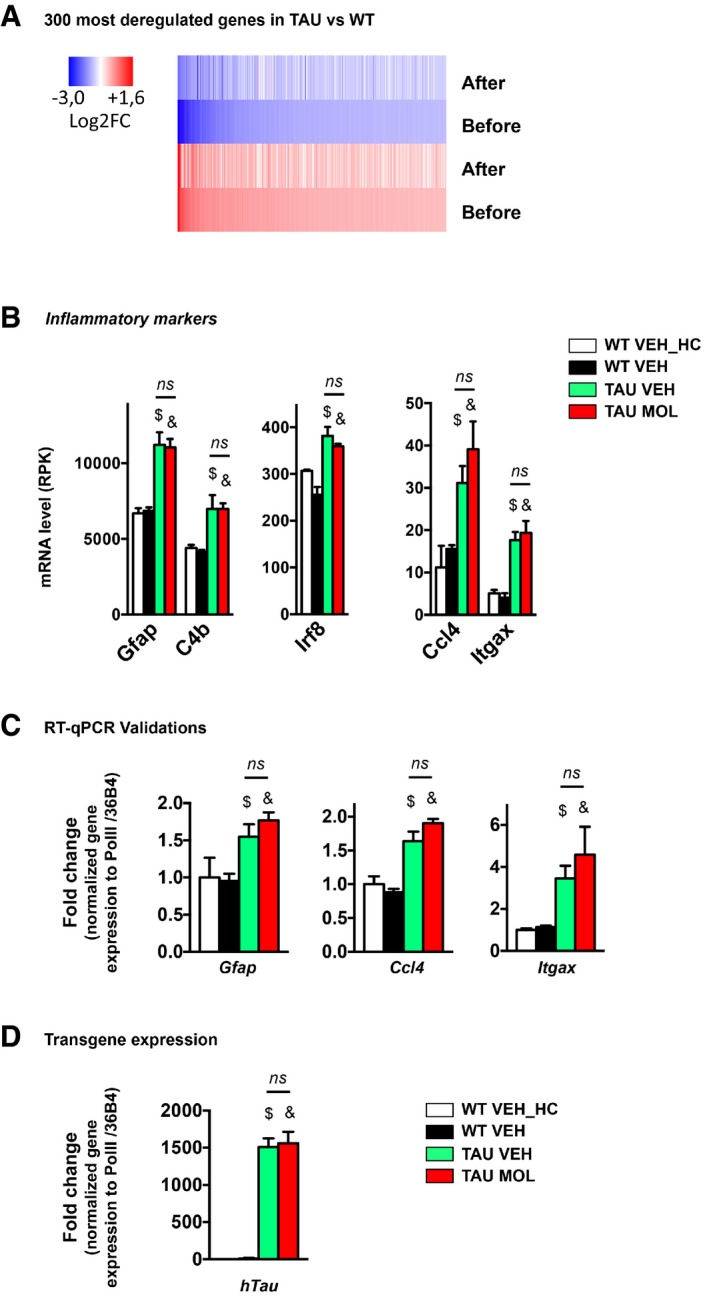
CSP‐TTK21 normalizes most deregulated genes in TAU mice but does not affect inflammatory processes, nor the human Tau transgene expression AFold changes of the 300 most deregulated genes in TAU vs. WT mice from the RNA‐seq study (adjusted *P*‐value < 0.05) represented as a heatmap before and after the treatment. Color coding was performed according to the log_2_(Fold‐Change) for down (blue)‐ and up (red)‐regulated genes. Fold changes tend to go back to normal values (zero) after the treatment. Comparisons: before treatment, TAU VEH vs. WT VEH; after treatment, TAU MOL vs. WT VEH.BRNA‐seq data of inflammatory markers. RNA‐seq data (*n* = 2–3/group) showing that expression of a series the inflammation‐related genes significantly upregulated in tauopathic vs. WT mice is not changed upon CSP‐TTK21 treatment of THY‐Tau22 mice. Adjusted *P*‐value < 0.05, $ TAU VEH vs. WT VEH; & TAU MOL vs. WT VEH mice; $ TAU VEH vs. WT VEH_HC, & TAU MOL vs. WT VEH_HC, ns non‐significant when TAU MOL is compared to TAU VEH. See Materials and Methods for statistical analyses of RNA‐seq data (*n* = 2–3/group).CRT–qPCR validations performed in a different cohort of mouse from the RNA‐seq study (*n* = 4–5/group). One‐way ANOVA with uncorrected Fisher's test. *Gfap*:* F*(3,14) = 6.615, *P* = 0.0052. $ *P* = 0.0207 for WT VEH vs. TAU VEH, & *P* = 0.0020 for TAU MOL vs. WT VEH, ns non‐significant when TAU MOL is compared to TAU VEH, *P* = 0.3470. *Ccl4*:* F*(3,14) = 22.35, *P* < 0.0001, $ *P* = 0.0001 for WT VEH vs. TAU VEH, & *P* = 0.0001 for TAU MOL vs. WT VEH, ns non‐significant when TAU MOL is compared to TAU VEH, *P* = 0.0915. *Itgax*:* F*(3,15) = 5.127, *P* = 0.0122. $ *P* = 0.0472 for WT VEH vs. TAU VEH, & *P* = 0.0058 for TAU MOL vs. WT VEH, ns non‐significant when TAU MOL is compared to TAU VEH, *P* = 0.3078.DCSP‐TTK21 does not influence the Tau transgene expression as evaluated by RT–qPCR in the different experimental groups (*n* = 5/group). One‐way ANOVA with uncorrected Fisher's test: *hTau F*(3,15) = 75.61, *P* < 0.0001. $ *P* = 0.0001 for WT VEH vs. TAU VEH, & *P* = 0.0001 for TAU MOL vs. WT VEH, ns non‐significant when TAU MOL is compared to TAU VEH, *P* = 0.7240.

We then evaluated direct effects of the molecule and analyzed the 98 significantly upregulated genes separately (TAU MOL vs. TAU VEH; Fig 4). 

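Because edgeR found no gene between TAU MOL and TAU VEH, the genes that DESeq2 found higher in TAU MOL were followed, 32 in all. All 32 had an unadjusted p under 0.05 in edgeR's test, and they were called with 2 libraries in each group. The largest log2 fold changes were those of Kcnj13 (1.81, DESeq2 adjusted p = 0.0089), a choroid plexus marker, and Tmprss6 (1.43, adjusted p = 0.049). Abca4 (1.14), Kl (0.71), Syt2 (0.71) and Arc (0.61) had the smallest adjusted p, at 7.5e-05, 7.5e-05, 0.00025 and 3.5e-05. Nr4a1 had a log2 fold change of 0.51 (adjusted p = 0.0049, and up to 0.49 over its 10 alternatives). Kl, Arc and Nr4a1 are named in the paper, and the other genes were picked after their values were seen.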

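Terms for the response to cAMP were not used here, and 2 lists of genes induced by neuronal activity, a programme that cAMP signalling and CREB drive, stand beside them. The 6 IEGs of the paper (Arc, Nr4a1, Fos, Egr1, Junb and Dusp1) had a median log2 fold change of 0.44 between TAU MOL and TAU VEH (adjusted p = 0.020 from fry and 0.032 from camera, higher in 6 of 6 genes). The study chose these 6 genes in these samples, so this set test is not independent evidence. A list of 30 activity-regulated genes, fixed before the data were examined, had a median of 0.20 (adjusted p = 0.061 from fry). This list holds the 6 IEGs as well. Crebbp and Ep300, which encode CBP and p300, had log2 fold changes of 0.03 and 0.17 (adjusted p = 1.0 and 0.77 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).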

Functional enrichment analysis revealed that they were associated with the cellular response to cAMP, which is in agreement with the expected effect of a CBP/p300 activator (Fig 4A). They also associated with ion‐related processes (binding, transport, and channels), suggesting that CSP‐TTK21 rescued part of the ion dyshomeostasis in the hippocampus of THY‐Tau22 mice. 

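Of the 146 ion channel genes that DESeq2 tested, 4 were higher in TAU MOL than in TAU VEH (Fisher's exact test, adjusted p = 0.00034), as were 2 of 60 synaptic vesicle genes (adjusted p = 0.015). The rotation test over all ion channel genes gave a median log2 fold change of 0.05 (adjusted p = 0.00072), and with library size alone the direction stayed but the median was 0.02 (adjusted p = 0.25). Ion transporter genes had a median of 0.06 (adjusted p = 0.099). Neither family had an adjusted p under 0.05 with camera.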

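Over the 32 genes that DESeq2 found higher in TAU MOL than in TAU VEH, the mean z score over the libraries of the learning experiment was 0.418 in TAU MOL and 0.810 in WT VEH. Across these genes, Pearson's r between the profiles of TAU MOL and WT VEH was -0.244, against 0.464 between TAU MOL and TAU VEH. The genes were selected for a difference between TAU MOL and TAU VEH, so a distance between these groups is built into the comparison, and no test was made.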

The average expression of these 98 upregulated genes in the TAU MOL vs. TAU VEH comparison was then represented as a heatmap in all experimental groups (Fig 4B), showing that TAU MOL samples were closer to WT VEH ones in learning mice. 

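In TAU VEH mice the mean z score of the 32 genes that DESeq2 found higher in TAU MOL was -1.227, the lowest of the 4 groups, and WT VEH_HC came next. Pearson's r across the genes was -0.943 between TAU VEH and WT VEH_HC, -0.581 between TAU MOL and WT VEH_HC, and -0.589 between WT VEH and WT VEH_HC. The profiles were correlated across genes chosen for their low level in TAU VEH, and no test was made.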

The expression of these genes was very low in the TAU VEH mice and clustered with non‐behaving WT mice (WT VEH_HC). Not only the large majority of the 98‐induced genes overlapped with those deregulated in the pathology (81/98; Fig 4C), but a significant proportion of them was also upregulated in learning conditions (34/98; Fig 4C), providing evidence that CSP‐TTK21 significantly rescued the expression of genes that are specifically involved in learning and memory. 

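With edgeR's calls both overlaps were 0 of 0, because no gene passed the limit in TAU MOL against TAU VEH. With DESeq2, 30 of the 32 genes higher in TAU MOL were lower in TAU VEH than in WT VEH (93.8%, against 6.71% of all genes; 2-sided Fisher's exact test, p = 2.1e-33), and 9 of 32 were higher in WT VEH than in WT VEH_HC (28.1%, against 4.28%; p = 5.4e-06). The first pair of comparisons shares the TAU VEH libraries, which alone makes such genes overlap. In counts simulated without a treatment effect DESeq2 called 7 genes higher over 5 draws, and 3 of the 7 (42.9%) were lower in TAU VEH. Because so few were called, the 32 higher genes of the smallest p were also taken from each draw, a comparison added after the data were seen, and 12.6 of the 32 (7 to 16 over 5 draws) were lower in TAU VEH. The second pair shares no library. Yet all 14 choroid plexus markers were higher in both of its comparisons, with median log2 fold changes of 1.17 and 3.50. Different amounts of this tissue could therefore also make genes overlap, and the marker Kcnj13 and Kl are among the 9. Without WT VEH_HC replicate 2, edgeR found 11 genes higher in TAU MOL, and 11 of them were lower in TAU VEH and 8 higher in learning (Fisher's exact test, p = 1.3e-10 and 7.9e-10). Across all genes, Pearson's r between the TAU MOL against TAU VEH and the WT VEH against WT VEH_HC fold changes was 0.166, against -0.006 (-0.053 to 0.019) in the simulation. It was 0.028 with DESeq2 and 0.022 without TAU VEH replicate 1.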

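Arc, Egr1 and Fos (c-fos) were highest in WT VEH or TAU MOL and lowest in WT VEH_HC in the learning experiment. From WT VEH_HC (n = 3) to WT VEH (n = 2), Arc rose from 144 ± 1.60 to 401 ± 36.2 CPM (SD), Egr1 from 147 ± 15.7 to 341 ± 79.9 CPM and Fos from 4.79 ± 0.720 to 19.2 ± 2.98 CPM, log2 fold changes of 1.47, 1.22 and 2.00 (adjusted p = 1.6e-05, 0.00096 and 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In TAU VEH (n = 2), Arc had 250 ± 18.9 CPM, Egr1 190 ± 36.2 CPM and Fos 15.2 ± 1.13 CPM, log2 fold changes of -0.68, -0.84 and -0.33 against WT VEH (adjusted p = 0.0017, 0.0047 and 0.15). The GC and length correction weakened the difference of Arc to an adjusted p of 0.0851 (lowest of its 10 alternatives 8.0e-09) and that of Junb to 0.43 (lowest 8.2e-06). In TAU MOL (n = 2), Arc had 381 ± 59.8 CPM, Egr1 297 ± 22.6 CPM and Fos 19.9 ± 1.13 CPM. The log2 fold changes between TAU MOL and TAU VEH were 0.61 (standard error 0.10), 0.64 (standard error 0.16) and 0.38 (standard error 0.14), with adjusted p of 0.213, 0.347 and 0.667 over all genes. DESeq2 gave 3.5e-05, 0.40 and 0.72. Over 10 alternatives the adjusted p ran from 2.5e-05 to 0.30 for Arc (4 under the limit), from 0.042 to 0.49 for Egr1 (1 under it) and from 0.16 to 0.78 for Fos (0 under it). Without WT VEH_HC replicate 2 that of Arc was 0.0391. All 6 IEGs had both TAU MOL libraries above both TAU VEH libraries, where chance sets 33.3% of genes apart in either direction. Adjusted over all genes 0 of the 6 were differentially expressed between TAU MOL and TAU VEH (5 at an unadjusted p under 0.05), and adjusted over the list alone 5 of 6, which is not independent evidence because the study chose the genes in these samples. None of the 6 passed the limit between TAU MOL and WT VEH (2 at an unadjusted p under 0.05), and the log2 fold changes were -0.07 for Arc, -0.20 for Egr1 and 0.05 for Fos. Treated mice without training were not analysed here.

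**Figure D5:**
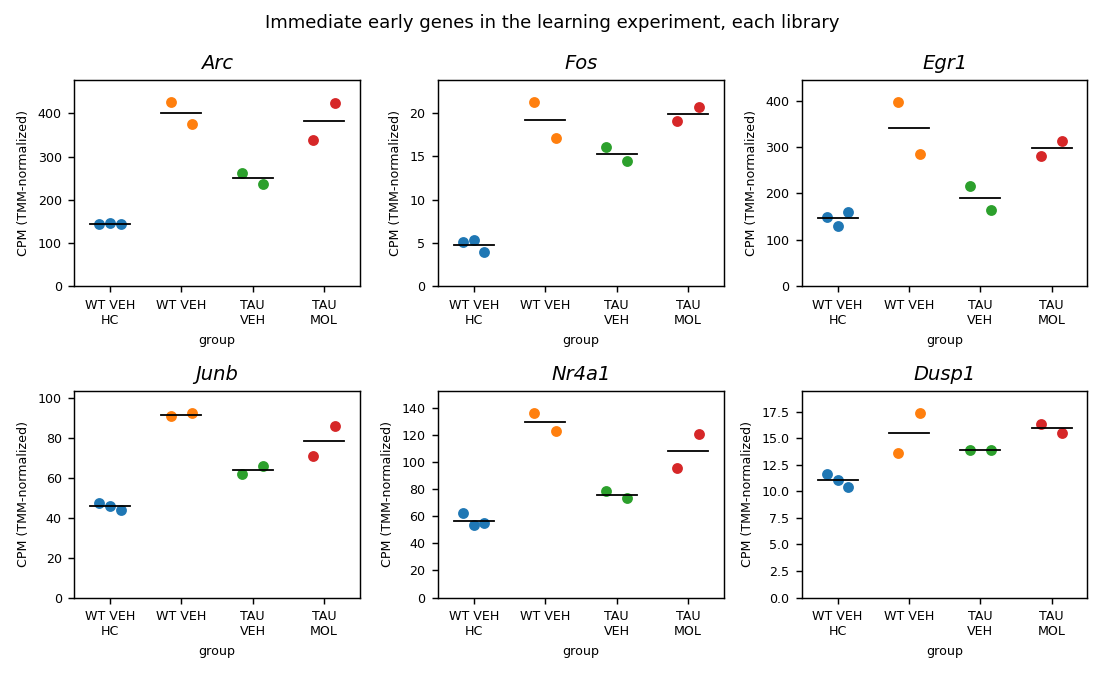
CPM of the IEGs in each library of WT VEH_HC (n = 3), WT VEH, TAU VEH and TAU MOL (n = 2 each), with points for single libraries and lines for group means. Both TAU MOL points lie above both TAU VEH points in each panel.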

In line, CSP‐TTK21 induced the expression of a series of IEGs (e.g., *Arc*,* c‐fos*, and *egr1*) in both basal and learning conditions (Fig 4D; Appendix Fig S1D and E), suggesting that the molecule improved neuronal activity. 

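Kl (ENSMUSG00000058488, mm9 chromosome 5 from 151755182 to 151796384) had 33.7 ± 4.51 CPM in WT VEH_HC (SD, n = 3), 97.2 ± 14.4 in WT VEH, 36.3 ± 1.41 in TAU VEH and 59.3 ± 3.90 in TAU MOL (SD, n = 2 each). The log2 fold changes were -1.42 between TAU VEH and WT VEH (standard error 0.13, adjusted p = 0.00059 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.71 between TAU MOL and WT VEH (adjusted p = 0.011), 1.53 between WT VEH and WT VEH_HC (adjusted p = 3.9e-05) and 0.71 between TAU MOL and TAU VEH (adjusted p = 0.213, and 7.5e-05 with DESeq2). Over 11 alternatives the last adjusted p ran from 7.5e-05 to 0.71 and was under the limit in 4, among them the fit without WT VEH_HC replicate 2 (0.0337). The choroid plexus expresses Kl strongly, and markers of this tissue differed between the libraries. Per library, Kl and Ttr stood at 107 and 2118 CPM and at 87.0 and 1352 CPM in WT VEH, at 35.3 and 171 CPM and at 37.3 and 204 CPM in TAU VEH, and at 62.1 and 630 CPM and at 56.6 and 582 CPM in TAU MOL. With the choroid plexus score as a covariate, added after the data were seen, the log2 fold change of Kl was -0.74 between TAU VEH and WT VEH (adjusted p = 0.28, where the lowest of 11 alternatives was 2.3e-25) and 0.38 between TAU MOL and TAU VEH (adjusted p = 0.71). Nts (ENSMUSG00000019890, chromosome 10 from 101944394 to 101953052) had low counts, at 1.57 ± 0.233 CPM in WT VEH_HC (SD, n = 3), 2.47 ± 1.06 in WT VEH, 1.25 ± 0.0418 in TAU VEH and 3.00 ± 0.258 in TAU MOL (SD, n = 2 each). Its log2 fold change was -0.99 between TAU VEH and WT VEH (standard error 0.29, adjusted p = 0.040, between 0.020 and 0.96 over 11 alternatives, 0.0500 without WT VEH_HC replicate 3, 0.058 with library size alone and 0.063 with the GC and length correction), and 1.26 between TAU MOL and TAU VEH (adjusted p = 0.25, between 0.040 and 0.71 over 11 alternatives, 1 of them under the limit). In TAU MOL against TAU VEH neither gene passed the limit over all genes, 2 had an unadjusted p under 0.05, and 2 of 2 passed when adjusted over the list alone, which is not independent evidence as the study picked both in these samples. The paper also measured both genes by RT-qPCR in another cohort and their proteins by Western blot, neither of which was analysed here.

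**Figure D6:**
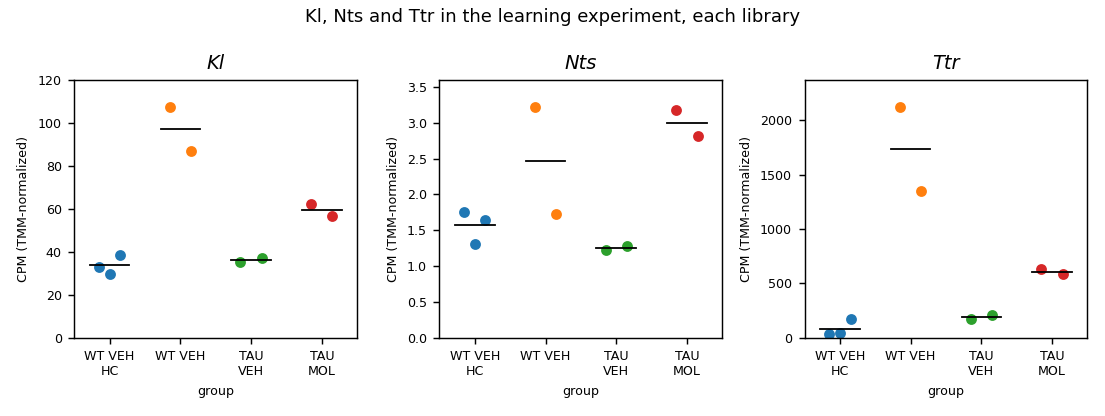
CPM of Kl, Nts and the choroid plexus marker Ttr in each library of the learning experiment. Points are single libraries and lines are group means, and the order of the groups WT VEH, TAU MOL and TAU VEH, from high to low, is shared by Kl and Ttr.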

Last, decreased transcription of target genes, such as *Klotho (Kl)* and *Neurotensin* (*Nts*), in THY‐Tau22 vs. WT mice was also counterbalanced by CSP‐TTK21 treatment in THY‐Tau22 mice, up to the protein level (Fig 4E–G). Since CSP‐TTK21 did not rescue inflammatory markers (Fig EV2A), our results further indicate that CSP‐TTK21 rather modulated the expression of genes involved in plasticity and learning and memory processes, than it acted on the pathology *per se*.

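The TAU MOL and TAU VEH libraries did not overlap for 2 of the 8 inflammatory genes, against 6 of the 6 IEGs, where chance sets the libraries of 33.3% of genes apart. Irf8, the inflammatory gene with a role in microglia, kept an adjusted p of 0.044 between TAU MOL and WT VEH in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (log2 fold change 0.48), and Lyz2 stayed higher in TAU MOL as well. The difference between the inflammatory list and the IEGs in their response was not itself tested. The values rest on 2 libraries per group and no gene of either list passed the limit over all genes with edgeR in TAU MOL against TAU VEH. The paper states that inflammatory markers were not rescued by CSP-TTK21. From this it infers that the molecule modulated genes of plasticity, learning and memory rather than acting on the pathology per se.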

**Figure 4:**
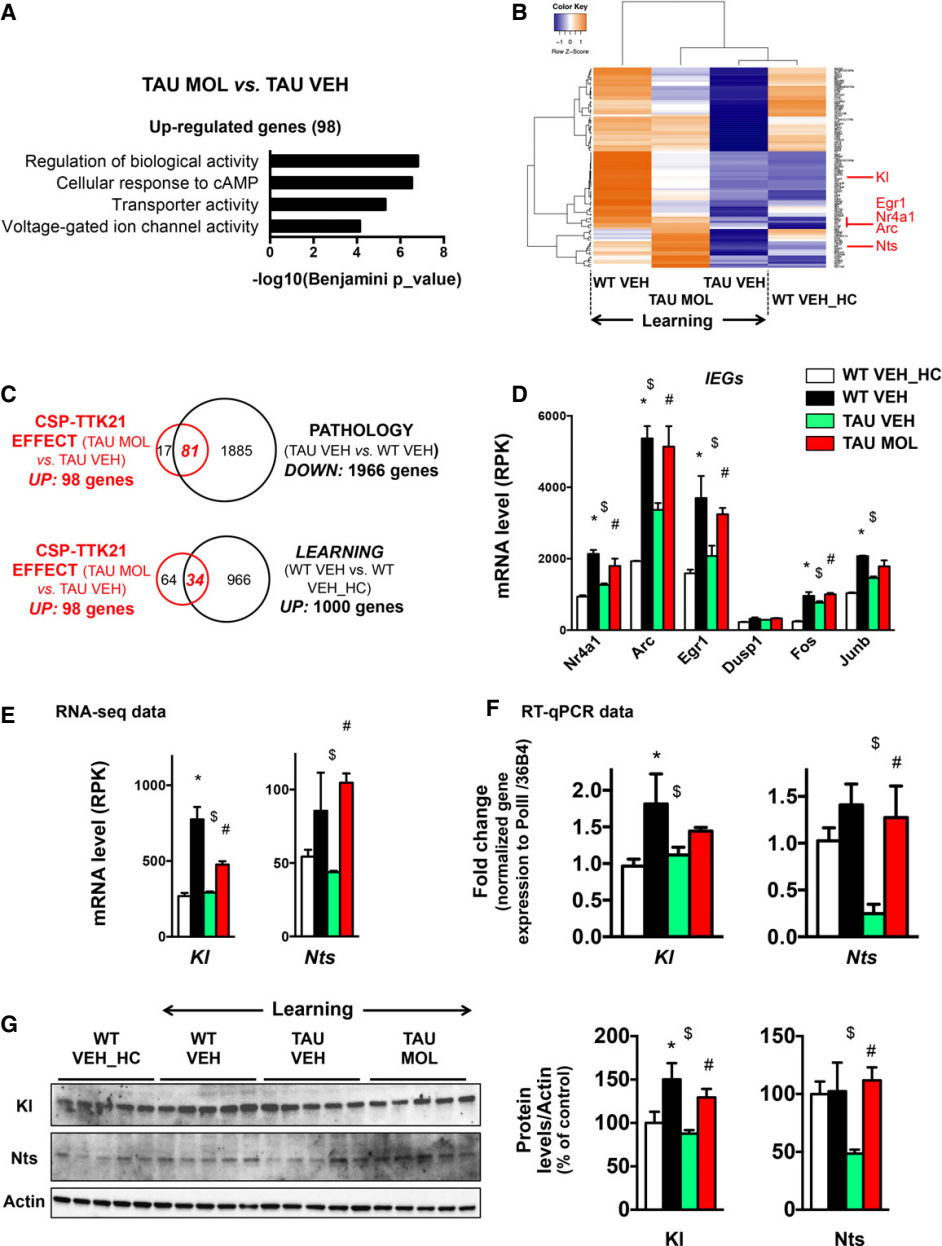
CSP‐TTK21 injections induced the expression of 98 genes in tauopathic mice during learning AFunctional annotation charts (Benjamini, *P* < 0.05) using GREAT performed on the 98 significantly overexpressed genes by CSP‐TTK21 treatment in tauopathic mice (TAU MOL vs. TAU VEH). Significance is indicated as −log10(Benjamini *P*_value).BHeatmap representing expression *z*‐score of the 98 significantly overexpressed genes in the TAU MOL vs. TAU VEH comparison, for all experimental conditions. Color coding was performed according to the *z*‐score of the normalized reads counts divided by gene length. Clustering was performed using the unweighted pair group method with arithmetic mean method and Pearson's distance.CVenn diagram showing that most of the genes upregulated by CSP‐TTK21 treatment were also downregulated in the pathology (81/98, *P* = 7.1 × 10^−88^, χ^2^ test), as well as a significant overlap (*P* = 2 × 10^−29^, χ^2^ test) genes upregulated by learning in WT.DRNA‐seq data showing expression of several immediate early genes (IEGs): Nr4a1, Arc, Egr1, Dusp1, Fos, and Junb. Most of the downregulated IEGs in tauopathic compared to WT mice present a significant induction in THY‐Tau22 mice after CSP‐TTK21 injection. Adjusted *P*‐values corresponding to *P* < 0.05 are indicated by * for WT VEH vs. WT VEH_HC, $ for TAU VEH vs. WT VEH, and # for TAU MOL vs. TAU VEH. See Materials and Methods for statistical analyses of RNA‐seq data (*n* = 2–3/group).ERNA‐seq data showing that CSP‐TTK21 treatment of tauopathic mice restored the expression of plasticity/memory‐relevant target genes: *Klotho* (*Kl*) and *Neurotensin* (*Nts*). Adjusted *P*‐values corresponding to *P* < 0.05 are indicated by * for WT VEH vs. WT VEH_HC, $ for TAU VEH vs. WT VEH and # for TAU MOL vs. TAU VEH. See Materials and Methods for statistical analyses of RNA‐seq data (*n* = 2–3/group).FRT–qPCR validations performed in a different cohort of mice from the RNA‐seq study (*n* = 4–5/group). One‐way ANOVA with uncorrected Fisher's test. *Klotho, Kl*:* F*(3,16) = 2.949, *P* = 0.0643; * learning *P* = 0.0145 for WT VEH vs. WT VEH_HC, $ pathology *P* = 0.0395 for WT VEH vs. TAU VEH. *Nts*:* F*(3,14) = 4.290, *P* = 0.0241; $ pathology *P* = 0.0036 for WT VEH vs. TAU VEH, # molecule *P* = 0.0081 for TAU MOL vs. TAU VEH.GWestern blot for Klotho and Neurotensin expression in the different experimental conditions. Immunoblot results are shown (*n* = 5/group). Bar graphs represent the quantification of the protein levels as percentage of the control group WT VEH_HC, arbitrarily set at 100%. Each detected protein was normalized to the corresponding amount of total proteins in the gels or the nitrocellulose membrane. Klotho and Neurotensin were further normalized to the level of actin. One‐way ANOVA with uncorrected Fisher's test. Klotho: *F*(3,16) = 5.192, *P* = 0.0107, * learning *P* = 0.0117 for WT VEH vs. WT VEH_HC, $ pathology *P* = 0.0027 for WT VEH vs. TAU VEH, # molecule *P* = 0.0282 for TAU MOL vs. TAU VEH. Nts: *F*(3,16) = 3.748, *P* = 0.0326, $ pathology *P* = 0.0200 for WT VEH vs. TAU VEH, # molecule *P* = 0.0079 for TAU MOL vs. TAU VEH.Data information: Graphs are mean ± SEM.Source data are available online for this figure.

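Homer3, Grik4 and Sv2b are synapse genes that the paper names among those lowered by CSP-TTK21. Homer3 (ENSMUSG00000003573, mm9 chromosome 8 from 72806726 to 72818260) had 75.1 ± 2.63 CPM in TAU VEH and 52.0 ± 0.181 CPM in TAU MOL (SD, n = 2 each), a log2 fold change of -0.53 (standard error 0.078, adjusted p = 0.213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 3.5e-05 from DESeq2, between 2.5e-05 and 0.24 over 10 alternatives, 4 of them under the limit). Sv2b (chromosome 7 from 82259783 to 82454148) had 385 ± 34.1 CPM in TAU VEH and 301 ± 10.9 CPM in TAU MOL (SD, n = 2 each), and Grik4 (chromosome 9 from 42326218 to 42752576) 83.0 and 66.4 CPM, with log2 fold changes of -0.36 and -0.32 (adjusted p = 0.41 and 0.74, and between 0.066 and 0.49 and between 0.066 and 0.76 over 10 alternatives). Adjusted over all genes, 0 of the 3 were differentially expressed, and adjusted over the list alone 3 of 3, which is not independent evidence as the study chose them in these samples. Their unadjusted p were all under 0.05. Grik4 and Homer3 also belong to the list of 8 markers of the CA3 subfield, whose median log2 fold change was -0.37 (adjusted p = 0.013 from fry and 0.031 from camera, higher in 0 of 8 genes). With DESeq2, 22 genes were lower in TAU MOL. The largest decreases were those of Cfd and Cidec, which edgeR's filter left out and which rest on TAU VEH replicate 2, with 326 and 391 counts there and at most 0 and 2 counts in each of the other libraries. The others included Kcnq5 (log2 fold change -0.54, adjusted p = 0.0035), Slit2 (-0.51, 0.0039) and Nrip3 (-0.43, 7.5e-05), which were picked after their values were seen. Over 20 of these genes the mean z score was 1.094 in TAU VEH and -1.052 in TAU MOL.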

We also found that CSP‐TTK21 reduced the expression of a significant number of genes associating with neuronal phenotype in Cellular Component annotations (Fig 5A–C). Approximately half of them (40/82; Fig 5D) were found upregulated in THY‐Tau22 vs. WT mice, and 10% (9/82) significantly downregulated by learning (Fig 5D). 

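Of the 22 genes that DESeq2 found lower in TAU MOL, 17 were higher in TAU VEH than in WT VEH (77.3%, against 2.85% of all genes; 2-sided Fisher's exact test, p = 1.1e-22), and 5 were lower in WT VEH than in WT VEH_HC (22.7%, against 2.83%; p = 0.00032). In the simulation without a treatment effect 12 genes were called lower over 5 draws and 8 of the 12 (66.7%) were higher in TAU VEH. Of the 22 lower genes of the smallest p in each draw, 6.4 were (5 to 8 over 5 draws). Without Cfd and Cidec, which rest on 1 library, 15 of 20 genes (75.0%) were in the first overlap. The 5 genes lower in learning were Neto1, Myo5b, Slit2, Kcnq5 and Ccbe1, named after their values were seen. With edgeR's quasi-likelihood test, all of the 20 genes that passed its filter had an unadjusted p under 0.05 and 0 passed the limit after adjustment, and without the filter on low counts 60 of 90 and 24 of 90 genes were in the overlaps.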

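Among the 513 genes lower in WT VEH than in WT VEH_HC, ion channel genes made up 14 of 131 (10.7%, against 3.05% of all genes tested; Fisher's exact test, adjusted p = 0.0017), glutamate receptor genes 5 of 26 (19.2%, adjusted p = 0.012) and synaptic vesicle genes 7 of 56 (12.5%, adjusted p = 0.016). In the rotation test, ion channel genes had a median log2 fold change of -0.11 (adjusted p = 0.00021), which stayed lower at -0.09 with library size alone (adjusted p = 0.043), glutamate receptor genes -0.09 (adjusted p = 0.016), and synaptic vesicle genes -0.07 (adjusted p = 0.11). With library size alone the median log2 fold change was -0.07 for glutamate receptor genes (adjusted p = 0.013) and -0.05 for synaptic vesicle genes (adjusted p = 0.39). Camera gave none of these an adjusted p under 0.05. Grik4, a glutamate receptor gene, fell from 104 ± 12.1 CPM in WT VEH_HC (SD, n = 3) to 74.8 ± 15.7 CPM in WT VEH (SD, n = 2), a log2 fold change of -0.47 (adjusted p = 0.036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0624 without WT VEH_HC replicate 1, 0.0522 without replicate 2 and 0.052 with the GC and length correction, and it ran from 0.0012 to 0.088 over 10 alternatives.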

Interestingly, this functional signature also characterized the 663 downregulated genes in WT mice in response to learning (Fig 5E), suggesting that learning induces downregulation of neuronal genes in the dorsal hippocampus. This contrasts with the 1,000 upregulated genes by learning, which were associated with transcriptional and translational (ribosome and reticulum) processes (Fig 5F).

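Among the 900 genes higher in WT VEH than in WT VEH_HC, ribosomal protein genes made up 15 of 77 (19.5%, against 5.35% of all genes tested; Fisher's exact test, adjusted p = 0.00065) and endoplasmic reticulum genes 17 of 62 (27.4%, adjusted p = 1.7e-06). With DESeq2's calls, 41 of 77 ribosomal protein genes were higher (adjusted p = 1.1e-33). Over all members, the median log2 fold change was 0.30 for ribosomal protein genes (adjusted p = 0.19 from fry) and 0.14 for endoplasmic reticulum genes (adjusted p = 0.0064), and both were higher with library size alone as well, at 0.32 and 0.16. Camera gave no family an adjusted p under 0.05.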

**Figure 5:**
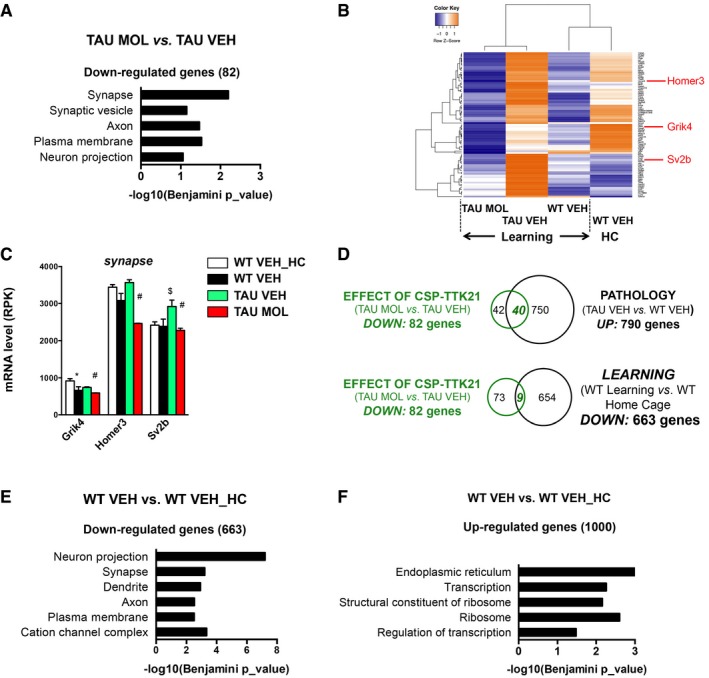
CSP‐TTK21 injections repress the expression of 82 genes in tauopathic mice during learning AFunctional annotation charts (Benjamini, *P* < 0.05) using DAVID (GOTERM_Cellular Component) performed on the 82 significantly downregulated genes by CSP‐TTK21 treatment in tauopathic mice (TAU MOL vs. TAU VEH), showing a significant association with neuronal terms. Significance is indicated as −log10(Benjamini *P*_value).BHeatmap representing expression *z*‐score of the 82 significantly downregulated genes in the TAU MOL vs. TAU VEH comparison, for all experimental conditions. Color coding was performed according to the *z*‐score of the normalized reads counts divided by gene length. Clustering was performed using the unweighted pair group method with arithmetic mean method and Pearson's distance.CRNA‐seq data showing expression of several genes belonging to “synapse” annotation (DAVID): *Grik4*,* Homer3,* and *Sv2b*, which are significantly downregulated by CSPTTK21 treatment in THY‐Tau22 mice. Adjusted *P*‐values corresponding to *P* < 0.05 are indicated by * for WT VEH vs. WT VEH_HC, $ for TAU VEH vs. WT VEH, and # for TAU MOL vs. TAU VEH. See Materials and Methods for statistical analyses of RNA‐seq data (*n* = 2–3/group). Graphs are mean ± SEM.DVenn diagram showing that a significant number of genes downregulated by CSP‐TTK21 treatment overlapped with genes upregulated in the pathology (*P* = 2.1 × 10^−72^, χ^2^ test), as well as with some genes downregulated by learning in WT (*P* = 2.3 × 10^−3^, χ^2^ test).E, FFunctional annotation charts using DAVID (GOTERM_Cellular Component) performed on the differentially regulated genes in learning in the WT mice condition (WT VEH vs. WT VEH_HC). The downregulated genes by learning (E) are associated with neuronal terms, and upregulated ones (F), with transcriptional and translational functions. Significance is indicated as −log10(Benjamini *P*_value).

Altogether, our transcriptomic data support a rescued pathological phenotype likely through activation of immediate early genes restoring neuronal activity and induction of proteins supporting cognitive enhancement, leading to a partial restoration of the transcriptome regulated during learning.

### H2B acetylation epigenetic signature is disrupted in THY‐Tau22 mice

As CSP‐TTK21 activates CBP/p300 HAT function, we next investigated whether it could modulate the epigenome in THY‐Tau22 mice. Among the different histones, H2B is a CBP‐target in the hippocampus (Alarcon *et al*, 2004; Barrett *et al*, 2011; Valor *et al*, 2011). In addition, we previously showed that H2B acetylation (H2Bac) levels were increased in the hippocampus of memory‐trained rats, particularly at the proximal promoter peaks of IEGs (including *Fos* and *Egr‐1*; Bousiges *et al*, 2010, 2013). Further, CBP/p300 HAT activation with CSP‐TTK21 molecule increased H2Bac in the hippocampus of WT mice and induced persistence of spatial memory (Chatterjee *et al*, 2013). Together, these data suggest that H2Bac levels might represent a key regulator of hippocampal gene expression both in resting and in learning conditions. We thus analyzed the distribution of this histone mark by ChIP‐sequencing in three groups of resting mice: WT VEH, TAU VEH, and TAU MOL. Duplicates were performed, and we also immunoprecipitated H3K27ac (Fig EV3A and B), another known target of CBP (Jin *et al*, 2011; Tie *et al*, 2014). Compared to the whole genomic distribution, H2Bac peaks were mainly enriched in gene profiles (introns, 42 to 29%) and promoter regions (6 to 2%) to the cost of intergenic regions (29 to 46%; Fig 6A). These profiles were similar to that of H3K27ac except that H2Bac was less enriched at promoter regions (6% vs. 12%). Interestingly, H2Bac peaks were always detected when there was H3K27ac and 43% of H3K27ac‐ and H2Bac‐covered nucleotides co‐localized. H2Bac was strongly associated with the TSS of highly expressed genes (Q4; Fig 6B) and gene bodies, whose main annotations were related to neuronal signaling (Fig 6C). In contrast, H2Bac was poorly found on genes related to the olfactory system that are repressed in the hippocampus (Fig EV3C). We then compared H2Bac enrichment in the different experimental conditions: WT VEH, TAU VEH, and TAU MOL. When THY‐Tau22 mice were compared to WT mice, we found mainly decreased H2Bac levels, at 1,624 peaks (associated with 1,338 genes), whereas only a few peaks (14) showed H2Bac enrichment (Fig 6D). After CSP‐TTK21 injection, H2Bac was increased at 2,617 peaks (associated with 1,984 genes) in THY‐Tau22 mice, whereas it was decreased at only four peaks, indicating a substantial activation of histone acetyltransferase activity in response to CSP‐TTK21 treatment (Fig 6D). Importantly, increased acetylation levels at the 1,624 decreased peaks were found after CSP‐TTK21 treatment (Figs 6E and F, and EV3D). By contrast, H3K27ac levels did not show any modulation at these sites in the different experimental conditions (Fig 6E), indicating a specific signature on H2Bac in THY‐Tau22 mice. Functional enrichment analyses revealed that peaks showing decreased H2Bac were associated with genes involved in neuronal signaling pathways (cAMP, cGMP, calcium, MAPK), LTP/LTD, and in synapses, and so were the peaks showing increased H2Bac upon CSP‐TTK21 treatment (Fig 6G). These data suggest that CSP‐TTK21 re‐acetylated a number of gene loci involved in neuronal functions, including neuronal plasticity. Overall, when differentially acetylated peaks were compared before and after CSP‐TTK21 treatment, we found that almost 95% of peaks were rescued (Fig 6H), but quite specifically as only 148 peaks remained decreased and 324 new peaks showed increased acetylation (Fig EV3E).

**Figure EV3:**
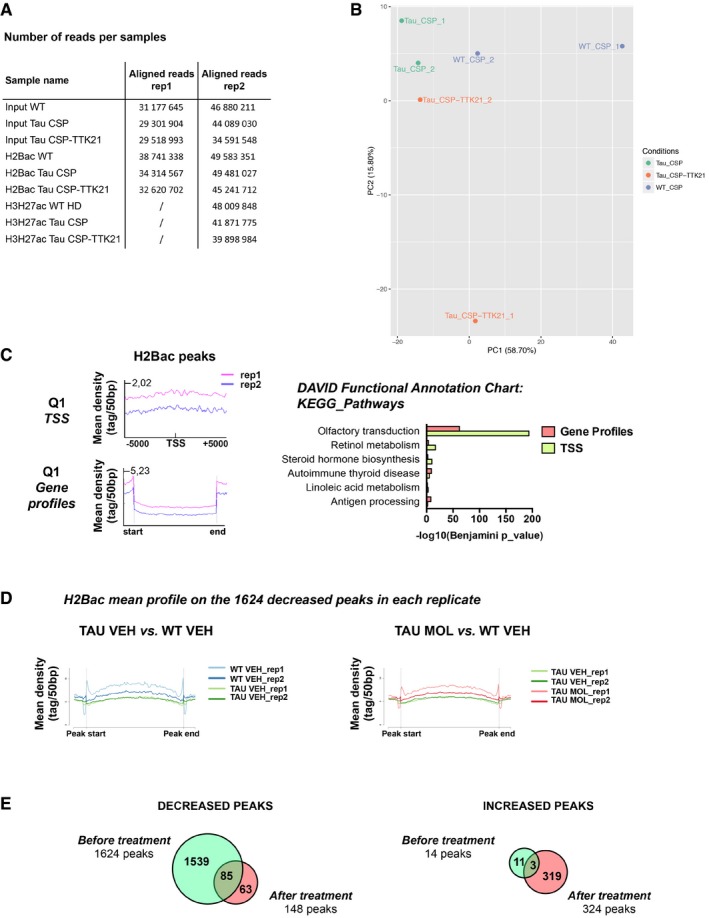
H2Bac ChIP‐seq replicate comparisons AThree groups of mice were injected three times (1 per week) with NaCl (WT VEH), CSP (vehicle, VEH) or CSP‐TTK21 (molecule, MOL) (500 μg/mice; THY‐Tau22 mice (TAU) before euthanasia. ChIP‐seq analyses performed with H2Bac (replicates: rep1, rep2) and H3K27ac (rep2) on the dorsal hippocampus of WT VEH, TAU VEH, and TAU MOL mice. The table shows the number of aligned reads per samples obtained after sequencing. Inputs were sequenced in each replicate.BPrincipal component analyses (PCA). For each condition (WT VEH, TAU VEH, TAU MOL), islands detected with SICER in both replicates were intersected using BEDTools (Quinlan & Hall, 2010) intersect v26. Then, all intersected regions, one dataset per condition, were combined using BEDTools merge v26 to obtain a dataset containing all regions bound in at least one condition. The number of reads falling into the union dataset was computed using BEDTools intersect v26. Data were normalized using the method proposed by Anders and Huber (2010). For PCA plotting, data were transformed in order to stabilize variance using the DESeq2 28/04/y 18:23Bioconductor package (Love *et al*, 2014).CMean H2Bac profiles established with SeqMiner for all genes at TSS (top) and gene bodies (bottom) for the first quartile (poorly expressed genes) in the two replicates (rep1 and rep2). Significance (Benjamini, *P* < 0.05) of the annotations associated with both TSS (green) or gene profiles (red) is shown (DAVID, KEGG pathways).DMean H2Bac profiles established separately for each replicates (rep1 and rep2) with SeqMiner for the 1,624 decreased peaks obtained in the comparison TAU VEH vs. WT VEH (left) and TAU MOL vs. WT VEH (right).EVenn diagrams showing differentially regulated peaks separately, either the decreased peaks (Left) or the increased peaks (right), before (TAU VEH vs. WT VEH) and after (TAU MOL vs. TAU VEH) the treatment, for all peaks with an FDR < 0.001.

**Figure 6:**
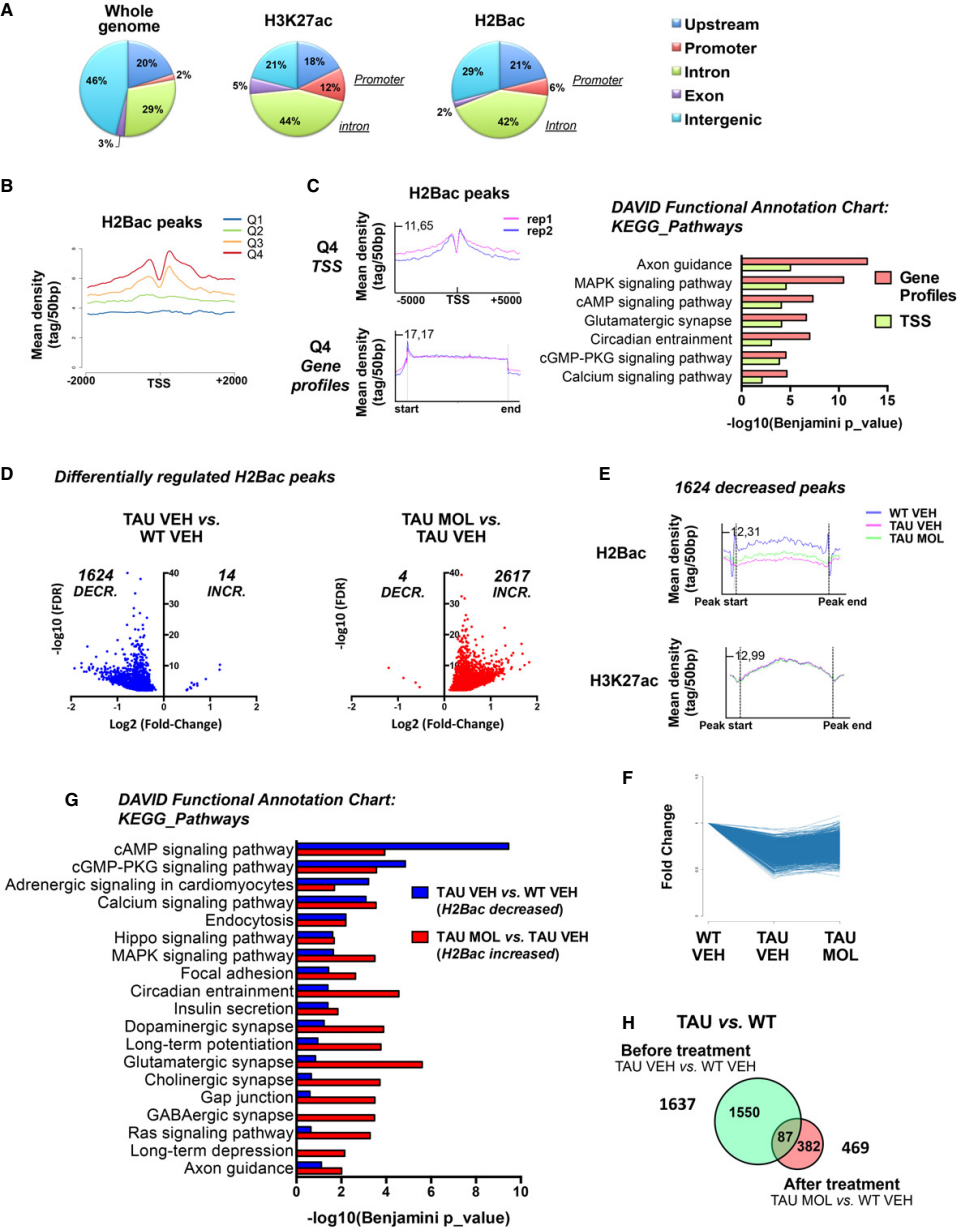
H2Bac levels are severely decreased in tauopathic mice and increased by CSP‐TTK21 treatment APie charts showing the genomic distribution of H2Bac and H3K27ac relative to whole genome, obtained from ChIP‐sequencing experiments performed in WT dorsal hippocampus. The percentage of peaks in promoters, upstream regulatory regions (upstream; −1 to −20 kb relative to TSS), introns, exons, and intergenic regions is shown.BMean H2Bac profiles at TSS relative to gene expression obtained from RNA‐seq data. Expressed genes were separated into four groups (Q1 to Q4, 6,483 genes/group), Q1 representing the less expressed genes (0–25%) and Q4, the most expressed genes (75–100%). Profiles were established with SeqMiner centered on TSS ±2 Kb.CMean H2Bac profiles established with SeqMiner for all genes at TSS (top) and gene bodies (bottom) for the fourth quartile (most expressed genes) in the two replicates (rep1 and rep2). Significance (Benjamini, *P* < 0.05) of the annotations associated with both TSS (green) or gene profiles (red) are shown (DAVID, KEGG pathways).DDifferentially regulated H2Bac peaks were analyzed with SICER, and significant fold changes (FC > 1; FDR < 0.001) between comparisons are shown for the pathology (TAU VEH vs. WT VEH, blue) and the effect of the molecule (TAU MOL vs. TAU VEH, red). Fold change is shown as log2 (Fold Change) (*x*‐axis) and significance, as −log10(FDR) (*y*‐axis).EMean H2Bac and H3K27ac profiles established with SeqMiner for the 1,624 decreased peaks obtained in the comparison TAU VEH vs. WT VEH. H2Bac but not H3K27ac peaks show differential regulation.FTime series‐like plot. For every significant H2Bac decreased regions (1,624) in WT VEH vs TAU VEH, normalized read counts were computed for each of the different conditions (WT VEH, TAU VEH, TAU MOL). Fold changes are all referring to WT VEH. *Y*‐axis: Fold change. *X*‐axis: Conditions.GFunctional annotation charts using DAVID performed on the differentially regulated H2Bac genes corresponding to the peaks either decreased in TAU VEH vs. WT VEH (blue, 1,624) or increased in TAU MOL vs. TAU VEH (red, 2,617). Significance is indicated as −log10(Benjamini *P*_value).HVenn diagram showing the rescue of H2Bac levels by comparing differentially regulated peaks before (TAU VEH vs. WT VEH) and after (TAU MOL vs. TAU VEH) the treatment for all peaks with an FDR < 0.001. About 95% of the peaks were not deregulated after CSP‐TTK21 treatment.

We next checked the specificity of our pharmacological approach using CBP ChIP‐seq data previously generated in cortical cultures (Kim *et al*, 2010) to determine H2Bac enrichment at CBP enhancers in the dorsal hippocampus of WT mice (Fig 7A). We found that H2Bac was globally enriched at CBP enhancers (Fig 7A; Lopez‐Atalaya *et al*, 2013), as well as H3K27ac, as reported in other tissues (Kim *et al*, 2010; Jin *et al*, 2011; Malik *et al*, 2014; Tie *et al*, 2014). Importantly, H2Bac was differentially enriched at CBP enhancers (i.e., decreased H2Bac levels in TAU VEH vs. WT VEH mice and enriched H2Bac levels in TAU MOL vs. TAU VEH), suggesting that the CSP‐TTK21 molecule likely activated the HAT function of CBP *in vivo* to re‐acetylate H2B at CBP enhancers. Interestingly, CBP enhancers could be separated into two different classes according to the H2Bac enrichment: highly (17,817) and poorly (23,331) enriched peaks (Fig 7B). Only highly enriched peaks showed a differential regulation of H2Bac, and they were associated with genes involved mainly in GO terms related to neuronal signaling, synapse, and glutamate activity (Fig 7C). Of note, H3K27ac peaks did not show any modulation on CBP enhancers (Fig 7A). We then found that H2Bac was also differentially enriched on TSS (Fig 7D), with a more pronounced effect on highly expressed genes (fourth quartile; Fig EV4A), and this was not the case for H3K27ac. Integration with transcriptomic studies showed that the TSS of differentially regulated genes, be they decreased or increased by learning, also showed a differential H2Bac enrichment (i.e., less H2Bac in THY‐Tau22 vs. WT mice and more H2Bac after CSP‐TTK21 treatment) in their basal state (Fig 7E). This finding suggests that a H2Bac‐enriched TSS acetylation landscape is important for further learning‐induced gene regulation. We also examined H2Bac changes in gene bodies and found a significant H2Bac decrease in THY‐Tau22 mice but no change after CSP‐TTK21 treatment (Fig EV4B). Significant changes, though mild, were observed on a class of highly expressed genes (included in the fourth quartile), such as the *neuropilin‐2 isoform 1 precursor* gene (*Nrp2*) for example (Fig EV4C), that presents also H3K37ac enrichment on their gene bodies. Lastly, we identified significant changes at the *c‐fos* genomic locus (Fig 7F). Decreased H2Bac levels were observed on distal and proximal *c‐fos* enhancers (Joo *et al*, 2016) in THY‐Tau22 compared to WT mice, whereas they were significantly enriched in H2Bac after CSP‐TTK21 treatment, in agreement with increased *c‐fos* expression levels in response to learning.

**Figure 7:**
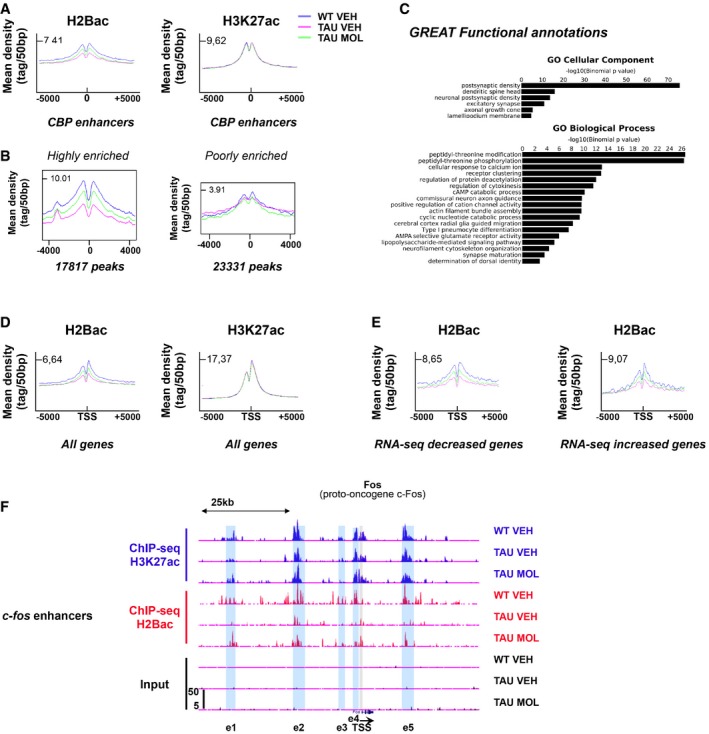
CSP‐TTK21 treatment of THY‐Tau22 mice affects the regulations of H2Bac enrichment at different genomic loci AMean enrichment profiles performed with SeqMiner presenting the genomic distribution of H2Bac and H3K27ac reads obtained in ChIP‐seq experiments in the different experimental groups, established along putative neuronal CBP enhancers (±4 Kb; Kim *et al*, 2010). In the dorsal hippocampus, H2Bac levels are enriched at CBP enhancers in WT WEH (blue), decreased in tauopathic mice (TAU VEH, pink), and induced by CSP‐TTK21 treatment (TAU MOL, green).BMean profiles were separated in two sets of loci, including 17,817 peaks highly enriched in H2Bac and showing a differential regulation in the experimental groups and 23,331 peaks that were poorly enriched in H2Bac and not regulated.CFunctional annotation of the 17,817 peaks highly enriched in H2Bac performed with GREAT, GOTERM Cellular Component and Biological Process.DMean profiles established with SeqMiner for all genes at TSS for H2Bac (Left) and H3K27ac (Right). H2Bac but not H3K24ac presents a differential regulation at TSS.EMean H2Bac profiles established with SeqMiner on the differentially regulated genes obtained in transcriptomic experiments (RNA‐seq), either decreased (left) or increased (right). The “basal” H2Bac TSS enrichment state of these genes is differentially regulated whether the genes are decreased or increased in response to learning.FUCSC genome browser view of the *c‐fos* genomic locus with H3K27ac ChIP‐seq (blue), H2Bac ChIP‐seq (green), and input (black) signals. Blue shading indicates locations of the *c‐fos* enhancers (Joo *et al*, 2016); gray shading indicates location of the promoter. Differential peaks were analyzed with SICER. This set of data shows that H2Bac levels were significantly decreased at e1 (FDR = 1.95 × 10^−08^), e2 (FDR = 0.0005), and e5 (FDR = 2.44 × 10^−05^) enhancers in THY‐Tau22 compared to WT mice, and significantly enriched at e1 (FDR = 4.01 × 10^−08^) the regions encompassing e3, e4 and TSS (FDR = 7.53 × 10^−07^), and e5 (FDR = 0.001) after CSP‐TTK21 treatment.

**Figure EV4:**
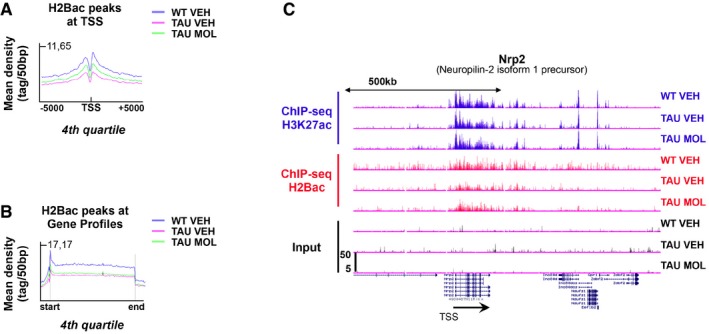
Differential analyses of H2Bac enrichment at the TSS and gene profiles of the fourth‐quartile genes AMean profiles established with SeqMiner for the mostly expressed genes (fourth quartile) at TSS for H2Bac.BMean H2Bac profiles established with SeqMiner for the mostly expressed genes (fourth quartile) at the gene profiles. The severe decrease in H2Bac enrichment is poorly compensated at the gene profiles, only a few genes showing significant recovery, such as the *neuropilin‐2 isoform 1 precursor* (*Nrp2)* gene locus. Nrp2 is a receptor for semaphorin 3F, which together act as a strong axonal repellent and pruning factor for hippocampal axons in the developing nervous system; their role in the postnatal brain is thought to direct hippocampal neural circuit formation (Shiflett *et al*, 2015).CUCSC genome browser view showing H3K27ac ChIP‐seq (blue), H2Bac ChIP‐seq (red), and input (black) signals around the *Nrp2* gene locus. H3K27ac displays a broad profile along the gene body. H2Bac presents a similar broad profile on this gene. Differential peak calling analyses revealed that the H2Bac signature is downregulated at this locus in tauopathic mice compared to WT mice (intron, FDR = 0.0026) and upregulated by CSP‐TTK21 treatment of THY‐Tau22 mice (intron, FDR = 3.8 × 10^−07^; intron, FDR = 4.8 × 10^−09^; distant promoter, FDR = 9.65 × 10^−09^).

Thus, the dorsal hippocampus of THY‐Tau22 mice displays decreased H2Bac levels, including at TSS, gene bodies, and CBP enhancers of highly expressed genes. Our results further indicate that CBP/p300 HAT activation with CSP‐TTK21 restores an H2Bac epigenetic landscape that permits, either directly or indirectly, proper regulations of the transcriptome during learning in THY‐Tau22 mice.

## Discussion

Here, we show that the CBP/p300 acetyltransferase activator CSP‐TTK21 restores neuronal activity, plasticity, and memory in an AD‐like Tau pathology mouse model. The hippocampus of THY‐Tau22 mice was characterized by a wide decrease in H2Bac levels. CSP‐TTK21 treatment globally improved H2B acetylation and partly restored the transcriptome during learning in the hippocampus of tauopathic mice, which was sufficient to reinstate plasticity (LTD, dendritic spine formation) and long‐term memory processes. This study is the first to identify an epigenetic signature associated with altered neuronal plasticity in an AD mouse model. It is also the first to demonstrate reversibility at the epigenomic level with a drug targeting CBP/p300 HAT's function. Our work opens up new therapeutic options toward the development of drugs modulating the epigenome, with HAT activators as a potent alternative to HDAC inhibitors (HDACi).

The mode of action of epigenetic modifiers in the nervous system has been poorly investigated at the genome‐wide level. A first study used the HDACi trichostatin (TSA) in a physiological context: TSA treatment showed a modest impact on basal hippocampal gene expression and poorly affected the induction of IEGs by neuronal activity (Lopez‐Atalaya *et al*, 2013). TSA treatment preferentially targeted already acetylated histone motifs and produced an homeostatic response that likely prevented toxic effects induced by chromatin hyperacetylation. By contrast, in the pathological conditions of tauopathy, in which a decreased acetylation is present in basal conditions, CSP‐TTK21 treatment promoted general H2B histone re‐acetylation, allowing to partly restore the transcriptome during learning, including induction of IEGs. Early studies demonstrated that HDACi treatment rapidly enhanced histone acetylation at *Fos* and *Jun* loci, but resulted in a second step in their transcriptional repression (Hazzalin & Mahadevan, 2005). In fact, transcriptional activation requires the recruitment of both HAT and HDAC active complexes, suggesting that the turnover of histone acetylation—as opposed to the steady‐state acetylation status—is important to produce gene induction (Hazzalin & Mahadevan, 2005). Hence, treatment with a HAT activator that does not inhibit HDAC activity may here be a better therapeutic option to support neuronal activity. Another study investigating a mouse model of aging showed that the HDAC inhibitor SAHA restored H4K12ac levels and exon misusage in hippocampal tissues (Benito *et al*, 2015). However, differential splicing was not affected by amyloid pathology in the brain of APPxPS1 mice, in which SAHA also had beneficial effects, and the exact mechanisms underlying SAHA rescue, H4K12ac deregulations, and amyloid pathology were not established (Benito *et al*, 2015). Thus, the exact mode of action of HDACi and their effects in the brain remain elusive.

CBP is a transcriptional co‐activator of neuronal gene expression that acts through cAMP/CREB and calcium‐dependent signaling (Hardingham *et al*, 1999; Kim *et al*, 2010). A previous study demonstrated that specific CBP delivery in the hippocampus of an AD mouse model by gene transfer improved learning and memory functions (Caccamo *et al*, 2010). Pharmacological CBP/p300 acetyltransferase activation using the CSP‐TTK21 molecule showed spatial memory reinforcement in normal mice (Chatterjee *et al*, 2013). Herein, we provide for the first time a proof of principle that a HAT activator molecule is able to restore plasticity and memory functions in a pathological brain. Treatment of THY‐Tau22 mice with CSP‐TTK21 prior being challenged to spatial training promoted the upregulation of genes enriched in the cAMP signaling pathway, including IEGs, and in ion channel/transporter activity functions, in agreement with a role of CBP/p300 in the regulation of ion homeostasis and neuronal excitability. Importantly, CSP‐TTK21 counterbalanced the transcription of downregulated genes in THY‐Tau22 mice that have been previously associated with improved cognitive functions: *Klotho* and *Neurotensin*, a result that we could validate at the protein level. Klotho was first described to counteract aging, and more recently, showed beneficial effects in a mouse model of AD (Kurosu *et al*, 2005; Kuang *et al*, 2017; Leon *et al*, 2017; Massó *et al*, 2017). The neurotensin system is altered in the temporal lobe of AD patients (Gahete *et al*, 2010), and APP/PS1 mice microinjected with Neurotensin show improved spatial memory functions and neuronal excitability (Xiao *et al*, 2014). Altogether, these data support a mechanistic model in which activation of the acetyltransferase CBP in a diseased brain can re‐establish functional neuronal networks through induced expression of genes involved in neuronal stimulation (IEGs, cAMP pathway, ion homeostasis) and important cognitive enhancers.

An important finding is that we established an epigenetic signature associated with H2Bac in the hippocampus of cognitively deficient tauopathic mice. Very few studies investigated histone acetylation in pathological context at the genome‐wide level. Our recent studies showed selective decreased H3K27ac at neuronal identity genes regulated by a super‐enhancer, in the striatum of Huntington's disease mice (Achour *et al*, 2015; Le Gras *et al*, 2017). In the hippocampus of the CK‐p25 AD mouse model, H3K27ac levels were decreased at promoter/enhancers of genes associated with synapse and learning functions and preferentially bound by CBP (Gjoneska *et al*, 2015). Our data show for the first time a significant alteration of H2Bac levels in mice bearing AD Tau hallmarks. As H3K27ac levels between THY‐Tau22 and WT mice were unchanged, we suggest that H2Bac loss may be an early mark of a disease state in the hippocampus.

Few studies have investigated H2Bac genomic distribution in normal tissue. A previous study reported that H2Bac profile mostly covers intragenic regions and promoters in hippocampal tissues (Lopez‐Atalaya *et al*, 2013). They also found H2Bas enrichment at CBP enhancers, also defining H2B as a preferred target mark for CBP (Alarcon *et al*, 2004; Valor *et al*, 2011). Here, we confirm this genomic distribution and precisely show that acetylation of H2B N‐terminus is enriched at the TSS of the 50% mostly expressed hippocampal genes (Fig 6B). H2BK5ac has already been reported as an important modification associated with active gene transcription in other tissues/cell types (Karlić *et al*, 2010). Moreover, H2BK20ac was recently suggested to contribute to cell type–specific gene regulation and biological functions through distal and proximal cis‐regulatory elements (Kumar *et al*, 2016). Thus, the decrease in H2Bac in THY‐Tau22 hippocampus may have deleterious functional consequences. Yet, the severe H2Bac decrease observed in mice with a conditional knock‐down of CBP (CBP cKO mice) was not sufficient to induce memory deficits (except for novel object recognition) or neuronal death (Valor *et al*, 2011). In our tauopathy model, decreased H2Bac and CBP levels are only part of the pathological process, which also includes neuroinflammation in contrast to CBPcKO mice. H2Bac loss in THY‐Tau22 mice may thus synergize with other dysfunctions.

Remarkably, CSP‐TTK21 treatment of THY‐Tau22 mice resulted in a global increase in H2Bac acetylation at TSS, CBP enhancers (Kim *et al*, 2010). It is noteworthy that deregulated peaks (presenting a decrease in H2Bac enrichment in tauopathic mice and an increase by the treatment) were associated with genes involved mainly in GO terms related to neuronal signaling pathways—including cAMP and calcium, glutamatergic synapse, and LTP/LTD processes—all of these pathways being dysregulated in tauopathic mice (Van der Jeugd *et al*, 2011; Ahmed *et al*, 2015; Burlot *et al*, 2015). This suggests a link between the restoration of H2Bac levels in the hippocampus and that of hippocampal functions (i.e., spatial memory formation, LTD, dendritic spine formation). However, all these genes were not deregulated in terms of gene transcription in basal conditions. In addition, deregulated transcription in THY‐Tau22 compared to WT mice in learning conditions also lacked correlation with H2Bac enrichment in the basal state, as they followed the same pattern of enrichment (decreased in tauopathic mice and increased by the molecule) whether they were transcriptionally up‐ or downregulated after learning (Fig 7E). This indicated that gene transcription *per se* is not solely dependent on H2Bac enrichment. It seems more likely that CBP/p300 HAT activity maintains a balanced H2Bac epigenomic landscape in the hippocampus, which may contribute to acetylation homeostasis necessary for neuronal functions. A lack of clear correlation between acetylation levels at specific genes and their transcriptional status has been reported previously, either in learning and memory (Lopez‐Atalaya & Barco, 2014; Halder *et al*, 2016) or in response to HDAC inhibition (Lopez‐Atalaya *et al*, 2013). A growing body of evidence suggests that the specific genomic topologies favor correct spatiotemporal gene expression programs in response to challenge (Mitchell *et al*, 2014; Madabhushi *et al*, 2015; Watson & Tsai, 2017) and the CBP/p300‐H2Bac balance may be an important player in such mechanisms.

Lastly, how such epigenetic dysfunction relates to Tau pathologies is still an open question. Interestingly, Tau protein is found in the nucleus (Wei *et al*, 2008; Sultan *et al*, 2011; Qi *et al*, 2015), a cellular compartment where Tau levels progressively increase during aging (Gil *et al*, 2017). On the one hand, nuclear Tau physiological functions were recently proposed to participate in the maintenance of pericentric heterochromatin integrity (Mansuroglu *et al*, 2016). On the other hand, H2B overexpression was shown to deregulate heterochromatin architecture (Ito *et al*, 2014; Medrano‐Fernández & Barco, 2016). Further experiments are therefore required to understand whether pathological nuclear Tau accumulation can (directly or indirectly) alter euchromatin topology, H2Bac levels, and CBP‐dependent regulations.

In conclusion, this study identifies that pharmacological activation of CBP/p300 HAT function with a new epi‐drug (CSP‐TTK21) stands as a therapeutic option for AD‐related disorders. Indeed, CSP‐TTK21 treatment restored plasticity in the diseased brain of mice presenting an AD‐like Tau pathology. One reason why most AD clinical studies may have failed is that cognitive dysfunctions associated with AD patients emerge late in the progression of the disease, when the brain is already affected by amyloid β deposition, neurofibrillary tangles, and cell death (Hyman *et al*, 2012). The possibility to reinstate some plasticity in affected brains by activating the acetyltransferase function of CBP/p300 could lead to more successful therapeutic options that may delay the cognitive decline and improve the condition of AD patients.

## Materials and Methods

### Animals

Heterozygous THY‐Tau22 transgenic mice were bred on a C57BL6/J background. THY‐Tau22 mice overexpressed mutated human Tau protein (G272V and P301S) under the control of a Thy1.2 promoter allowing a specific neuron expression that starts at postnatal day 6 (Schindowski *et al*, 2006). All mice used in this study were 8‐month‐old male mice, except in Fig 1A and B in which we used 12‐month‐old male mice and in one H2Bac ChIP‐seq replicate, where we used 8‐month‐old female mice. All animals were kept in standard animal cages under conventional laboratory conditions (12‐h/12‐h light–dark cycle, temperature: 22°C ±2, humidity: 55% ±5) with *ad libitum* access to food and water. All behavior experiments were conducted between 9:00 and 12:00 am. Experimental protocols and animal care were in compliance with the institutional guidelines (council directive 87/848, October 19, 1987, Ministère de l'agriculture et de la Forêt, Service Vétérinaire de la Santé et de la Protection Animale) and international laws (directive 2010/63/UE, February 13, 2013, European Community) and policies (personal authorizations #67‐117 for A.‐L.B., and #I‐67UnivLouisPasteur‐F1‐04 for R.C.). Our project has been reviewed and approved by the ethics committee of Strasbourg, France (#AL/100/107/02/13 and APAFIS#5118‐2016042017216897v9).

### Drug production, testing, and treatment

See Appendix Supplementary Methods and Appendix Fig S2, and also Chatterjee *et al* (2013).

### Morris water maze evaluations

Atlantis MWM tank was placed in a room with several visual extra maze cues. Water opacified with powdered chalk (Blanc de meudon) was maintained at 21°C. Mice were habituated to the set‐up for two consecutive days (*habituation 1 and 2*). During habituation 1, mice were allowed to discover the pool filled with 5 cm height of water and a visible platform during 60 s. During habituation 2, mice were allowed to swim in the pool filled with water and without a platform for 60 s. Mice were trained for the next 5 days (*acquisition 1–5*) to locate a hidden platform beneath the water using spatial cues present in the room. Each acquisition day consisted of four trials of maximum duration of 60 s in each trial. Each trial concluded immediately after mice reached the platform or after the completion of 60 s. Mice failing to find the platform were gently guided to reach the platform and was allowed to stay for 8–10 s. Probe test was performed 10 days after the last training day. During the probe test, the platform was removed and mice were placed at the center of the pool and allowed to swim for 60 s. The different parameters (distance, time, etc.) were recorded by a video tracking system (ANY‐maze). The experimenter was blind to genotype and treatment. The mice were uniquely identified according to an identification chip. Mice were randomly distributed as their order of passage in the Morris water maze during the different days of training (so that they do not perform the tap.22.sk always at a given time). Genotype and treatment were uncovered before analyses.

#### Statistics

For behavioral data, we have used a sample size to more than 10. Exclusion/inclusion criteria: Outliers were defined as results differing from the mean by 3 SD. Stressed mice were defined upon ethical criteria: stayed immobile in the cage or showed aggressive behavior. A floating behavior in the Morris water maze was defined as a floating during more than 30s/assay of 60s. These mice were excluded from the experiment and usually represented on average 1 per experiment. One‐ or two‐way ANOVA was used for data analysis with repeated measures when appropriate. Escape latencies recorded during acquisition were analyzed using ANOVA, followed by Newman–Keuls multiple‐comparisons test when appropriate. For the probe tests, the time spent in the target quadrant was compared with the chance level (15 s for a test duration of 60 s in four quadrants) using a one‐sample Student's *t*‐test. ANOVA factorial was used to analyze the “treatment” and “genotype” effect for the time spent in the target quadrants and the average time in the other three quadrants. Results were expressed as means of +SEM. Values of *P* < 0.05 were considered as statistically significant.

### Immunohistochemistry

For heat‐induced epitope retrieval, floating sections were kept in sodium citrate (pH 6, 10 mM, 37°C, 30 min). After permeabilization (PBS1X/Triton X‐100 2%, 15 min), unspecific labeling was blocked (PBS1X/Triton X‐100 0.1%/horse serum 5%, 1 h at RT) and slices were incubated overnight with polyclonal anti‐CBP antibody (1/50; ab2832; Abcam), washed, and further incubated with anti‐rabbit Alexa Fluor 594 (red, 1/1,000) antibody (Invitrogen, Thermo Fisher Scientific) for 1 h. IHC was performed sequentially and the second antibody was added in a second step. Slices were incubated overnight with monoclonal anti phospho‐Tau (Thr212, Ser214) antibody (1/1,000; AT100, MN1060 Thermo Fisher Scientific), washed, and further incubated with anti‐mouse Alexa Fluor 488 (green, 1/1,000) antibody (Invitrogen, Thermo Fisher Scientific). Slices were incubated with the Hoechst dye 33342 (1 mg/ml; 5 min) and mounted in Mowiol for observation. Acquisitions were performed using a fluorescence microscope coupled with an ApoTome module (Zeiss). Photomicrographs were captured using the z‐stack mode with 0.5 μm of thickness between slices, 18 in‐depth slices were taken and flattened using the maximum intensity projection (MIP).

### Biochemical analyses

Mice were either left in their home cage (basal conditions) or trained for three consecutive acquisition days for spatial reference memory in the Morris water maze and left in their home cage for 1 h after the last trial (learning conditions). Mice were killed by cervical dislocation, the brains were extracted, and the dorsal hippocampus was immediately dissected out, flash‐frozen in liquid nitrogen, and stored at −80°C. The time at which the mice were killed was randomized according to their experimental group and was consistently performed between 9:00 and 11:00 am.

#### Western blot analyses

Dorsal hippocampi were finely chopped on ice using a razor blade and homogenized in Laemmli buffer with a disposable pestle in microcentrifuge tubes. Tissues were sonicated for 15 s twice (ultrasonic processor, power 40%) followed by heating at 70°C for 10 min. Lysates were centrifuged at 20,000 *g* for 5 min, and supernatant was stored at −80°C until use. Estimation of the protein concentration in the lysate was determined by using RC‐DC Protein Assay (Bio‐Rad) kit. Proteins were loaded on Midi‐PROTEAN TGX Stain‐Free™ Precast Gels (26 wells, 4–20%, Bio‐Rad). The use of stain‐free imaging allows for the normalization of bands to the total protein on a blot. A UV‐induced 1‐min reaction of the gels after protein migration produces fluorescence. The fluorophores remain covalently bound to the proteins throughout blotting and may be subsequently visualized in gels or on the nitrocellulose membranes for validation in the Western blotting workflow. Antibodies used for Western blots were acetyl‐histone H2BK5 (1/1,000; #07‐382; Millipore), acetyl‐histone H2BK5K12K15K20 (1/1,000; #07‐373; Millipore), H3 histone (1/2,000; #ab1791; Abcam), acetyl‐histone H3K9K14 (1/1,000; #06‐599; Millipore), histone H2B (1/4,000; #H2‐28; Euromedex), acetyl‐histone H3K27 (1/2,000; #ab4729; Abcam), acetyl‐histone H4 (1/4,000; #39165, Active motif), Phospho‐Tau (Ser404) (1/1,000; #44‐758G, Thermo Fisher Scientific), Tau 5 (1/1,000; #AHB‐0042, Invitrogen), CBP (1/500; #sc‐369, Santa Cruz Biotechnology), GFAP (1/2,000; #MAB360; Millipore), Neurotensin (1/1,000; #BML‐NA1230; Enzo Life Sciences); Klotho (1/5,000; #AF1819,R&D Systems), actin (1/1,000; #A2066; Sigma). HRP conjugated secondary antibodies against mouse and rabbit (Jackson ImmunoResearch). Blots were revealed with ECL (Clarity, Bio‐Rad) with a ChemiDoc Touch system (Bio‐Rad). Results were quantified using ImageLab software.

#### RNA extractions

Total RNA was extracted from the dorsal hippocampal tissues using TRIzol reagent (Invitrogen). Freshly dissected tissues were chopped, homogenized in 400 μl of TRIzol reagent, and frozen (20 min at −80°C), followed by 3‐min centrifugation at 14,000 *g* before chloroform/isoamyl extraction. DNA precipitation was performed on the supernatant using isopropanol and RNase‐free glycogen (10 min at RT). The pellet was washed once with 70% ethanol and resuspended in Milli‐Q water for DNAse treatment (30 min at 37°C). RNA samples were further purified using a phenol/chloroform extraction, followed by a new precipitation (overnight at −20°C, with 100% ethanol, 3 M NaOAC). After two last 70% ethanol washes, pellets were air‐dried and resuspended in 30 μl nuclease‐free Milli‐Q water, heated 6 min at 50°C, and RNA concentration estimation was performed.

#### Real‐time qRT–PCR analyses

Samples with OD^260/280^ and OD^260/230^ ratio close to 2.0 were considered for cDNA synthesis. 0.5–1 μg of total RNA was reverse‐transcribed (iScript cDNA synthesis kit; Bio‐Rad). Bio‐Rad iCycler System (CFX) was used to perform qPCR using SsoAdvanced SYBR Green SuperMix (Bio‐Rad). A specific standard curve was performed in parallel for each gene, and technical duplicates were performed. The conditions for qRT–PCR were 3 min at 94°C, followed by 40 cycles of 45 s at 60°C and 10 s at 94°C. Data were analyzed by gene regression using iCycler software and normalized to housekeeping genes (RNA polymerase II, 36B4) levels.

#### Statistics for biochemical studies

For these studies, we have tried to always have *n* values > 5. For Western blot studies comparing WT to THY‐Tau22 mice, inclusion was verified by performing an immunostaining against a pathological form of Tau protein (Tau5, Tau‐Ph404). All samples were used until exhaustion which explains some variability in the number of Western blot samples (*n* = 5–7). For RT–qPCR validation experiments, all samples (*n* = 5) were included. All statistical analysis involving three groups (WT, THY‐Tau22 CSP, and THY‐Tau22 CSP‐TTK21) were performed using ANOVA followed by uncorrected Fisher's for multiple‐comparisons tests. For comparison between two groups, Student's *t*‐test was performed. Data were expressed as the mean + SEM. The significant level was set at *P* < 0.05.

### Dendritic spines labeling and counting after GFP staining

#### Stereotaxic injections of lentivirus‐GFP

See Appendix Supplementary Methods.

#### Immunohistochemistry

Mice were deeply anesthetized with pentobarbital (50 mg/kg) and transcardially perfused with PB (0.1 M phosphate buffer) followed by cold 4% paraformaldehyde in PB (PFA). Brains were removed and fixed overnight in 4% PFA and subsequently merged in 30% sucrose solution at 4°C until the brain sank. Brains were cut on a freezing microtome into 50‐μm‐thick coronal sections covering the whole hippocampus. Sections were kept in cryoprotectant [0.1 M PB, 0.15 M NaCl, 30% (v/v) ethylene glycol, 30% (v/v) glycerol] at −20°C until immunostaining. For immunostainings, free‐floating brain sections were extensively rinsed in PBS‐T (0.25% Triton X‐100 in PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_) and incubated overnight in the following primary antibodies at 4°C: goat anti‐GFP (Rockland, 1:500) and mouse anti‐NeuN (Millipore, 1:1,000) diluted in PBS‐T. Brain sections were rinsed and incubated for 1 h at room temperature with, respectively, donkey anti‐goat Alexa 488‐conjugated and donkey anti‐mouse Alexa 555‐conjugated (Life Technologies; all diluted 1:500 in PBS‐T). After several rinses, brain sections were mounted in Hoechst mixed in Mowiol (Life Technologies; 1:10,000), coverslipped, and kept at 4°C. Images of basal dendritic segments of GFP‐labeled CA1 pyramidal neurons were acquired using a confocal microscope (Leica TCS SP8; Leica, Heidelberg, Germany) equipped with 63× HCX PL APO (1.40 NA) objective (Toulouse Réseau Imagerie, FRBT‐CBD). The laser power, photomultiplier gain, and offset were kept constant for every image. Four images of 1,024 × 1,024 pixels were acquired at 8,000 Hz scanning speed and averaged to increase the signal‐to‐noise ratio. Dendritic spine images were acquired in z‐series at 0.19‐μm interval. The voxel size was 30.06 nm in x–y directions and 193.81 nm in z‐direction. Stack images of 12‐bit files were deconvolved with Huygens Essential deconvolution software (SVI) with five iterations and images were imported into Imaris XT (Bitplane AG) for analysis.

### Dendritic spines labeling and counting after Golgi staining

Mice that had underwent a 4‐day training in the MWM were killed 4 days later. The Rapid Golgi stain kit (FD Neurotechnologies, Inc.) was used according to the manufacturer's instructions. Freshly dissected brains were immersed in solution A and B for 2 weeks at room temperature and were then transferred to solution C for another 24 h at 4°C. 150‐μm‐thick coronal sections containing the rostro‐caudal axis of hippocampal region CA1 were made using a Vibratome (VT1000M; Leica). Images were acquired using a bright‐field microscope equipped with automated motorized stage and MorphoStrider software (Explora Nova, La Rochelle, France). 63× magnification images were taken from secondary and tertiary dendrites from CA1 pyramidal neurons. For each genotype, condition and treatment 8–10 dendritic segments per animal were analyzed.

### Quantification of dendritic spines

Dendritic spines were defined as protrusions from the dendritic shaft and identified based on their morphological appearance. Spines were classified into three different types according to Harris *et al* (1992): head spines (protrusion with neck and head), stubby (protrusion with no obvious neck or head), and filopodia (protrusion with long neck and no head). For each animal, 24–35 dendritic segments were analyzed from 5 to 10 neurons. The spine density was presented as the number of spines per 1 μm of dendritic length.

#### Statistics

Dendritic spines counting scores were from about 25 (Golgi staining) and 70 (GFP lenti) dendritic segments which were from material of 15–30 neurons and two to three animals/condition. Data are presented as mean ± SEM. For GFP staining, Kolmogorov–Smirnov test was performed on each data set to test the distribution normality. Statistical analyses were run with Prism software (GraphPad 5.0). Dendritic spine analyses were compared across groups by means of one‐way ANOVA followed by *post hoc* analyses that were performed using Holm–Sidak multiple‐comparisons tests. For Golgi staining, dendritic spines were compared across different groups by using a two‐way ANOVA followed by Newman–Keuls multiple‐comparisons tests.

### *Ex vivo* electrophysiology (LTD)

Mice were anesthetized with halothane and decapitated. The brain was rapidly removed from the skull and placed in chilled (0–3°C) artificial cerebrospinal fluid (ACSF) containing 124 mM NaCl, 3.5 mM KCl, 1.5 mM MgSO_4_, 2.5 mM CaCl_2_, 26.2 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, and 11 mM glucose. Transverse slices (300–400 μm thick) were cut with a tissue chopper and placed in ACSF in a holding chamber, at 27°C, for at least 1 h before recording. Each slice was individually transferred to a submersion‐type recording chamber and submerged in ACSF continuously superfused and equilibrated with 95% O_2_, 5% CO_2_. For electrophysiological recordings, a single slice was placed in the recording chamber, submerged, and continuously superfused with gassed (95% O_2_, 5% CO_2_) ACSF (28–31°C) at a constant rate (2 ml/min). Extracellular field excitatory postsynaptic potential (fEPSPs) were recorded from the apical dendritic layer of the CA1 area, using a glass micropipette filled with 2 M NaCl. fEPSPs were evoked by the electric stimulation of Schaffer collaterals⁄commissural pathway at 0.1 Hz with a bipolar tungsten stimulating electrode placed in the stratum radiatum (100 μs duration). The averaged slope of three fEPSPs was measured using p‐clamp software (Axon Instruments) for 20 min before conditioning stimulation. Long‐term depression (LTD) was induced by applying a low‐frequency stimulation at 2 Hz (1,200 pulses for 10 min). The sequence was repeated three times, with an interburst interval of 10 s. Testing with a single pulse was resumed for 60 min to determine the level of LTD. Any change in synaptic strength was expressed relative to the control level (100%).

#### Statistics

Average values of the fEPSP slope were calculated for the last 10 min and expressed as a percentage of the baseline response (% baseline) ± SEM. In order to take into account the correlations inherent to repeated measures in electrophysiological recordings, *P*‐values were calculated using multivariate analyses of variance followed by *post hoc* unpaired Student's *t*‐tests using StatView software. In all cases, differences were considered significant when *P *≤* *0.05.

### RNA libraries and sequencing

RNA‐seq libraries (*n* = 3/group) were generated from 300 ng of total RNA Illumina^®^ TruSeq^®^ RNA Sample Preparation Kit v2 (Part Number RS‐122‐2001). Briefly, following purification with poly‐T oligo‐attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 min. The cleaved RNA fragments were copied into first‐strand cDNA using reverse transcriptase and random primers. Second‐strand cDNA were synthsized using DNA Polymerase I and RNase H. Following the addition of a single “A” base and subsequent ligation of the adapter on double‐stranded cDNA fragments, the products were purified and enriched with PCR [30 s at 98°C; (10 s at 98°C, 30 s at 60°C, 30 s at 72°C) × 12 cycles; 5 min at 72°C] to create the cDNA library. Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman Coulter), and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Sequencing was performed on the Illumina Genome Hiseq2500 as single‐end 50 base reads following Illumina's instructions.

#### RNA‐sequencing analyses and statistics

Reads were mapped onto the mm9 assembly of mouse genome using TopHat v2.0.10 (Kim *et al*, 2013) and the bowtie v2.1.0 aligner. Gene expression was quantified from uniquely aligned reads using HTSeq v0.5.4p3 (Anders *et al*, 2013) and gene annotations from Ensembl release 67. Read counts were normalized across libraries with the method proposed by Anders and Huber (2010). Statistical analysis was performed with the method proposed by Love *et al* (2014) implemented in the DESeq2 Bioconductor library (v1.0.19). Resulting *P*‐values were adjusted for multiple testing by using the Benjamini and Hochberg (1995) method. Heatmaps were performed with R (heatmap.2 function, Euclidean distance, and complete linkage were used to perform gene clustering). Heatmap representing expression *z*‐scores calculated as row *Z* score = [(Value) – Mean (Row)]/[Standard deviation (Row)]. Cross‐comparison of RNA‐seq data was performed using Venny 2.1 (Oliveros, 2007–2015). Gene ontology (GO) analyses for functional enrichments were performed using the tools DAVID (da Huang *et al*, 2009) and/or GREAT (McLean *et al*, 2010). For analyses with GREAT, defaults setting were used. Whole Mouse genome (mm9) was used as background. Top‐enriched terms are shown (*P*‐values < 0.05 were considered).

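The 9 libraries at hand leave 2 libraries in each trained group and 3 in WT VEH_HC. The 3 excluded libraries were not analysed here. Within a group, Pearson's r of log2 CPM between libraries, across genes, lay between 0.988 and 0.994 over both experiments. No pair of replicates differed by less than the sampling noise, since the chi-square per gene lay between 8.99 and 43.6 where sampling alone gives 1.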

For RNA‐seq analyses presented in Fig 3, three out of 12 samples were excluded because a great variability was seen in the heatmaps quantifying the global RNA‐seq sample differences, likely due to genetic derivation; of note, these three mice—that had been randomly assigned to an experimental condition—originated from the same litter out of five litters total. These criteria were decided *a posteriori*.

### ChIP experiments

Freshly dissected tissues were chopped with a razor blade and rapidly put in 1.5 ml PBS containing 1% formaldehyde for 10 min at room temperature (RT) followed by the addition of glycine (0.125 M final concentration). Dorsal hippocampi from eight mice were pooled per sample. Tissue samples were then processed as in Bousiges *et al* (2010) and sonicated with a Diagenode Bioruptor (35 cycles with 30‐s ON/30‐s OFF on High Power). Sonicated chromatin was centrifuged 10 min at 14,000 *g*, and the supernatant was collected and diluted 10 times in ChIP dilution buffer (0.01% SDS, 1.1% Triton X‐100, 1.2 mM EDTA, 16.7 mM Tris‐Cl, pH 8.1, 167 mM NaCl). A fraction of supernatant (50 μl) from each sample was saved before IP for “total input chromatin”. Supernatants were incubated overnight (4°C) with 1/1,000 primary antibody [H2BK12K15ac (ab1759), H2BK5ac (07‐382); H3K27ac (ab4729)], followed by protein A Dynabeads (Invitrogen) for 2 h at RT. After several wash steps (with low salt, high salt, LiCl, and TE buffers), complexes were eluted in 300 μl elution buffer (1% SDS, 0.1 M NaHCO_3_). The crosslinking was reversed (overnight at 65°C), and the DNA was subsequently purified with RNase (30 min, 37°C), proteinase K (2 h, 45°C), phenol/chloroform, and chloroform/isoamyl extractions. After overnight ethanol precipitation (at −20°C), two last 70% ethanol washes were done before air drying the resulting DNA pellet. The pellets were resuspended in 30 μl nuclease‐free Milli‐Q water, and the supernatant was transferred in low binding tubes and brought to the sequencing platform for DNA concentration estimation (Qubit fluorometric quantitation).

#### ChIP‐seq libraries

ChIP‐seq libraries were prepared using NEXTflex ChIP‐seq Kit (#5143‐02, Bioo Scientific) following the manufacturer's protocol (V12.10) with some modifications. Briefly, 10 ng of ChIP‐enriched DNA or input DNA was end‐repaired using T4 DNA polymerase, Klenow DNA polymerase, and T4 PNK, then size‐selected, and cleaned‐up using Agencourt AMPure XP beads (#A63881, Beckman). A single “A” nucleotide was added to the 3′ ends of the blunt DNA fragments with a Klenow fragment (3′ to 5′exo minus). The ends of the DNA fragments were ligated to double‐stranded barcoded DNA adapters (NEXTflex ChIP‐seq Barcodes‐6, #514120, Bioo Scientific) using T4 DNA Ligase. The ligated products were enriched by PCR [2 min at 98°C; (30 s at 98°C, 30 s at 65°C, 60 s at 72°C) × 14 cycles; 4 min at 72°C] and cleaned‐up using Agencourt AMPure XP beads. Prior to analyses, DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent). The libraries were loaded in the flowcell at 8 pM concentration, and clusters were generated using the Cbot and sequenced on the Illumina Genome Hiseq2500 as single‐end 50 base reads following Illumina's instructions. Image analysis and base calling were performed using RTA and CASAVA.

#### ChIP‐sequencing analyses

Reads were mapped onto Mouse reference assembly mm9/NCBI37 using bowtie v0.12.7 aligner (Langmead *et al*, 2009). Peak detection of H2Bac and H3K27ac was performed using SICER v1.1 (Zang *et al*, 2009) with the following parameters: window size: 200; gap size: 1,000 for H2Bac; and 600 for H3K27Ac. Peaks were annotated relative to genomic features using Homer (Heinz *et al*, 2010) with annotation from Ensembl v67. Differential peaks were analyzed using SICER with the SICER‐df.sh script. Global comparison of samples and clustering analysis were performed using seqMINER (Ye *et al*, 2011). As reference coordinates, we used RefSeq genes for Mouse mm9 genome. Increased and decreased regions were selected if their *P*‐values < 10^−5^. Biological duplicates were performed for the H2Bac mark. They were analyzed independently in the same manner, and only differential peaks replicating were further analyzed (Fig EV3A and B). Inputs were used as controls.

Integrated analysis of RNA‐seq and ChIP‐seq data was done using the open Galaxy platform GalaxEast (http://www.galaxeast.fr).

Nucleotide coverage between H2Bac and H3K27ac was calculated using bedtools jaccard (bedtool Fisher exact test, *P*‐value = 0).

#### Normalization of ChIP‐seq data

ChIP‐seq data were normalized based on a method that consists of equalizing background regions. Briefly, read counts were computed in all regions of 5,000 nt in length of the mouse genome (mm9 assembly) for each of the samples to normalize. Read counts were then compared across samples and used to estimate a scaling ratio. Finally, the scaling ratio was used to remove randomly chosen reads in the samples to be normalized.

## Data availability

The datasets produced in this study are available in the following databases:

• RNA‐seq data: Gene Expression Omnibus GSE103359 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103359
• ChIP‐seq data: Gene Expression Omnibus GSE103358 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103358

## Author contributions

A‐LB designed the work. A‐LB, KM, SC, AS‐A, RC, BC, LT, OB, SLG, CK, PD, PP, CR, SHS, MK, PC, and ME performed the experiments. A‐LB, TKK, KM, SC, AS‐A, RC, and J‐CC analyzed the data. Reagents (CSP, CSP‐TTK21) production and quality control was supervised by TKK; A‐LB, KM, J‐CC, and DB wrote the initial draft; and A‐LB, KM, J‐CC, DB, TKK, SC, AS‐A, RC, SLG, CK, CR, PD, and LB reviewed and edited the manuscript. All authors read and approved the final manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Alzheimer's disease (AD) is a neurodegenerative disease first affecting memory functions and progressively leading to massive neuronal loss and dementia. There is currently no cure, and some recent clinical trials failed.

**Results**

Chromatin acetylation, a critical regulator of synaptic plasticity and memory processes, is thought to be altered in neurodegenerative diseases. Our study provides evidence of acetylation dysregulations in an AD‐like Tau pathology mouse model. It further brings an *in vivo* proof of concept that a treatment with a CBP/p300 acetyltransferase activator molecule (CSP‐TTK21) efficiently restores neuronal activity, plasticity, and memory in this mouse model, together with molecular evidence of rescued acetylation in the brain.

**Impact**

The possibility to reinstate some plasticity in affected brains by activating the acetyltransferase function of CBP/p300 could lead to more successful therapeutic options that may delay the cognitive decline and improve the condition of AD patients.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

# Supplementary material for: Reinstating plasticity and memory in a tauopathy mouse model with an acetyltransferase activator
**Source:** EMBO Mol Med. 2018 Oct 1;10(11):e8587. doi: 10.15252/emmm.201708587

## Table of contents

- **Appendix Supplementary Methods**
  - **Appendix Supplemental reference**
  - **Appendix Supplemental Figure S1 and S2 Legends**
  - **Appendix Supplemental Figure S1 and S2**
- 

## Appendix Supplementary Methods

### Drug production, testing and treatment.

**Synthesis of carbon nanospheres of average size 400nm:** 5 g of D(+) glucose (G8270-1KG, Sigma Aldrich) was dissolved in 50 mL of deionised water to form a clear solution, placed in a 65 mL teflon lined sealed stainless steel autoclave and maintained at 180C for 12 h. The products were isolated by centrifuging at 16000 rpm for 20 min. They were later purified by repeated washings using water and ethanol before being dried in the oven at 80C for 4 h. The final product is a brownish powder which had spheres with an average size of 400 nm (Supplemental Figure S2A).

**Synthesis of TTK21:** 2-Propoxy Benzoic Acid (3.3 mmol, CAS 2100-31-4, TCI Chemicals) was taken in DCM and treated with one equivalent of thionyl chloride (3.66 mmol, 20920L05 S.D. Fine Chemicals Pvt. Ltd.) followed by the addition of 4-5 drops of DMF (Product # 12405) and the solution was refluxed for 4 h. Thionyl chloride was removed by evaporating the solvent 3-4 times and to that DCM was added (Solution A). 4-Chloro-3-(trifluoromethyl) amine (3.1 mmol) was dissolved in DCM and the solution was kept at 0C. To that triethylamine was added and was stirred for 30 min

(Solution B). The solution B was added dropwise to the solution A at 0°C and the solution was heated to reflux for 4 h. The solution was evaporated to dryness and was purified by column chromatography. White crystalline solid was obtained.

**Conjugation of TTK21 to CSP:** To a suspension of CSP in DCM, one equivalent of  $\text{SOCl}_2$  was added followed by the addition of few drops of DMF. The reaction mixture was refluxed at room temperature for 4 h. Thionyl chloride was removed by evaporating the solvent 3-4 times and to that DCM was added to make the suspension. One equivalent TTK21 was added to that solution followed by the addition of few drops of triethylamine. The reaction was refluxed for 4 h. The suspension was filtered and the precipitate was washed with DCM. The conjugated CSP-TTK21 was dried. The conjugation of TTK21 to the nanosphere was confirmed by Energy Dispersive X-ray Spectroscopy EDX (Supplemental Figure S2B). The spectrum of CSP-TTK21 shows that wt % of Fluorine is 0.35 which belongs to TTK21 indicating the covalent attachment of TTK21 to CSP.

**Western blot analysis:** using an antibody against acetylated-H3K9 (raised in-house; 1/2000; Modak et al, 2012). Loading control was checked using H3 histone antibody (raised in-house; 1/3000; Modak et al, 2012). The expression levels were quantified by Image Analyzer software (Supplemental Figure S2C).

**Immunofluorescence:** C57BL/6 male mice were intraperitoneally injected with a suspension of 2mg/ml of CSP or CSP-TT21 (500 µg each). After 72 h the mice were sacrificed by cervical dislocation. Their brains were rapidly removed, brain tissue was fixed with paraformaldehyde and cryoprotected in a 20% sucrose solution overnight before storage at -20°C. Coronal sections were made through the dorsal hippocampus using a Vibratome (VT1000M; Leica). The tissue sections (20 µm) were permeabilized in 1× PBS/Triton X-100 2% for 30 min. Nonspecific labeling was

blocked by 1× PBS/0.1% Triton X-100/5% horse serum for 45 min at room temperature. The tissues were immunolabelled with H3K14ac (1/250 diluted in 0.1% Triton-X/PBS) overnight at 4°C. The sections were washed with 1× PBS for 3 times followed by the incubation with the anti-rabbit Alexa-Fluor 568 secondary antibody for 1 h at room temperature. After 3 washes with 1× PBS, the nuclei of the sections were stained with hoechst (1/1000 dilution) for 5 min. After two PBS washes, the sections were mounted. The images were acquired with a Zeiss LSM880 confocal imaging system (Supplemental Figure S2D).

### **Drug treatments**

CSP and CSP-TTK21 molecules were stored at -20°C in multiple aliquots. CSP or CSP-TTK21 was resuspended in injectable water at a final concentration of 2mg/ml and sonicated for 6-8 s. Animals were randomized on body weight and injected intraperitoneally (*i.p*) with the molecules at the dose of 20mg/kg of body weight.

### **Stereotaxic lentivirus-GFP injections for GFP staining of dendritic spines.**

The pRRLSIN.cPPT.PGK-GFP.WPRE originated from the Trono Lab and was obtained through Addgene (plasmid #12252). For stereotaxic lentivirus-GFP injections, mice that had been maintained in home cage (basal conditions) were anesthetized with 4-5% Isoflurane at flow rate of 2L/min (1L/min of air and 1L/min of oxygen) for 1-2 minutes until they completely lost consciousness. Their head was fixed on the stereotaxic apparatus and a mask connected to maintained anesthetic with 2.0-2.5% Isoflurane during the entire surgery. Mice were injected with 150 nl of lentivirus-GFP PGK solution, delivered at 0.1 ml/min, into the CA1 according to stereotaxic coordinates (Krezymon et al, 2013) Bregma: antero-posterior -2.0 mm, lateral +1.5 mm, dorso-ventral -1.5 mm. Incised skin was sutured with sterile stitching

fibers. After surgery, mice were placed in a heated chamber to recover before returning to their home cage.

**Primer sequences used in RT-qPCR were as follows:**

*Kl*-F: GTTGCCCAACCTACTTTTG  
*Kl*-R: GGAGCTTAAGGCGATAGACAC

*Nts*-F : GTGTGCCTGACTCTCCTG  
*Nts*-R : GCAAGGTCATTTTCCAAGACG

*Mvd*-F : TCAGTCATGGCCTCAGAAAAG  
*Mvd*-R : TCTGTGAAGTCCTTGCTAATGG

*Nr4a1*-F: AAA-ATC-CCT-GGC-TTC-ATT-GAG  
*Nr4a1*-R: TTT-AGA-TCG-GTA-TGC-CAG-GCG

*Egr1*-F : TAT-GAG-CAC-CTG-ACC-ACA-GG  
*Egr1*-R : GAG-TCG-TTT-GGC-TGG-GAT-AAC

*Arc*-F : AGC-AGC-AGA-CCT-GAC-ATC-CT  
*Arc*-R : GTG-ATG-CCC-TTT-CCA-GAC-AT

*Cyp46a1*-F : GGCTAAGAAGTATGGTCCTGTTGTAAGA  
*Cyp46a1*-R : GGTGGACATCAGGAACCTTCTTGACT

*Kcnh3*-F : CGGATCCAAAGGCTTCAATG  
*Kcnh3*-R: AGCAGGATAAAGGGTGACTTC

*Itgax*-F: AAG-CAG-AGC-CAG-AAC-TTC-CC  
*Itgax*-R: AAG-GGC-TTG-ACG-TGG-AGA-TG

*Ccl4*-F: GCC-CTC-TCT-CTC-TCC-TCT-TGC-T  
*Ccl4*-R: GAG-GGT-CAG-AGC-CCA-TTG

*Gfap*-F : CGC-GAA-CAG-GAA-GAG-CGC-CA  
*Gfap*-R: GTG-GCG-GGC-CAT-CTC-CTC-CT

*PolII*-F: AAT-CCG-CAT-CAT-GAA-CAG-TG  
*PolII*-R: TCA-TCC-ATT-TTA-TCC-ACC-ACC

*hTau*-F: GTA-CGG-GTT-GGG-GGA-CAG-GA  
*hTau*-R: CCC-GGT-TCC-TCA-GAT-CCG-TC

*Dusp1*-F : GGA-GGA-TAT-GAA-GCG-TTT-TCG-G  
*Dusp1*-R : GGA-TTC-TGC-ACT-GTC-AGG-CAC-A

*cFos*-F : CGG-GTT-TCA-ACG-CCG-ACT-A  
*cFos*-R : TTG-GCA-CTA-GAG-ACG-GAC-AGA

*36b4*-F : ACT-GGT-CTA-GGA-CCC-GAG-AAG  
*36b4*-R : TCC-CAC-CTT-GTC-TCC-AGT-CT

## Appendix Supplemental reference

Krezymon A, Richetin K, Halley H, Roybon L, Lassalle JM, Frances B, Verret L, Rampon C (2013) Modifications of hippocampal circuits and early disruption of adult neurogenesis in the tg2576 mouse model of Alzheimer's disease. *PloS one* 8: e76497

Modak R, Das Mitra S, Vasudevan M, Krishnamoorthy P, Kumar M, Bhat AV, Bhuvana M, Ghosh SK, Shome BR, Kundu TK (2014) Epigenetic response in mice mastitis: Role of histone H3 acetylation and microRNA(s) in the regulation of host inflammatory gene expression during *Staphylococcus aureus* infection. *Clinical epigenetics* 6: 12

## Appendix Supplemental Figure S1 Legend

### RT-qPCR validations of RNA-seq data.

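Mvd, Cyp46a1 and Kcnh3 were also measured by qPCR in the paper. Mvd (ENSMUSG00000006517, mm9 chromosome 8 from 124957496 to 124967322) had 22.9 ± 0.0864 CPM in WT VEH and 9.94 ± 0.351 CPM in TAU VEH (SD, n = 2 each), a log2 fold change of -1.21 (adjusted p = 0.00044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and a log2 fold change of -0.15 between TAU MOL and TAU VEH (adjusted p = 0.91). Cyp46a1 (chromosome 12 from 109572587 to 109600441) had 192 ± 3.12 CPM in WT VEH, 142 ± 0.215 CPM in TAU VEH and 173 ± 8.39 CPM in TAU MOL (SD, n = 2 each), with adjusted p of 0.0022 between TAU VEH and WT VEH and 0.347 between TAU MOL and TAU VEH, and the first was 0.22 with the GC and length correction, the highest of 10 alternatives, of which the lowest was 7.4e-06. Kcnh3 (chromosome 15 from 99055292 to 99073248) had 196 ± 0.630 CPM in WT VEH and 116 ± 7.07 CPM in TAU VEH (SD, n = 2 each, adjusted p = 0.0010) and a log2 fold change of 0.25 between TAU MOL and TAU VEH (adjusted p = 0.65). Between TAU VEH and WT VEH 3 of the 3 genes passed the limit over all genes, and 3 of 3 adjusted over the list alone. For TAU MOL against TAU VEH the counts were 0 and 2 of 3 (2 at an unadjusted p under 0.05), where the count over the list alone is not independent evidence, since the study chose the genes in these samples.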

**A** RNA-seq data result from the cohort of mice described in Fig 3,4. Statistical analysis was performed with the method proposed by Love et al. (2014) (Love et al, 2014) implemented in the DESeq2 Bioconductor library (v1.0.19). ***Mvd***: \$ pathology p=1,17E-27 for WT VEH vs. TAU VEH; ***Cyp46a1***: \$ pathology p=1,80E-13 for WT VEH vs. TAU VEH, \* learning p=0,0168 for WT VEH vs. WT VEH\_HC, # molecule p=4.00E-05 for TAU MOL vs. TAU VEH; ***Kcnh3***: \$ pathology p=1.06E-27 for WT VEH vs. TAU VEH, # molecule p=0.0054 for TAU MOL vs. TAU VEH; ***cfos***: \$ pathology p=0.0276 for WT VEH vs. TAU VEH, \* learning p=2.5E-27 for WT VEH vs. WT VEH\_HC, # molecule p=0.0016 for TAU MOL vs. TAU VEH; ***Egr-1***:

\$ pathology  $p=1.66E-06$  for WT VEH vs. TAU VEH, \* learning  $p=8.69E-12$  for WT VEH vs. WT VEH\_HC, # molecule  $p=1.19E-06$  for TAU MOL vs. TAU VEH; **Klotho**, **KI**: \* learning  $p=2.78E-22$  for WT VEH vs. WT VEH\_HC, \$ pathology  $p=1.73E-32$  for WT VEH vs. TAU VEH, # molecule  $p=1.73E-14$  for TAU MOL vs. TAU VEH; **Nts**: \$ pathology  $p=0.0110$  for WT VEH vs. TAU VEH, # molecule  $p=7.34E-06$  for TAU MOL vs. TAU VEH.

**B** RT-qPCR result from another cohort of mice having received the same treatment as in A ( $n=5$ /group). One-way ANOVA with uncorrected Fisher's test. **Mvd**:

$F(3,16)=31.69$ ,  $p<0.0001$ ; \$ pathology  $p=0.0001$  for WT VEH vs. TAU VEH;

**Cyp46a1**:  $F(3,14)=1.777$ ,  $p=0.1977$ ; **Kcnh3**:  $F(3,16)=2.469$ ,  $p=0.0993$ ; \$ pathology  $p=0.0222$  for WT VEH vs. TAU VEH, (\*) learning indicates a tendency  $p=0.0695$  for

WT VEH vs. WT VEH\_HC; **cfos**:  $F(3,16)=12.08$ ,  $p=0.0002$ ; \* learning  $p=0.0002$  for

WT VEH vs. WT VEH\_HC; **Egr-1**:  $F(3,16)=15.99$ ,  $p<0.0001$ ; \* learning  $p=0.0001$  for

WT VEH vs. WT VEH\_HC. **Klotho**, **KI**:  $F(3,16)=2,949$ ,  $p=0.0643$ ; \* learning  $p=0.0145$

for WT VEH vs. WT VEH\_HC, \$ pathology  $p=0.0395$  for WT VEH vs. TAU VEH. **Nts**:

$F(3,14)=4,290$ ,  $p=0.0241$ ; \$ pathology  $p=0.0036$  for WT VEH vs. TAU VEH, #

molecule  $p=0.0081$  for TAU MOL vs. TAU VEH.

**C** RNA-seq data result from the cohort of mice described in Fig 1C. 

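Dusp1 (ENSMUSG00000024190, chromosome 17 of mm9 from 26642535 to 26645464) had 9.61 ± 0.0137 CPM in untrained THY-Tau22 mice (SD, n = 2) and 15.3 ± 0.738 CPM in WT mice (SD, n = 3), a log2 fold change of -0.67 (standard error 0.13, adjusted p = 0.24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.042 from DESeq2, the lowest of 9 alternatives, of which the highest was 0.78). Mvd had 10.4 ± 2.07 CPM (SD, n = 2) against 25.3 ± 1.67 CPM (SD, n = 3), a log2 fold change of -1.28 (adjusted p = 0.027), which was 0.106 without WT replicate 2 and 0.0555 without WT replicate 3, with 9.1e-10 as the lowest of 9 alternatives.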

Statistical analysis was performed with the method proposed by Love et al. (2014) (Love et al, 2014) implemented in the DESeq2 Bioconductor library (v1.0.19). \* when WT VEH is significantly different from TAU VEH. **Arc**:  $p=8,12E-15$ ; **c-Fos**:  $p=1,95E-08$ ; **Egr-1**:  $p=2,57E-12$ ; **Dusp1**:  $p=8,35E-09$ ; **Nr4a1**:  $p=5,26E-56$  .

**D** Time line of the experiment with chronic injections in THY-Tau22 mice: 8 month-old mice were injected 10 times (1 per 2 weeks) with Vehicle (WT mice, WT VEH, saline), Vehicle (THY-Tau22 mice (TAU VEH), CSP 500 µg /mouse) or Molecule

(THY-Tau22 mice (TAU MOL), CSP-TTK21 500 µg/mice), starting at the age of 3 months. Mice were tested for spatial memory in the Morris water maze 5 days after the last injection, probe test was performed 10 days after and mice were killed 48hr after. RNA extracts were isolated from the dorsal hippocampus (n=6/group).

**E** RT-qPCR data resulting from the cohort of mice in B (n=6/group). One-way ANOVA with uncorrected Fisher's test. **Arc**:  $F(2,15)=12.55$ ,  $p=0.0006$  ; \$ pathology  $p=0.0002$  for WT VEH vs. TAU VEH, # molecule  $p=0.0047$  for TAU MOL vs. TAU VEH; **c-Fos**:  $F(2,15)=1.323$ ,  $p=0.2957$ , ns; **Egr-1**:  $F(2,15)=4.349$ ,  $p=0.0324$ ; \$ pathology  $p=0.0487$  for WT VEH vs. TAU VEH, # molecule  $p=0.0128$  for TAU MOL vs. TAU VEH; **Dusp1**:  $F(2,15)=0.2095$ ,  $p=0.8133$ ; ns; **Nr4a1**:  $F(2,15)=3.925$ ,  $p=0.0426$ ; \$ pathology  $p=0.0297$  for WT VEH vs. TAU VEH, # molecule  $p=0.0270$  for TAU MOL vs. TAU VEH.

## Appendix Supplemental Figure S2 Legend

### Drug production and testing.

**A** Field emission scanning electron microscopy (FESEM) images of CSP molecules showing carbon nanospheres of average size 400nm. Scale bar: 3 µm.

**B** Energy Dispersive X-ray analysis of CSP-TTK21 shows the presence of fluorine, thereby confirming the conjugation of TTK21 to CSP.

**C** Western Blot analysis was performed on lysates obtained from U87 cells treated for 12h with growing concentrations of CSP and CSP-TTK21 (50, 100, 150 µg/ml). CSP-TTK21 induced a significant increase in H3K9ac compared to CSP-treated cells (n= 3; p = 0.03; student's t test). A representative image is shown as a juxtaposition of images obtained on a different part of the gel (see Source Data Appendix).

**D** CSP-TTK21 induces histone acetylation in the dorsal hippocampus.

Immunofluorescent labeling of 20  $\mu\text{m}$  brain sections using H3K14ac antibody performed in WT mice upon treatment with CSP or CSP-TTK21 for 3 days. Scale bar: 200  $\mu\text{m}$ .

## Appendix Supplemental Figure S1

### A RNA-seq data (From Fig 4)

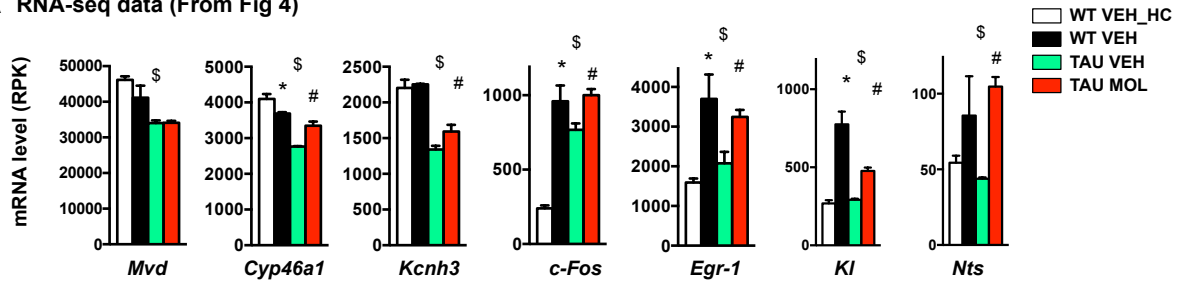

### B RT-qPCR data

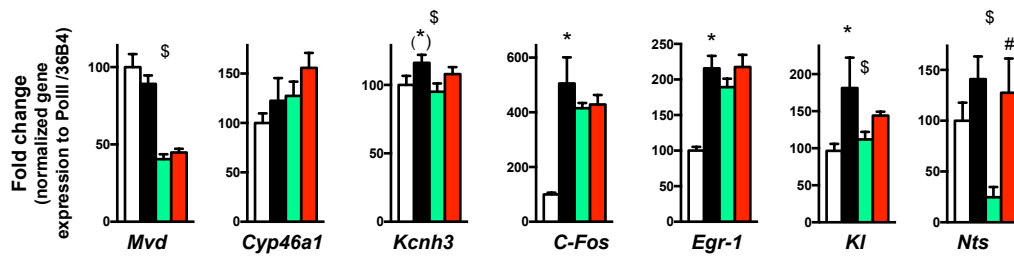

### C RNA-seq data (From Fig 1C)

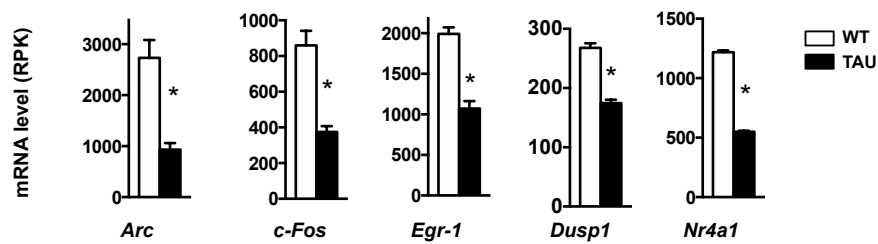

### D Time line of chronic injections in THY-Tau22mice

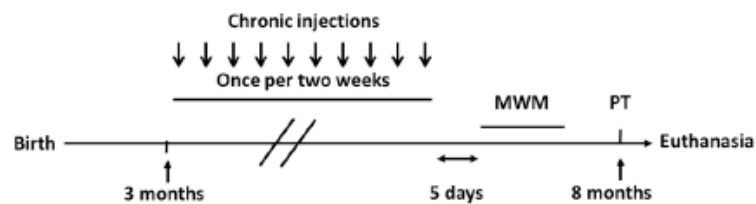

### E RT-qPCR data

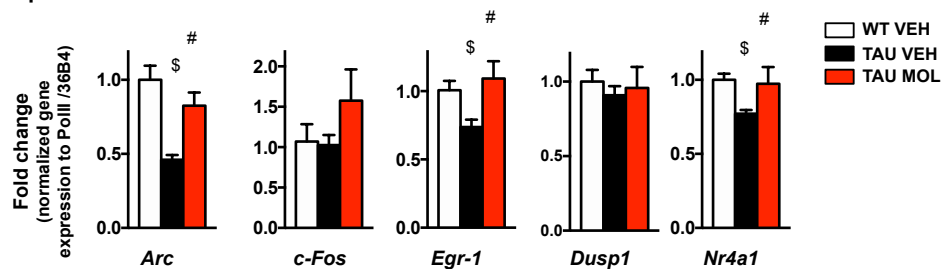

Appendix Supplemental Figure S2

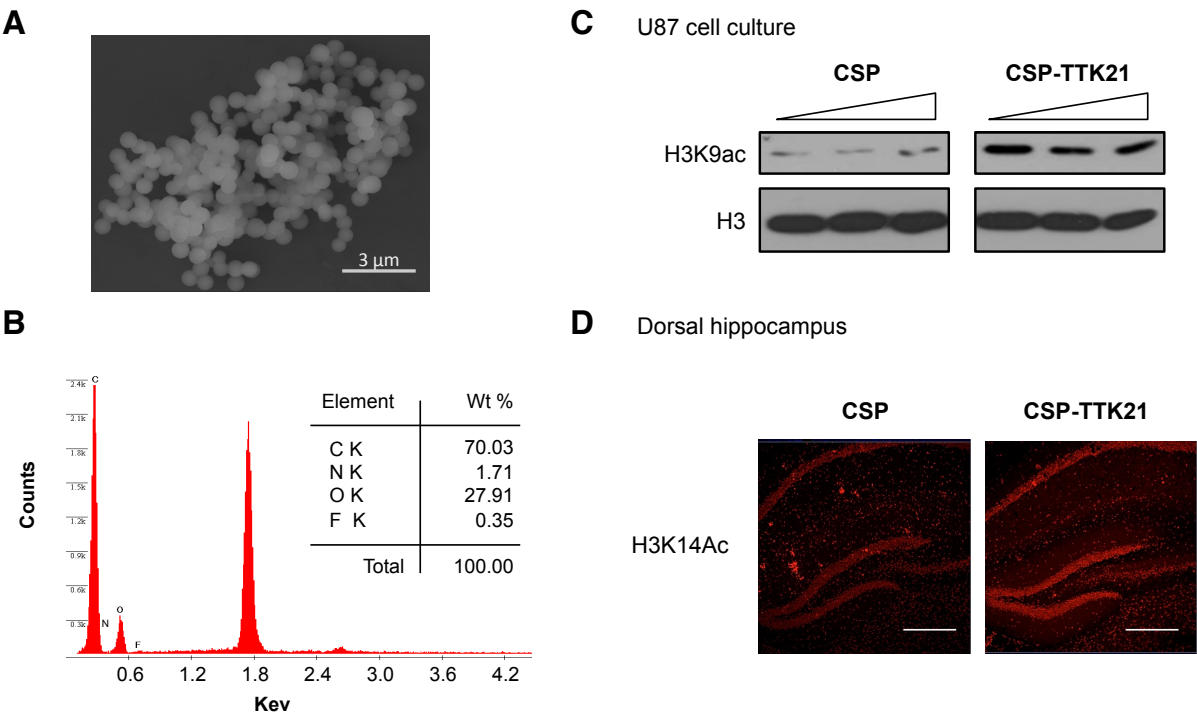

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Reinstating plasticity and memory in a tauopathy mouse model with an acetyltransferase activator
**Source:** EMBO Mol Med. 2018 Oct 1;10(11):e8587. doi: 10.15252/emmm.201708587

### Source data for Klotho (Figure 4G)

**Image Lab™ Software**

- Stain-free gel

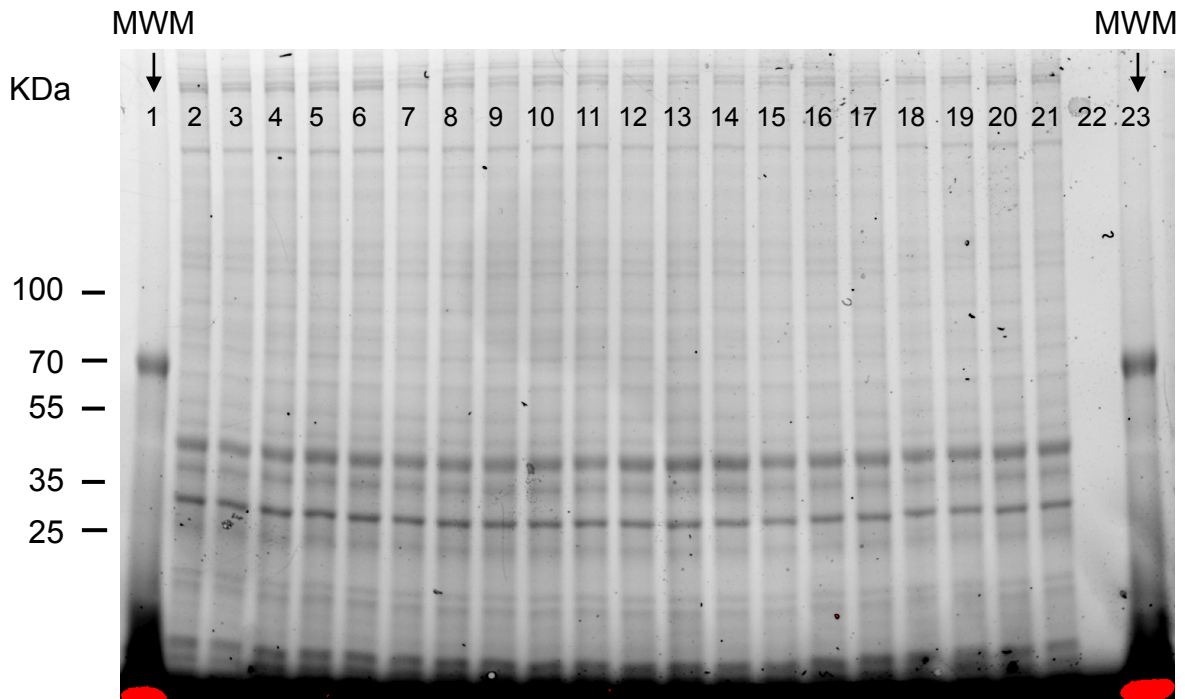

- Western blot: **Klotho** (Ref#AF1819; R&D Systems)

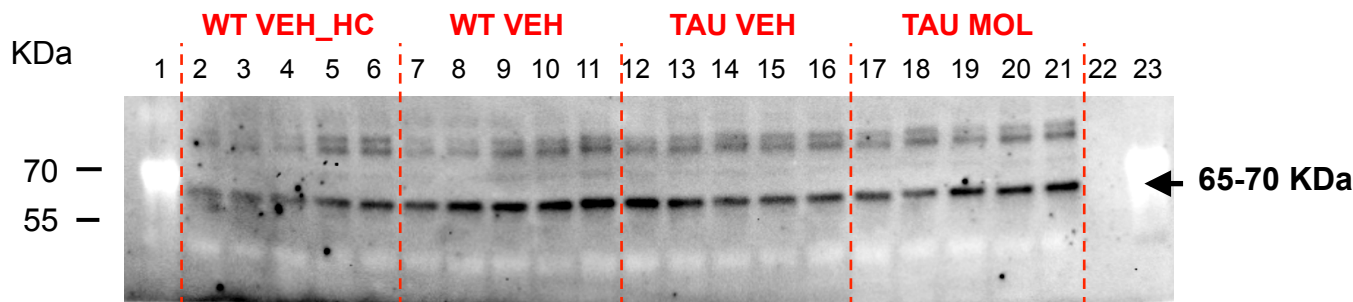

Source data for Neurotensin  
(Figure 4G)

Image Lab™ Software

- Stain-free nitrocellulose

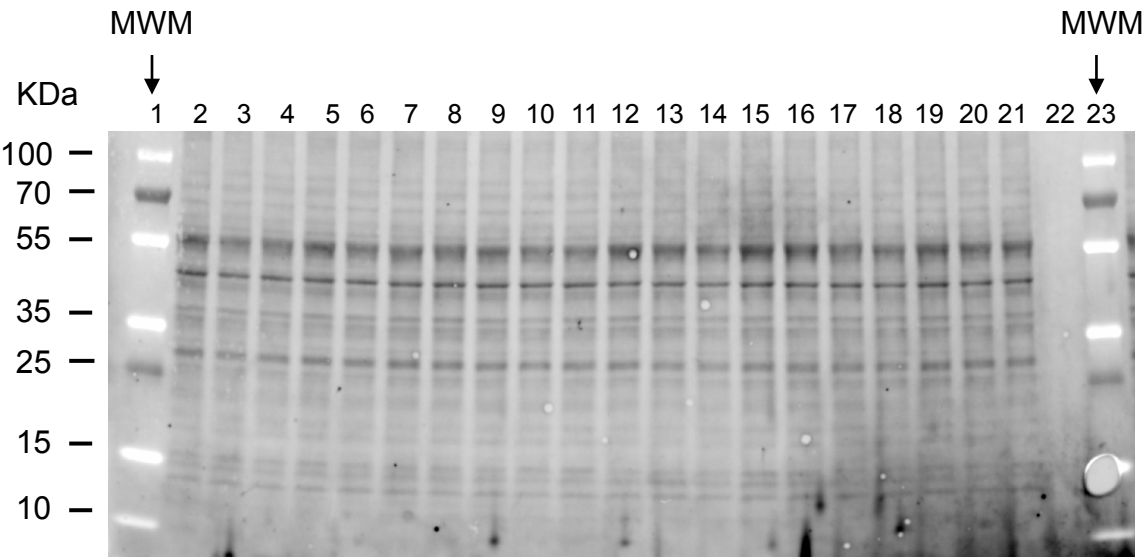

- Western blot: **Neurotensin** (Ref#BML-NA1230; Enzo Life Sciences)

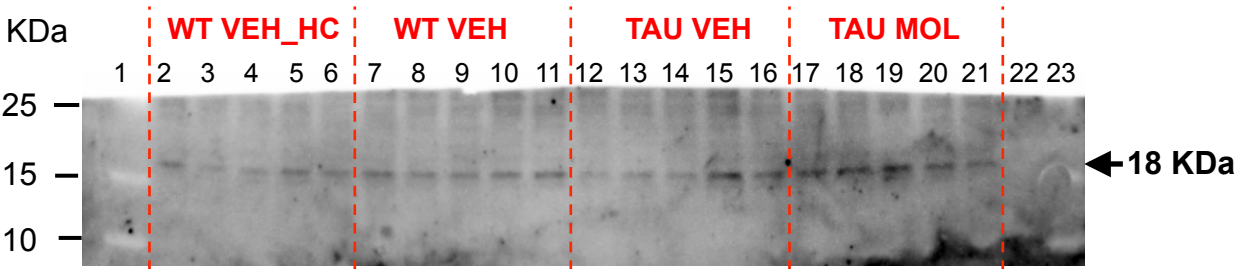

Image Lab™ Software

- Stain-free nitrocellulose

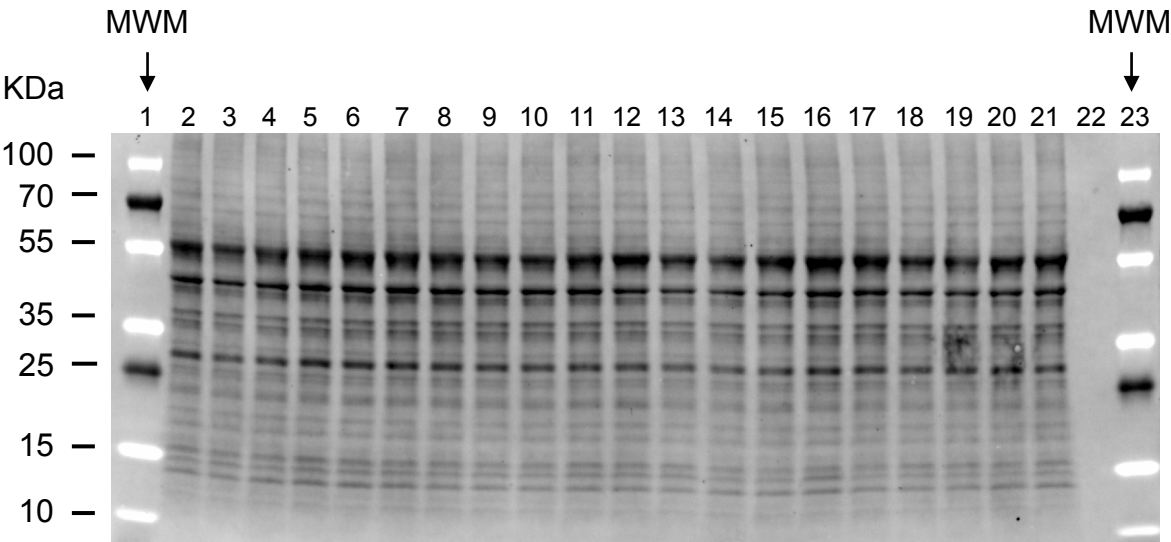

- Western blot: **Actin** (Ref#A2066; Sigma)

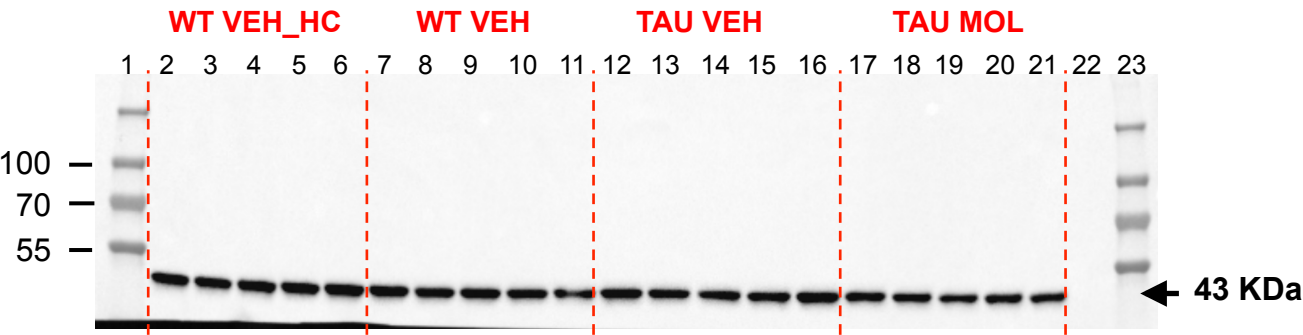

**Supplement:** Supplementary file 5 — Source Data for Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

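Gene expression was measured by RNA-seq in the dorsal hippocampus of male mice aged 8 months in 2 experiments. The basal experiment holds 5 libraries (WT 3, THY-Tau22 2), and the learning experiment 9 libraries (WT VEH_HC 3, WT VEH 2, TAU VEH 2, TAU MOL 2). Group and replicate were taken from the sample labels and the legends of the paper, and 0 columns of the tables were left without a sample. The ChIP-seq data of the paper, the mice of other cohorts and the 3 excluded libraries of the learning experiment were not analysed here.

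The authors made poly-A libraries from total RNA, sequenced single-end reads, aligned them to mm9 with TopHat and bowtie, and counted the uniquely aligned reads on Ensembl genes with HTSeq. The authors deposited these raw counts, which are whole numbers without normalization and were used for all tests. Beside them they deposited a normalized signal, the counts divided by 1 factor per library. In the learning table these factors equal the median of ratios over its 9 libraries, and in the basal table they do not equal the median of ratios over its 5 libraries. The normalized signal was read to check the columns and not for tests. The learning table lists 25933 genes and 138 further lines with no values, which were left out, and the basal table 26570 genes, of which 1976 have no count in any library. Gene positions, GC content and promoter sequences came from the NCBIM37 (mm9) genome with its GENCODE annotation, the same build the authors used. GC content was at hand for 99.8% of the genes tested in the learning experiment and for 99.8% of those in the basal experiment.

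Counts per library ran from 24693713 to 52180305 in the learning experiment and from 28639121 to 37681155 in the basal experiment, and the 10 most abundant genes took from 6.29% to 8.59% of the counts. The common coefficient of variation between replicates was 0.084 in the learning and 0.129 in the basal experiment, so that with 2 or 3 mice per group the spread between mice, not the depth, limits most genes, while genes with few counts, such as Nts, are limited by depth as well.

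The main test was edgeR 4.0.16 in R 4.3.3, the quasi-likelihood F test with TMM factors on genes kept by filterByExpr, with Benjamini-Hochberg adjustment. A gene was taken as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 0.2. The basal libraries were fitted alone and the 9 learning libraries in 1 fit. DESeq2 1.42.0 was the alternative tool. The authors used an earlier version of DESeq2. Set tests were fry and camera from limma 3.58.1. Fisher's exact tests were 2-sided. Those on families and overlaps of the learning experiment took 16820 genes as background with edgeR's calls and 25933 with DESeq2's. DESeq2 gave only part of the 25933 genes an adjusted p, so its background holds genes that could not be called, which can lower p. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. CPM values carry TMM scaling, log2 CPM a prior count of 1 and the per-library log2 CPM of the choroid plexus score a pseudocount of 0.05. The tests were run on simulated counts with 200 changed genes of a mean count of at least 50 first, and counts simulated without a treatment effect gave the chance level of shares, ratios and overlaps between comparisons that share libraries. Each gene was drawn on its own, so that level leaves out spread that many genes of a library share. Intervals of shares are 95% Wilson intervals over genes, which are not independent. The upstream search covered 1000 bases, or 500 in a second pass.

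Genes named are those the paper names for its RNA-seq, Mapt, Thy1, Crebbp and Ep300, and in each comparison the 2 largest increases and 2 largest decreases among differentially expressed genes with a mean of at least 100 normalized counts and no overlap between the libraries of the groups. Other names were picked after their values were seen, and the text says so. The named-gene rule, the tests, the gene lists (inflammatory genes, IEGs, Kl and Nts, synapse genes, qPCR genes, transgene and HAT genes, activity-regulated and circadian genes, and markers of the choroid plexus, dentate gyrus, CA1, CA3, thalamus, neocortex, subiculum, microglia, astrocytes, oligodendrocytes, endothelial cells and blood) and 11 gene families matched by symbol were fixed before the data were examined. So were these alternatives: DESeq2, DESeq2 with a normal prior on the fold changes, DESeq2's size factors in edgeR, library size alone, no filter with at least 1 count, a mean of at least 10 counts per library, a fit on only the groups compared, the replicate number in the design, no limit on the fold change, leaving out each library in turn (with calls only where each group kept at least 2 libraries), and fry or camera in place of each other or of Fisher's exact test. Added after the data were seen were edgeR's likelihood ratio test, a correction for GC content and gene length in each library (loess with a span of 0.3), the choroid plexus score as a covariate, and group profiles over the genes found by DESeq2. DAVID and GREAT annotations were not repeated, and correlations across samples were not computed, because the samples fall into small groups.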

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

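The tests on choroid plexus tissue, on Kl, on the CA1 markers in the basal cohort, on the time of day and on Thy1 were chosen only after their results had been seen. The test on hippocampal subfields was chosen before.

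Markers of the choroid plexus, a list the paper does not discuss, separated the groups of the learning experiment. Their median log2 fold change was -2.51 between TAU VEH and WT VEH (lower in 14 of 14, adjusted p = 0.032 from fry and 0.12 from camera), and -1.39 between TAU MOL and WT VEH (adjusted p = 0.16). Between TAU MOL and TAU VEH it was 1.17, higher in 14 of 14. With library size alone the first median was -2.37 (adjusted p = 0.044). The most abundant marker, Ttr, ranged from 31.5 CPM in a WT VEH_HC library to 2118 CPM in a WT VEH library. A candidate explanation is that the dissected samples held different amounts of choroid plexus. Among the 3 WT VEH_HC mice, which had one treatment, all 14 markers were highest in replicate 3 (36.4% of other genes were), with a median ratio to the other libraries of 2.44 against 1.01 for other genes. This replicate was picked after its values had been seen, it is a single library, and the markers vary together, so the count describes that library and decides nothing. The amount of choroid plexus in a sample and a response of the choroid plexus to genotype, training or treatment cannot be told apart for these markers, since neither was measured separately. Of the 14 genes, Kcnj13 is also among those DESeq2 found higher in TAU MOL.

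Kcne2, Mfrp and Ttr changed in opposite directions between the cohorts, lower in TAU VEH than in WT VEH after training and higher in THY-Tau22 than in WT mice without training. The difference of both log2 fold changes divided by its standard error, from the edgeR fits, was -6.13 for Kcne2 (adjusted p = 0.0072 over 16216 genes), -7.74 for Mfrp (adjusted p = 0.00021) and -6.15 for Ttr (adjusted p = 0.0045). The rise without training came from 1 THY-Tau22 library. The THY-Tau22 libraries had 321 and 1158 CPM of Ttr against 198 to 369 CPM in WT mice, 1.33 and 7.85 CPM of Kcne2 against 1.01 to 2.93 CPM, and 4.28 and 10.5 CPM of Mfrp against 2.61 to 4.57 CPM, so that replicate 1 lay within the WT range, and the adjusted p of the basal comparison was 0.90 for each of the 3. Over the 16216 genes 65 differed past the limit. The cohorts were processed in separate tables, and training, injections and cohort go together, so a cohort effect and training cannot be told apart for these genes. As Kcne2 and Ttr are markers of the choroid plexus, the tissue share, for which the count of 14 markers is given above, is a possible explanation for them.

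Kl also differed between the cohorts, with a value of -10.4 (adjusted p = 8.6e-06), being lower after training and higher without training in THY-Tau22 mice, where both libraries (37.4 and 50.4 CPM) lay above the WT ones (27.4 to 31.5 CPM) at an adjusted p of 0.66. A GC and length bias is argued against, as the log2 fold change between TAU VEH and WT VEH was -1.45 with the correction and -1.42 without it. Different amounts of choroid plexus may account for part of the pattern. With the choroid plexus score as a covariate the log2 fold change between TAU MOL and TAU VEH was 0.376 (standard error 0.098), against 0.711 without it, and 0.50 between WT VEH and WT VEH_HC against 1.53. The slope of Kl on Ttr within groups, 0.0281 CPM per CPM (standard error 0.00447), predicts a Kl difference of 11.8 CPM between TAU MOL and TAU VEH (95% confidence interval 3.15 to 20.4), below the observed 23.0. In the other comparisons the observed difference lay within the interval. It was -60.9 CPM between TAU VEH and WT VEH (-63.9 to -23.1), and 63.5 CPM between WT VEH and WT VEH_HC (25.0 to 68.0). The 2 WT VEH libraries hold 95.7% of the Ttr spread behind that slope. Without them the prediction for TAU MOL against TAU VEH was 24.9 CPM (2.32 to 47.5). Choroid plexus tissue and an effect on Kl in the hippocampus cannot be told apart with these libraries, since few of them vary within groups. The paper's RT-qPCR of another cohort reports Kl higher after training and lower in TAU VEH than in WT VEH. It marks no difference between TAU MOL and TAU VEH there, while its Western blot reports more Klotho protein in TAU MOL. Those samples were not analysed here.

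Markers of the CA1 subfield were lower in TAU VEH than in WT VEH, with a median log2 fold change of -0.686 (adjusted p = 0.015 from fry and 0.12 from camera, lower in 5 of 6 genes), and higher in TAU MOL than in TAU VEH in 6 of 6. With library size alone the median was -0.54 (adjusted p = 0.049). Mpped1 is also among the genes DESeq2 found higher in TAU MOL. In the separate basal cohort the median was 0.222 (adjusted p = 0.61), so CA1 markers were not lower in THY-Tau22 mice as such. A smaller share of CA1 tissue in the TAU VEH samples is a candidate explanation, and a loss of CA1 expression that depends on training stays open as well. An effect of CSP is not excluded either, since TAU VEH mice received CSP and WT VEH mice saline. The markers of CA3 went the opposite way in TAU MOL. Different shares of subfields were also sought in the WT VEH_HC libraries. Across genes the difference of replicate 2 from the others had an r of -0.035 with the TAU MOL against TAU VEH fold changes. This was just outside the range of -0.029 to 0.017 in counts simulated without a treatment effect. It was inside the range of -0.04 to 0.016 where all groups were given the same mean. With the TAU VEH against WT VEH fold changes r was 0.069, outside both simulated ranges (-0.021 to 0.015 and -0.032 to 0.025). Both values are small, so the difference of replicate 2 explains little of either comparison. A different mixture in the trained groups cannot be told apart from an effect of treatment.

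The circadian genes were lower in TAU VEH than in WT VEH, with a median of -0.331 (adjusted p = 0.0015 from fry and 0.040 from camera, lower in 13 of 14 genes, and -0.18 with library size alone), and higher in TAU MOL than in TAU VEH (median 0.21, adjusted p = 0.0095 from fry and 0.032 from camera). Per1 belongs to the activity-regulated list too. A different time of day at dissection would move Arntl and Npas2 opposite to Dbp, Nr1d1, Per1, Per2 and Per3. Dbp, Nr1d1, Per1 and Per2 were lower (log2 fold changes -0.65, -0.81, -0.69 and -0.40), and Per3 did not change past the limit (-0.10, adjusted p = 0.63 from edgeR). Yet Npas2 was lower as well, at -0.504 (adjusted p = 0.0021), while Arntl was at 0.18 (adjusted p = 0.21). The value of Npas2 argues against a phase shift as the whole cause of the IEG difference between TAU VEH and WT VEH. It is a single gene, however, and Arntl lay on the side that a shift would give. In the basal cohort, where the IEGs were lower too, the circadian genes were lower in 13 of 14. Dbp, Nr1d1, Per1, Per2 and Per3 were at -0.468, -0.285, -0.413, -0.26 and -0.334 there, Arntl at 0.317 and Npas2 at -0.024. None of these passed the limit, and a shift stays open in that cohort. The paper states that killing times were randomized by group and kept to a fixed part of the morning. The times of single mice are not given. No further biological explanation was tested.

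Thy1 was higher in every group of THY-Tau22 mice, by 1.213 on the log2 scale in TAU VEH and 1.332 in the basal cohort (adjusted p = 0.016). The basal adjusted p was 0.0831 without WT replicate 2 and 0.0517 without WT replicate 3. Reads from the Thy1 sequence carried by the transgene are a candidate explanation, since the difference between the cohorts was small (-0.77 standard errors, adjusted p = 0.93) and 9 neighbouring genes within 200 kb had medians of -0.01, 0.02 and 0.01 in TAU VEH, TAU MOL and the basal cohort. In TAU VEH 3 of the 9 were differentially expressed, and none rose by more than 0.64. In the basal cohort none was differentially expressed, and the largest rise was that of Mfrp, at 1.00 (adjusted p = 0.90).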

How the results depend on the processing

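The edgeR likelihood ratio test, the correction for GC content and gene length and the choroid plexus covariate were chosen after the data had been seen. Of 78 values of named genes, the size factors of DESeq2 in edgeR left 78 with their direction and side of the limit. DESeq2 left 65 and moved 13 past the limit (4 without an adjusted p), DESeq2 with a prior left 60, moved 13 past the limit and shifted 5 (6 without an adjusted p), library size alone left 74, moved 3 past the limit and 1 below it, and the GC and length correction left 68, moved 3 past it and 7 below it. The fit on only the groups compared left 52 of 60, with 6 past the limit and 2 below it. Of 156 ranges from leaving out single libraries, 156 kept their direction. Their calls were less stable. In the basal comparison, 4 of 18 genes changed their side of the limit without WT replicate 2, 3 without replicate 3 and 0 without replicate 1. Between TAU MOL and TAU VEH 3 of 14 did so without WT VEH_HC replicate 2. In each other fit of the learning experiment at most 1 did.

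The counts of differentially expressed genes changed as follows. Between TAU VEH and WT VEH the count, 2423, was 556 with the GC and length correction and 0 with the choroid plexus covariate (2517 at an unadjusted p under 0.05). The count for TAU MOL against WT VEH, 947, was 1590 without a low-count filter, 1490 with only the groups compared, 35 with the GC and length correction and 2 with the covariate. The count for TAU MOL against TAU VEH, 0, was 54 with DESeq2, 52 with its prior, 233 without the filter, 60 with only the groups compared and 73 with the likelihood ratio test. Between WT VEH and WT VEH_HC the count, 1413, was 2686 without the filter, 310 with only the groups compared, 2191 with the likelihood ratio test, 913 with the GC and length correction and 0 with the covariate (792 at an unadjusted p under 0.05). In the basal experiment the count, 4, was 41 with DESeq2, 40 with its prior, 125 without the filter, 51 with the likelihood ratio test and 11 with the GC and length correction. The cause was not tested.

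In the fits without single libraries, genes were called only where each group kept at least 2, so that WT VEH_HC libraries were left out in the learning experiment and WT libraries in the basal one. They gave 2392 to 2944 genes for TAU VEH against WT VEH, 995 to 1379 for TAU MOL against WT VEH, 0 to 15 for TAU MOL against TAU VEH, 614 to 2798 for WT VEH against WT VEH_HC and 1 to 5 in the basal experiment. The rescue share, 63.31%, was 52.36% with DESeq2, 51.9% with its prior, 66.6% with its size factors in edgeR, 71.8% with library size alone, 52.1% without the filter, 60.1% with only the groups compared, 53.8% with the likelihood ratio test and 93.9% with the GC and length correction, and from 57.3% to 61.2% without single WT VEH_HC libraries. The median remaining fold change, 0.702, was 0.671 with the GC and length correction and from 0.688 to 0.725 without each of the 9 libraries. The correlation across genes of the treatment with the pathology fold changes, -0.554, was -0.605 with DESeq2's prior, -0.513 without the filter, -0.671 with a mean of at least 10 counts, -0.604 with only the groups compared and -0.796 with the covariate, and from -0.782 to -0.426 without each of the 9 libraries. The correlation with the learning fold changes, 0.166, was 0.028 with DESeq2, 0.016 without the filter and 0.660 with the covariate, and from 0.022 to 0.206 without each of them. The cause was not tested.

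The overlaps between treatment and pathology or learning genes, 0 in the main calls, were 30 with DESeq2, 27 with its prior, 121 without the filter, 38 with only the groups compared and 40 with the likelihood ratio test for genes higher in TAU MOL and lower in TAU VEH. They were 9, 8, 60, 21 and 16 for genes higher in TAU MOL and in learning. They were 17, 16, 60, 14 and 19 for genes lower in TAU MOL and higher in TAU VEH. They were 5 with DESeq2, 5 with its prior, 24 without the filter, 1 with only the groups compared and 5 with the likelihood ratio test for genes lower in TAU MOL and in learning. Without single WT VEH_HC libraries they ran from 0 to 11, from 0 to 8, from 0 to 3 and from 0 to 2, the highest in each case without WT VEH_HC replicate 2. The cause was not tested.

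Among the tests of gene families 10 passed the limit, and 19 did with DESeq2's calls, which were set against a larger background. Of 100 tests of marker lists, 33 passed the limit with fry and 11 with camera. The log2 fold change of Nts between WT VEH and WT VEH_HC turned from 0.66 to -0.68 with the choroid plexus covariate (adjusted p = 0.96), and the cause was not tested. Of 6 values of Kl and Nts fitted with the covariate, 2 kept their side of the limit and 3 fell below it. The groups share replicate numbers, but the numbers did not pair the samples. The correlations of deviations between same-numbered libraries lay from -0.161 to 0.243, and neither the paper nor the labels give a number a meaning. With the replicate number as a block the counts were 3000 genes for WT VEH against WT VEH_HC, 37 in the basal experiment and 0 for TAU MOL against TAU VEH (1400 at an unadjusted p under 0.05), the rescue share was 56.2%, 16 tests of gene families and 17 of marker lists passed the limit, and 70 of 78 values of named genes kept their side of the limit while 8 moved past it. Depth limits genes with few counts, and the number of mice the rest.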

Differences from the paper's values

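Between TAU MOL and WT VEH the paper gives 1716 genes in its text and 1756 in the legend of Fig 3D, and 947 were found here. Of the alternatives set before the data were examined, DESeq2 (1324), DESeq2 with a prior (1323), no low-count filter (1590), the fit on only the groups compared (1490) and the replicate number in the design (1321) came within 1.5 times of both of the paper's values, and the other alternatives did not.

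Between TAU MOL and TAU VEH the paper gives 180 genes, 98 higher and 82 lower, and 0 were found here (1064 at an unadjusted p under 0.05). Without the low-count filter the counts were 233, 143 and 90, within 1.5 times of the paper's, and none of the other alternatives set before the data were examined came as near, DESeq2 giving 54 (32 and 22) and the fit on only the groups compared 60 (41 and 19). The likelihood ratio test, chosen after seeing the values, gave 73.

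In the basal experiment the paper gives 51 genes, 15 of them lower, and 4 genes, 3 of them lower, were found here. DESeq2 (41 and 14), DESeq2 with a prior (40 and 13) and the replicate number in the design (37 and 12) came within 1.5 times, as did the likelihood ratio test (51 and 14), which was chosen after seeing the values. The other alternatives did not.

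The paper's overlaps of genes higher in TAU MOL are 81 with genes lower in TAU VEH and 34 with genes higher in learning, and those of genes lower in TAU MOL are 40 with genes higher in TAU VEH and 9 with genes lower in learning. All 4 were 0 here. Without the low-count filter those with the genes of TAU VEH were 121 and 60, within 1.5 times of the paper's values. For the genes higher in learning, none of the alternatives set before the data were examined came within 1.5 times, the nearest being 21 with only the groups compared and 60 without the filter. For the genes lower in learning, none did either, with 1 from the fit on only the groups compared, 5 from DESeq2, with and without a prior, and 24 without the filter.

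The paper describes the inflammatory genes as changed in untrained THY-Tau22 mice, and 0 of the 8 passed the limit here over all genes, while DESeq2, with and without a prior, called Gfap, C4b, Cd74 and Itgax, and the replicate number in the design C4b, Cd74 and Itgax. Irf8, Ccl6, Ccl9 and Ccl4 passed it in none of their 9 alternatives. Of the IEGs it describes as lower there, Fos, Egr1, Junb and Dusp1 did not pass the limit here, and DESeq2 with and without a prior called all 4. The replicate number in the design called Fos, Egr1 and Junb, and the GC and length correction, chosen after seeing the values, Egr1 and Junb. It describes Arc, Egr1 and Fos as induced by CSP-TTK21 in learning mice. None passed the limit here, Arc did with DESeq2, with its prior, with only the groups compared (0.035) and without WT VEH_HC replicate 2 (0.0391), Egr1 did with only the groups compared (0.042), and Fos in none of the 10 alternatives. It describes Kl and Nts as raised by CSP-TTK21. Neither passed the limit here. Kl did with DESeq2 (7.5e-05), with its prior, with only the groups compared (0.0081) and without WT VEH_HC replicate 2 (0.0337), and Nts with only the groups compared (0.040). It describes Homer3, Grik4 and Sv2b as lowered. None passed the limit here, Homer3 did with DESeq2 (3.5e-05), with its prior, with only the groups compared (0.017) and without WT VEH_HC replicate 2 (0.0337), and Grik4 and Sv2b in none of their 10 alternatives.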

Other observations

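The tests on the power of the quasi-likelihood test were chosen only after the result had been seen. The tests on chance loss of calls, shared libraries and scaling were chosen before. The correction for GC content and gene length was chosen after the data had been seen, and before its own result was.

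The share of genes that were differentially expressed between TAU VEH and WT VEH and no longer so between TAU MOL and WT VEH was 63.31%. Chance loss at 2 libraries per group gave at most 28.6% in simulated counts without a treatment effect. With both groups at their common mean it gave at most 32.6%. Spread that acts on each gene alone therefore does not explain the whole share in these simulations. Spread that many genes of a library share, such as the GC trend, was not simulated. How much of the share chance gives thus cannot be decided. The correlation across genes between the TAU MOL against TAU VEH and TAU VEH against WT VEH fold changes, -0.554, was stronger than in each simulated draw. The TAU VEH libraries that both comparisons share gave -0.284 on average where TAU MOL had the TAU VEH means, -0.32 where both TAU groups had their common mean, and -0.510 where no group differed, so they account for part of its size. Without WT VEH replicate 1 the observed value was -0.426. A partial return of TAU MOL toward WT VEH is the biological hypothesis, and different shares of tissue in the samples stay open beside it.

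More genes were lower than higher in TAU VEH under TMM, and with library size alone 28.35% of the calls were lower. Scaling is a possible explanation for the excess of lower genes, and it cannot be told apart from a true excess, because TMM assumes that most genes do not change. The GC content of the genes may explain more of the calls. With the correction for GC content and gene length 556 genes were left, and the differentially expressed genes lower in TAU VEH came from GC-rich genes. The GC trend and the genotype go together in the learning libraries, so the correction can also remove genes that truly differ.

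The quasi-likelihood test found no gene between TAU MOL and TAU VEH while DESeq2 found 54. Whether a lack of power at 2 libraries per group explains this cannot be decided. The test found 88.5% of simulated genes changed by 1 on the log2 scale. Yet many genes that DESeq2 called had smaller changes, such as Arc (0.609) and Homer3 (-0.531). At a change of 0.5 the test found 48%, against 58.5% with DESeq2.

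Between TAU VEH and WT VEH, the remaining marker lists gave medians of 0.13 for the dentate gyrus (adjusted p = 0.59 from fry), 0.22 for CA3 (0.10), -0.07 for the thalamus (0.33), -0.33 for the neocortex (0.017), -0.47 for the subiculum (0.16, a list that holds Nts), 0.07 for microglia (1.0), 0.08 for astrocytes (0.44), -0.05 for oligodendrocytes (0.96), -0.28 for endothelial cells (0.54) and -0.04 for blood (0.99). Activity-regulated genes had a median of -0.28 (0.031), and the transgene and HAT list -0.07 (0.0012) with Thy1 rising and both HAT genes falling. The synapse list had 0.20 (0.17) and the list of Kl and Nts, both picked by the study in these samples, -1.20 (0.014). Camera had an adjusted p under 0.05 for 11 of 100 tests and fry for 33.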
